# CD32b defines distinct dendritic cell lineages generated from the culture of bone marrow with GM-CSF

**DOI:** 10.3389/fimmu.2026.1703978

**Published:** 2026-05-29

**Authors:** Wanho Choi, Seul Hye Ryu, Ji Soo Park, Da Eun Park, Min Kyung Chu, Hye Young Na, Chae Gyu Park

**Keywords:** CD32b, dendritic cells, GM-CSF, granulocyte-monocyte progenitor, *in vitro* differentiation, lineage heterogeneity, monocyte-dendritic cell progenitor, myeloid progenitors

## Abstract

Culturing bone marrow (BM) with granulocyte macrophage-colony stimulating factor (GM-CSF) is the most commonly used standard method of generating mouse dendritic cells (DCs) *in vitro*, although the development of those MHC II^hi^ GM-CSF–induced DCs (GM-DCs) remains poorly elucidated. Here, we have characterized that *in vitro*-generated GM-DCs from the BM comprise two distinct subsets distinguished by the expression of CD32b, arising at a different time from a separate progenitor lineage. Monocyte-dendritic cell progenitors (MDPs) give rise to CD32b^-^ GM-DCs within the first week of the BM culture, while granulocyte-monocyte progenitors (GMPs) generate CD32b^+^ GM-DCs at a slower rate and become numerically dominant in the later stages. In addition, there exist separate populations of pre-GM-DCs in the BM culture; Ly6C^-^CD32b^-^MHC II^int^ pre-GM-DCs for CD32b^-^ GM-DCs and Ly6C^-^CD32b^+^MHC II^int^ pre-GM-DCs for CD32b^+^ GM-DCs. These two GM-DC subsets also exhibit distinct functions; specifically, CD32b^+^ GM-DCs have enhanced capacity to stimulate CD4^+^ T cells. Notably, when adoptively transferred to mice treated with GM-CSF, GMPs selectively generate CD32b^+^ GM-DCs *in vivo* with delayed kinetics, compared to MDPs that give rise to heterogeneous GM-DC subsets *in vivo* rather quickly. Therefore, we have identified CD32b as a marker to differentiate two developmentally and functionally distinct GM-DCs, thus demonstrating the heterogeneity of GM-DCs, for the first time.

## Introduction

Dendritic cells (DCs) are professional antigen-presenting cells that bridge innate and adaptive immunity by initiating T cell responses to pathogens (1). DCs are broadly classified into plasmacytoid DCs (pDCs) and classical DCs (cDCs) based on their developmental origins and functions. pDCs, derived from common lymphoid progenitors (CLPs), are specialized for antiviral responses and characterized by their production of type I interferons (2). cDCs originate from myeloid progenitors and are further subdivided into type 1 (DC1) and type 2 (DC2) subsets. DC1s specialize in antigen cross-presentation to CD8^+^ T cells and express *IRF8*, *BATF3*, and *XCR1*, while DC2s activate CD4^+^ T cells better and display greater heterogeneity in surface markers and transcriptional programs (3).

Recent studies have highlighted the functional and developmental diversity within the DC2 compartment. Distinct DC2 subsets have been identified based on transcription factors such as RORγt (*RORC*) and T-bet (*TBX21*), as well as surface markers including *ESAM*, CD301b (*MGL2*), DC-SIGN (*CD209A*), and *CLEC12A* (4, 5). Also, this heterogeneity frequently overlaps with monocyte-derived cells including monocyte-derived DCs (MoDCs) (6).

Following the foundational discoveries that GM-CSF cultures of mouse BM or blood generate large numbers of DCs *in vitro* (7, 8), it was subsequently demonstrated that culturing human monocytes *in vitro* with GM-CSF and IL-4 yields MoDCs (9). Further research established that mouse monocytes generate MoDCs during inflammation *in vivo* (10, 11). Notably, studies utilizing GM-CSF and GM-CSF receptor knock-out mice have revealed distinct developmental requirements: some reports indicate that MoDCs can be generated *in vivo* independently of GM-CSF during inflammation (12), while others demonstrate that highly immunogenic, pathogenic MoDCs are strictly dependent on GM-CSF signaling (13). These parallel findings suggest the existence of multiple, context-dependent pathways for MoDC development, necessitating a more precise examination of their ontogenetic roots.

To investigate these distinct DC populations *in vitro*, two primary culture systems are conventionally employed: FLT3L-based cultures, which largely mirror the development of steady-state cDCs, and GM-CSF-based cultures, which are widely used to model inflammatory MoDCs (14). These *in vitro* platforms have become essential tools for deciphering the complex relationship between classical and inflammatory DC lineages.

Myeloid progenitors are classically divided into granulocyte-monocyte progenitors (GMPs) and monocyte-dendritic cell progenitors (MDPs), both of which give rise to monocytes, albeit with different differentiation potentials (15). MDPs are regarded as the main source of cDCs and macrophages, while GMPs primarily generate granulocytes and neutrophils (15, 16). However, emerging evidence suggests that GMP-derived monocytes may contribute to DC differentiation under specific conditions (14).

One such population, recently termed DC3s, is proposed to originate from Ly6C^+^ MDPs through a precursor stage known as pro-DC3s. DC3 subset is phenotypically defined by markers such as CD16/32 (FcγrIII/IIb; *FCGR3/FCGR2B*), CD172a (*SIRPA*), and *LYZ2* (4, 17) but its precise lineage and relationship to the other cDCs need further elucidation.

Culturing mouse bone marrow (BM) with granulocyte macrophage-colony stimulating factor (GM-CSF) has long been used as a standard *in vitro* model for generating CD11b^+^ DCs within approximately one week (18, 19). Historically, the conceptual framework for defining DC states has evolved in parallel with these culture models. In the original “immature/mature” model, CD11c^+^ cells in GM-CSF BM cultures were primarily classified into proliferating immature DCs and mature DCs based on their phenotype and function (8). However, this definition underwent a paradigm shift in the early 2000s with the introduction of the “steady-state versus infection” framework (20). This revised perspective redefined maturation as the functional transition of tolerogenic, steady-state DCs into immunogenic mature DCs specifically upon exposure to inflammatory stimuli. Since then, various nuanced models have emerged, such as the “immature/semi-mature/mature” model (21), “steady-state tolerogenic maturation” (22), and “homeostatic maturation” (23). These modern interpretations suggest that CD11c^+^ cells generated in the absence of exogenous inflammatory signals likely represent a steady-state immature stage, despite exhibiting a degree of phenotypic similarity to activated DCs.

Adding to these developments, Helft and colleagues proposed a classification dividing CD11c^+^ cells in GM-CSF BM cultures into MHC II^hi^ GM-DCs and MHC II^int^ GM-Macs based on functional capacity and transcriptomic profiling (24). Beyond these findings, numerous studies have since endeavored to interpret the heterogeneity of CD11c^+^ cells by distinguishing them into MHC II^hi^ and MHC II^lo/int^ subpopulations across various species and experimental contexts (25, 26). While MHC II^int^CD11c^+^ cells were thus characterized as a macrophage population, the heterogeneous nature of BM culture with GM-CSF has raised the possibility that GM-Mac may also contain precursors to GM-CSF-induced DCs (GM-DCs), which is a subject of ongoing debate (27, 28). Given the evolving nomenclature and conceptual ambiguity surrounding the developmental stages of *in vitro*-generated GM-DCs, there is a critical need to precisely characterize their function and developmental potential from an ontogenetic perspective.

In the present study, we evaluated the composition of GM-DCs in the BM culture and identified a developmentally and functionally distinct subset of CD32b^+^ GM-DCs that emerged slowly from GMPs. These CD32b^+^ GM-DCs exhibited delayed kinetics of appearance, unique pre-DC intermediates, and enhanced CD4^+^ T cell stimulating capacity, compared to early-arising CD32b^-^ GM-DCs which are derived from MDPs.

## Materials and methods

### Animals

C57BL/6 mice was purchased from Orient Bio (Seongnam, Republic of Korea), and C57BL/6-Tg(TcraTcrb)1100Mjb/J (OT-I), B6.Cg-Tg(TcraTcrb)425Cbn/J (OT-II), B6.SJL-Ptprc^a^Pepc^b^/BoyJ (CD45.1) mice were obtained from the Jackson Laboratory (Bar Harbor, ME). CD45.1^+^ OT-I and OT-II mice were bred in-house. All mice were maintained under specific pathogen-free (SPF) conditions at the Department of Laboratory Animal Resources of Yonsei University College of Medicine. Mice were used between 8–14 weeks of age, and both male and female animals were included. All experiments involving animals were performed according to the guidelines and protocols approved by the Institutional Animal Care and Use Committees (IACUCs) of Yonsei University College of Medicine (approval numbers: 2016-0040, 2017-0001, 2019-0024, 2019-0180, 2020-0003, 2021-0010, 2023-0162).

### Antibodies and reagents

Fluorochrome-conjugated monoclonal antibodies used in this study were purchased from BioLegend (San Diego, CA), BD Biosciences (San Jose, CA), Invitrogen (Carlsbad, CA), and eBioscience (San Diego, CA). Antibodies from BioLegend included anti-CD3 (17A2), CD4 (GK1.5), CD8α (53-6.7), CD11b (M1/70), CD11c (N418), CD14 (Sa14-2), CD16/32 (93), CD19 (6D5), CD24 (M1/69), CD25 (3C7), CD34 (RAM34), CD40 (FGK45), CD45.1 (A20), CD45.2 (104), B220/CD45R (RA3-6B2), TCRβ (H57-597), TCR Va2 (B20.1), CD80 (16-10A1), CD83 (Michel-19), CD86 (GL-1), CD103 (2E7), CD115 (AFS98), CD117 (2B8), CD127 (A7R34), FLT3 (A2F10), CD172a (P84), DEC205 (NLDC-145), CD206 (C068C2), CD301a (LOM-8.7), CD301b (URA-1), PD-L1 (10F.9G2), PD-L2 (TY25), Sca-1 (D7), H-2 MHC I (M1/42), I-A/I-E MHC II (M5/114.15.2), NK1.1 (PK136), CD49b (DX5), Ly6C (HK1.4), Ly6G (1A8), F4/80 (BM8), TER-119 (TER-119), 33D1 (33D1), CCR6 (29-2L17), CCR7 (4B12), CX3CR1 (SA011F11) and CLEC12A (5D3/CLEC12A). Additional antibodies from Invitrogen included anti-CD32b (AT130-2), anti-CD209a (MMD3) and anti-CD209b (22D1). Details of conjugated fluorochrome to each antibody are described in **Supplementary Table 1**. For transfection procedures, Lipofectamine™ 2000 reagent (Invitrogen) was used according to the manufacturer’s instructions. For cell proliferation assays, CellTrace™ CFSE (Thermo Fisher Scientific, Waltham, MA) was employed to label naïve T cells. Ovalbumin (Grade V) was obtained from Sigma-Aldrich (St. Louis, MO). Mouse GM-CSF was produced in-house as previously described (29). Briefly, culture supernatants from GM-CSF-producing CHO-S cells were harvested and purified using Anti-FLAG M1^®^ Agarose affinity gel (Merck Millipore, Burlington, MA). All cells were cultured in DMC7 (**DM**EM-based **C**TM supplemented with **7**% FBS) medium (29), which consisted of DMEM containing high glucose, L-glutamine, and sodium pyruvate (GE Healthcare Life Sciences, Pittsburgh, PA or Cytiva, Marlborough MA) supplemented with 7% fetal bovine serum (FBS, Cytiva), 1× non-essential amino acids, antibiotic-antimycotic, and Primocin™ (InvivoGen). The recipe of DMC7 is a modification of Kappler-Marrack’s DMEM-based CTM (complete tumor medium) (30) with reduced FBS content and without 2-mercaptoethanol.

### Primary cell culture

BM and spleen were harvested from mice after euthanasia by five minutes of CO_2_ inhalation (with filling 30% - 70% of cage per minute). According to the current guidelines for generation of murine BM-derived MoDC with GM-CSF (14), cells were cultured in 24-well tissue culture plates at densities of 1×10^6^cells/well (splenocytes) or 1×10^5^ cells/well (BM), and 48-well tissue culture plates at densities of 5×10^4^ cells/well (BM), depending on experimental design. The culture medium consisted of DMC7 medium supplemented with 1-5% (v/v) conditioned medium from GM-CSF-expressing cells, yielding a final GM-CSF concentration of approximately 0.1-0.5 μg/mL (14, 29). Half of the medium was replaced with fresh GM-CSF-containing DMC7 every 3–4 days. Following the culture period, non-adherent or loosely adherent cells were harvested exclusively via gentle pipetting to exclude adherent cells (i.e. macrophages). When performing co-culture experiments, CD45.1^+^ filler cells were seeded at 1×10^6^cells/well (splenocyte) or 5×10^4^ cells/well (BM), and CD45.2^+^ sorted cells were added at defined densities per condition. For the culture of progenitor subsets (GMPs, MDPs, etc.), FACS-sorted populations (CD32b^+^ GM-DCs, CD32b^+^ Pre-GM-DCs, etc.) from CD45.2 mice were seeded at defined densities (e.g., 5×10^2^ for GMPs, 1×10^4^ for CD32b^+^ GM-DCs, etc.) and co-cultured with CD45.1 whole BM filler cells (5×10^4^ cells/well) in GM-CSF-conditioned medium for 21 days.

### Tissue processing and single-cell suspensions

Tissues were harvested from mice after euthanasia by five minutes of CO_2_ inhalation (with filling 30% - 70% of cage per minute) or intraperitoneal injection of a mixture of 6.25 mg tiletamine and zolazepam (Zoletil^®^ 50, Virbac, Carros, France) and 0.58 mg xylazine hydrochloride (Rompun^®^, Bayer, Leverkusen, Germany) per mouse. For BM collection, femurs and tibias were isolated from the hind legs of mice, cleaned of muscle tissue, and disinfected in 70% ethanol. BM was flushed out using a syringe with 23-gauge needle, passed through 70–100 µm cell strainers, and pipetted to obtain single cell suspensions. The total number of BM cells was counted before or after RBC lysis using a hemocytometer. Erythrocytes were lysed using commercial RBC lysis buffer (eBioscience). For isolation of splenocyte and sdLN cells, spleens and sdLNs were mechanically disrupted using syringe plungers and filtered through nylon mesh (100 µm) (31). The total number of splenocytes and sdLNs was counted after RBC lysis and subjected to RBC lysis. For lung and liver digestion, mice were perfused with HBSS through the right ventricle. Lungs and livers were minced with razor blades and incubated with 1 mg/mL collagenase type IV or collagenase D at 37 °C for 40 minutes, followed by treatment with 20 mM EDTA for 5 minutes (31). Samples were filtered, lysed for RBCs, and washed thoroughly.

### Flow cytometry

Single-cell suspensions were incubated with anti-mouse Fc receptor blocking antibody (2.4G2) or fluorochrome-conjugated anti-CD16/32 antibody (93) for 20 minutes at 4 °C. Anti-CD32b (AT130-2) remains functional following Fc receptor blockade using 2.4G2 (32). Cells were then washed with FACS buffer consisting of DPBS supplemented with 2% FBS, 0.1% sodium azide, and 2 mM EDTA. Samples were stained with cocktails of fluorochrome- and/or biotin-conjugated monoclonal antibodies in 96-well V-bottom plates. Staining was performed for 30 minutes at 4 °C. For detection of intracellular molecules, surface staining was followed by fixation and permeabilization using commercial kits (e.g., Fixation Buffer/Permeabilization Wash Buffer, BioLegend) according to the manufacturer’s instructions. Dead cell discrimination was performed using Fixable Zombie Aqua™ dye (BioLegend), LIVE/DEAD™ Fixable Far Red viability dyes (Thermo Fisher Scientific). Antibody panels used for flow cytometry included lineage cocktails (e.g., CD3, CD11b, CD11c, CD19, B220, NK1.1, DX5, Ly6G, TER-119, MHC II, Sca-1, CD127), myeloid/DC markers (e.g., MHC II, CD11b, CD11c, CD32b, Ly6C), and precursor/progenitor markers (e.g., CD115, CD117, FLT3, CD34, Ly6C). Multiparameter flow cytometric analysis was performed on FACSVerse™ or BD LSRFortessa™ cytometers (BD Biosciences). Cell sorting was conducted using BD FACSAria™ II (BD Biosciences) at the Flow Cytometry Core Facility of Yonsei University College of Medicine. Collected data were analyzed using FlowJo software (BD Biosciences).

### Progenitor cell sorting

BM cells were harvested from CD45.2^+^ donor mice after euthanasia by five minutes of CO_2_ inhalation (with filling 30% - 70% of cage per minute) and prepared as single-cell suspensions by flushing femurs and tibias followed by RBC lysis. After blocking Fc receptors with fluorochrome-conjugated anti-CD16/32 antibody, cells were stained with a cocktail of fluorochrome-conjugated monoclonal antibodies against lineage markers (CD3, CD11b, CD11c, CD19, B220, NK1.1, DX5, Ly6G, TER-119, MHC II, Sca-1, CD127) and progenitor surface markers (CD115, CD117, FLT3, CD34, Ly6C). Lineage-negative cells were gated and further subdivided to define specific progenitor subsets. Monocyte-Dendritic cell Progenitor (MDP) was defined as Lin^-^CD117^+^CD115^+^CD16/32^-^CD34^+^Ly6C^-^FLT3^+^, Granulocyte-Monocyte Progenitor (GMP) as Lin^-^CD117^+^CD115^-^CD16/32^+^CD34^+^Ly6C^+^ FLT3^-^, and Monocyte Progenitor (MoP) as Lin^-^CD117^+^CD115^+^CD16/32^+^CD34^+^Ly6C^+^ FLT3^-^. These gating strategies were based on established definitions and adapted to suit each experimental condition (15). Cell sorting was performed on a BD FACSAria™ II cell sorter (BD Biosciences), and sorted cells were collected into FBS-coated tubes containing ice-cold DMC7 medium. The purity of sorted populations was routinely confirmed to be greater than 95% before use in downstream experiments.

### RNA extraction, sequencing and analysis

Total RNA was extracted from sorted DC populations (≥1×10^5^ cells) from BM, splenocytes, or cultured progenitor cells with the MiniBEST universal RNA extraction kit (TaKaRa Bio, San Jose, CA) or RNeasy Mini kit (Qiagen, Germantown, MD) according to the manufacturer’s instructions. RNA quality was assessed, and cDNA synthesis was performed using SMARTer Ultra Low Input RNA library kit (TaKaRa Bio). RNA sequencing (RNA-seq) procedure and analysis were performed by Macrogen (Seoul, Korea). RNA-seq libraries were sequenced on Illumina NovaSeq (Illumina, San Diego, CA). Raw reads were preprocessed to remove low-quality and adapter sequences. Reads were aligned to the *Mus musculus* reference genome (*mm10*) using HISAT2 v2.1.0 or STAR aligner. Transcript quantification was performed using StringTie v1.3.4d. Multidimensional scaling (MDS) was used to visualize sample similarity using Euclidean distance. Hierarchical clustering was performed with complete linkage, and differential expression analysis applied |fold change| ≥ 2 threshold. Visualization was performed with GraphPad Prism. Venn diagrams were generated using InteractiVenn, and gene set enrichment analysis (GSEA) was conducted with MSigDB gene sets.

### ELISA

BM cells were seeded at 1×10^5^ cells per well in 24-well plates and cultured for 21 days with GM-CSF–conditioned medium, which was replaced twice weekly. At each week, cells from one plate were harvested, and the culture supernatants were collected and filtered. The undiluted supernatant from each time point was used as a representative sample for ELISA. Mouse TNF-α levels were quantified using 100 μL of supernatant according to the manufacturer’s instructions (BioLegend). Two biologically independent experiments were performed using pooled BM cells from two mice per experiment.

### Antigen presentation and T cell proliferation assays

For *in vitro* antigen presentation assays, cultured cells were pulsed with 100 µg/mL of OVA (Grade V) (Sigma-Aldrich, Saint Louis, MO) at 37 °C for 30 minutes to 1 hour. Cells were then harvested, washed thoroughly, and surface-stained to sort APCs (e.g., MHC II^hi^CD11c^+^, CD32b^+/-^) using FACSAria™ II. Naive OT-I (CD8^+^) and OT-II (CD4^+^) T cells were enriched from spleens of transgenic mice using magnetic depletion methods with biotinylated antibodies against CD19, CD11b, NK1.1, CD25, CD44, MHC II, and CD4/CD8 (as appropriate), followed by Dynabeads™ Biotin Binder (Thermo Fisher Scientific). Purified T cells were labeled with 5 µM CFSE at 37 °C for 10 minutes and washed before use. T cells (5×10^4^/well) were co-cultured with graded doses of sorted APCs in 96-well round-bottom tissue culture plates with 57.2mM 2-mercaptoethanol contained DMC7 medium. T cell proliferation was assessed by CFSE dilution after 3–4 days using flow cytometry. Pulsed pre-DCs and T cells only were used as controls.

### Adoptive cell transfer

Adoptive transfer experiments were performed using sorted progenitor cells (e.g.,GMP, MDP, etc.) as donor populations. BM cells were harvested from CD45.2^+^ donor mice and stained for surface markers to isolate defined progenitor subsets via flow cytometric sorter. A total of 1×10^4^ - 4×10^4^ CD45.2^+^ sorted progenitor cells were transferred intravenously via tail vein into CD45.1^+^ recipient mice. Recipient mice were treated with 10 µg/100 µL of GM-CSF (produced in-house) via subcutaneous injection every other day for 4 or 7 days. GM-CSF treatment was initiated immediately after adoptive transfer. Transferred cells were tracked in recipient BM, spleens, sdLNs, and livers using CD45.1/CD45.2 congenic markers. Phenotypic analysis, including the expression of MHC II and CD32b, was performed by multicolor flow cytometry at designated time points after transfer.

### Statistical analysis

Data are presented as mean ± SD or median with interquartile range (IQR), as appropriate. For normally distributed data (mean ± SD), comparisons between groups were performed using two-way ANOVA. For non-parametrically distributed data (median with IQR), statistical significance was determined by multiple Mann-Whitney U tests, with p-values adjusted using the Bonferroni correction for multiple comparisons. Statistical significance was defined as *p* ≤ 0.05 (*), p ≤ 0.01 (**), p ≤ 0.001 (***), p ≤ 0.0001 (****). All graphs were generated and analyzed using GraphPad Prism 10.

### Data availability

All the RNA-seq data generated during our study have been deposited and are available at the Gene Expression Omnibus (GEO) database under the accession numbers GSE304117. All other data and materials supporting the findings in this report are available from the first author upon request. Source data are provided with this paper.

## Results

### DCs are generated primarily from GMPs in the culture of splenocytes with GM-CSF

In our previous study (33), we observed the *in vitro* generation of MHC II^hi^ CD11c^+^ CD11b^+^ DCs in the extended, i.e., more than 2-week culture of splenocytes with GM-CSF. Most splenocytes diminished within the first week of the GM-CSF culture, followed by a gradual increase in the number of CD11b^+^ cells, peaking at the third week, and then declining. Among those newly generated CD11b^+^ cells, MHC II^hi^ GM-DCs also increased over time, reaching a peak at the third week of the culture of splenocytes (**Supplementary Figures 1A**, **S17A**) where a lineage-negative (Lin^-^) CD117^+^ myeloid progenitor population was identified to differentiate into MHC II^hi^ CD11c^+^CD11b^+^ GM-DCs in the presence of GM-CSF (33). To generate DCs, non-adherent cells were harvested from cell cultures supplemented with 1%–5% GM-CSF supernatant (approx. 100–500 ng/ml). This concentration range aligns with current guidelines, which recommend 400–800 U/ml (approx. 80–160 ng/ml) for robust DC generation (14). Furthermore, as we previously demonstrated (29), while total yield may vary, the kinetics and phenotypic frequency of DC development remain essentially identical at any GM-CSF concentration above 0.1% (10 ng/ml). Therefore, the culture conditions employed in this study provide a reliable and standard-compliant environment for DC differentiation.

To further investigate the developmental origin of those GM-DCs in the splenocyte culture, we applied the classification scheme of BM myeloid progenitors (15, 34, 35) (**Supplementary Figure 2A**) to splenic progenitor populations (**Supplementary Figure 2B**). Both BM and spleen contained approximately 10^8^ total cells, but the BM had ten times more myeloid progenitors than the spleen (**Supplementary Figure 1B**). Besides, among the myeloid progenitor subsets, specifically GMPs and FLT3-negative common myeloid progenitors (FLT3^-^ CMPs) were consistently detected at significant levels in the spleen (**Supplementary Figure 2B**). Thus, we tested the differentiation potential of the two myeloid progenitors in the spleen, i.e., GMPs and FLT3^-^ CMPs. Respective progenitor cells were isolated from the spleen of CD45.2^+^ mice and co-cultured with the filler splenocytes from congenic CD45.1^+^ mice in the presence of GM-CSF (**Supplementary Figure 3**). MHC II^hi^ CD11c^+^ CD11b^+^ GM-DCs effectively developed from the culture of splenic GMPs, but not from that of splenic FLT3^-^ CMPs (**Figures 1A, B**; **Supplementary Figures 3B**, **S17B, C**). Therefore, splenic GMPs are the primary source of MHCII^hi^ CD11c^+^ CD11b^+^ GM-DCs in the culture of splenocytes.

**Figure 1:**
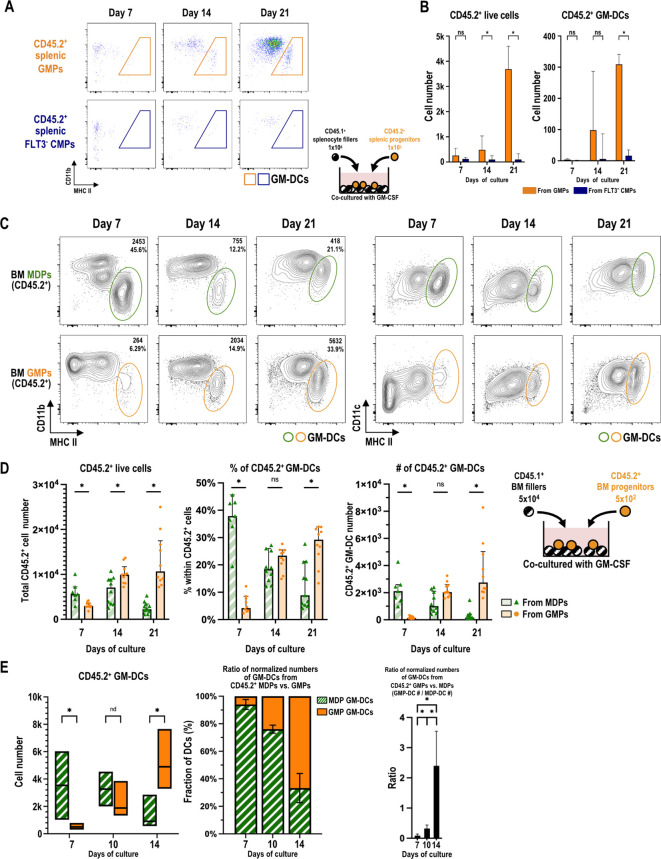
GMPs generate DCs with delayed kinetics compared to MDPs in GM-CSF culture. **(A, B)** Representative flow cytogram and **(B)** cell number of co-culture of sorted CD45.2^+^ splenic progenitors (splenic GMPs and FLT3^-^ CMPs) and CD45.1^+^ filler splenocytes with 1% GM-CSF-conditioned medium. CD45.1^+^ filler splenocytes were seeded at a density of 1×10^6^ cells and CD45.2^+^ sorted splenic progenitor cells were seeded at a density of 1×10^3^ cells in 24-well plate. Data are shown from two independent experiments in triplicate. **(C, D)** Representative flow cytogram, **(D)** cell number and proportion of culture of sorted BM GMPs and BM MDPs with GM-CSF. CD45.1^+^ BM fillers were seeded at a density of 5×10^4^ cells and sorted CD45.2^+^ BM progenitor cells were seeded at a density of 5×10^2^ cells in 48-well plate. Each dot represents one well of cultured cells. Data were pooled from three independent experiments, with variable replicate numbers per condition (n = 7–11). **(E)** Cell number and proportion of dendritic cells from co-culture of CD45.2^+^ BM GMPs and MDPs with CD45.1^+^ BM fillers and their reciprocal progenitor counterparts under 3% GM-CSF-conditioned medium. CD45.2^+^ and CD45.1^+^ progenitors were co-seeded at a density of 5×10^2^ cells, together with 5×10^4^ CD45.1^+^ filler cells, in 24-well plates. Data are shown from three independent experiments, with n = 2, 3, and 3 samples, respectively. Statistical significance was determined by multiple Mann-Whitney U tests, and p-values were adjusted using the Bonferroni correction for multiple comparisons. Error bars indicate median with interquartile range (IQR). ns, not significant; *p ≤ 0.05.

### MDPs and GMPs exhibit distinct kinetics of DC development in the culture of BM with GM-CSF

We set out to investigate the role and contribution of GMPs to GM-DC production in the culture of BM with GM-CSF, where MDPs had been recognized as the primary source of GM-DCs (14–16, 24). CD45.2^+^ MDPs and GMPs were respectively isolated from the BM (**Supplementary Figure 4A**) and co-cultured with CD45.1^+^ BM filler cells in the presence of GM-CSF (**Supplementary Figures 4B****;** **S17D**). Both BM progenitors in the culture gave rise to MHC II^hi^ GM-DCs. While MDP-derived GM-DCs (MDP GM-DCs) reached their highest numbers by the first week, GMP-derived GM-DCs (GMP GM-DCs) exhibited delayed kinetics with their numbers peaking after the second week of GM-CSF culture (**Figures 1C, D**).

Then, we conducted reciprocal co-culture experiments to determine if the varying rates of GM-DC generation stemmed from the intrinsic cellular characteristics of progenitors, as opposed to influences from the excess or lack of competing progenitors in the culture with BM fillers. To ensure that the differential numbers of competing progenitors in the culture did not influence the outcome, we isolated equal numbers of MDPs and GMPs reciprocally from the BM of CD45.1^+^ and CD45.2^+^ mice, then co-cultured them with BM fillers (**Supplementary Figures 4C**, **S17E**). Consistent with the aforementioned results, reciprocal co-culture experiments replicated the differential development kinetics, with MDP GM-DCs predominating at early time points and GMP GM-DCs becoming the major population in the later stages of culture. (**Figure 1E**; **Supplementary Figures 4C**, **S17E**). Therefore, the distinct kinetics of GM-DC development from MDPs versus GMPs in the BM culture with GM-CSF seem to be intrinsic properties of the respective progenitors.

### BM myeloid progenitors differentiate into GM-DCs with two distinct kinetic patterns

Having confirmed that both GMPs and MDPs can generate GM-DCs in the culture of BM with GM-CSF, we proceeded to evaluate and compare the GM-DC differentiation potential of other myeloid progenitor subsets within the BM. The respective myeloid progenitors were isolated from the BM of CD45.2^+^ mice and co-cultured with CD45.1^+^ BM filler cells and GM-CSF (**Figure 2A**). All myeloid progenitor subsets, except for FLT3^+^ CMPs, generated more than double the quantity of GM-DCs relative to their initial input during the culture period (**Figure 2B**). As above, we observed the rapid generation of GM-DCs, with their numbers peaking in a week, only from the culture of MDPs. In contrast, both cultures of FLT3^-^ CMPs and Ly6C^+^ GMPs displayed a delayed GM-DC differentiation, consistent with the pattern observed in GMPs (**Figure 2B**). In addition, when MDPs, GMPs, and Ly6C^+^ GMPs were cultured respectively with GM-CSF in the absence of BM filler cells, we still observed two distinct patterns of GM-DC differentiation kinetics (**Supplementary Figures 5A, B****;** **S17F**). Similarly, doubling the initial input of both these progenitors and the BM filler cells did not alter these kinetic profiles, with the two distinct patterns remaining clearly observable (**Supplementary Figures 5C**, **S17G**). Our findings thus indicate that GM-CSF-responsive progenitors in the BM take one of two distinct developmental trajectories to generate GM-DCs during the culture, as evidenced by their binary pattern of differentiation kinetics.

**Figure 2:**
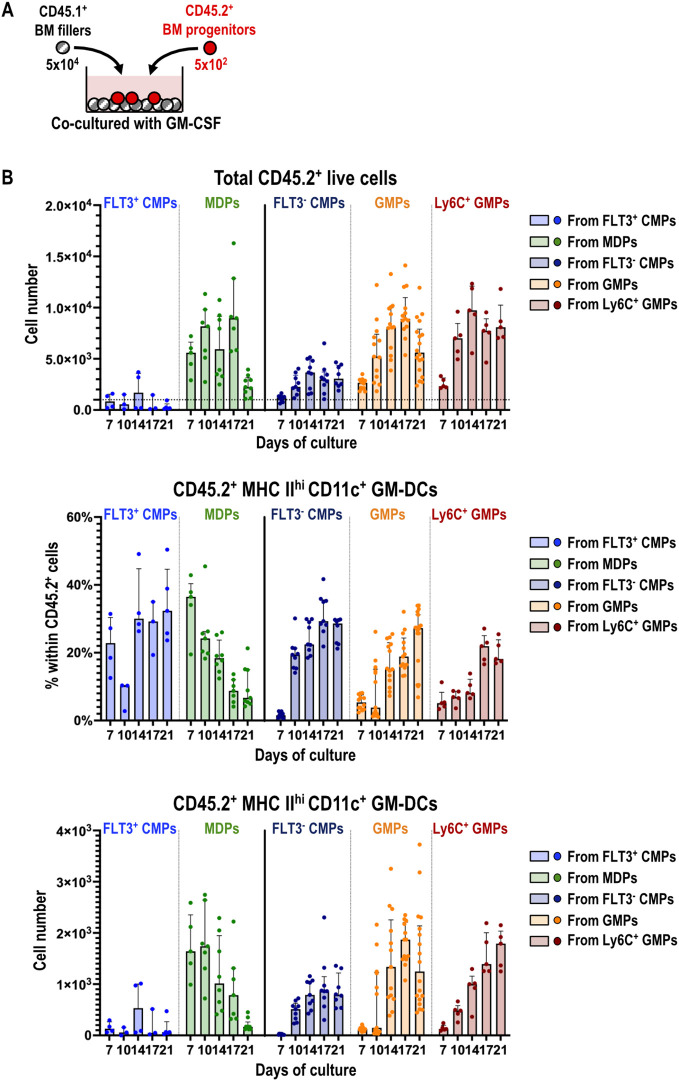
Distinct progenitor subsets follow different GM-DC differentiation kinetics from culture with BM fillers. **(A)** Scheme of the co-culture system with 3% GM-CSF-conditioned medium. CD45.1^+^ BM filler cells were seeded at a density of 5×10^4^ cells and sorted CD45.2^+^ progenitor cells were seeded at a density of 5×10^2^ cells in 48-well plate. **(B)** Time-course analysis of GM-DC differentiation from various BM myeloid progenitors cultured with BM filler cells for 21 days. DCs were quantified as MHC II^hi^CD11c^+^ cells. Each dot represents one well of cultured cells. Data were pooled from three independent experiments, with variable replicate numbers per condition (n = 5–12). Error bars indicate median with interquartile range (IQR).

We conducted short-term (one and three-day) cultures of FLT3^+^ CMPs, FLT3^-^ CMPs, MDPs, and GMPs with GM-CSF (without BM filler cells) to characterize their potential for differentiating into downstream progenitors, monitoring their progressive differentiation (**Supplementary Figure 6A**). FLT3^+^ CMPs primarily gave rise to MDPs and CDPs by culture day 1, with subsequent differentiation into monocyte progenitors (MoPs) by culture day 3 (**Supplementary Figure 6B**). Likewise, MDPs initially differentiated into CDPs and MoPs by culture day 1, and then went on to form MoPs by culture day 3 (**Supplementary Figure 6C**). In stark contrast, FLT3^-^ CMPs and GMPs in culture were devoid of MDPs and CDPs, indicating a direct pathway to MoPs via Ly6C^+^ GMPs (**Supplementary Figures 6D, E**). 

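Mucl1, which encodes a secreted mucin-like protein, Timp2, which encodes an inhibitor of metalloproteinases, and C1qb, which encodes a chain of complement C1q, overlapped in their levels between day 21 GMP GM-DCs and day 21 MDP GM-DCs. In the deposited bulk RNA-seq values, given as FPKM (fragments per kilobase of transcript, scaled by the mapped fragments), Mucl1 stood at 723 ± 216 FPKM in day 21 GMP GM-DCs and 663 ± 263 FPKM in day 21 MDP GM-DCs (SD, n = 3 libraries each). Timp2 stood at 15.1 ± 4.80 FPKM in the GMP libraries and 20.4 ± 5.09 FPKM in the MDP libraries, and it was lower in the GMP library of each of the 3 pairs with the same replicate number (13.2 against 21.3, 20.6 against 25.0 and 11.6 against 14.9 FPKM). C1qb stood at 279 ± 69.3 FPKM and 296 ± 58.8 FPKM in the same order. Over 2751 genes on the log2(FPKM + 1) scale, a day 21 GMP library and a day 21 MDP library lay 28.3 ± 6.74 apart on average (SD, Euclidean distance). Replicate libraries within these groups lay 30.4 ± 3.43 apart, a ratio of 0.93. Libraries with the same replicate number, which deviated together, lowered the mean between the groups: they lay 21.5 ± 3.43 apart (3 pairs), and those with other numbers 31.7 ± 5.12 (6 pairs), a division chosen after the data were seen. The table lists only genes that the authors had selected beforehand, and the distance covers these genes alone.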

The convergence of both lineages at the MoP stage is consistent with our RNA-seq analysis, which showed that MDP- and GMP-derived GM-DCs at day 21 exhibit nearly identical transcriptomic profiles (**Figures 3A, B**). Taken together, GM-DCs in BM culture appear to arise through two distinct trajectories: an early pathway from MDP-CDP lineages and a later one from GMP(MDP)-MoP lineages.

**Figure 3:**
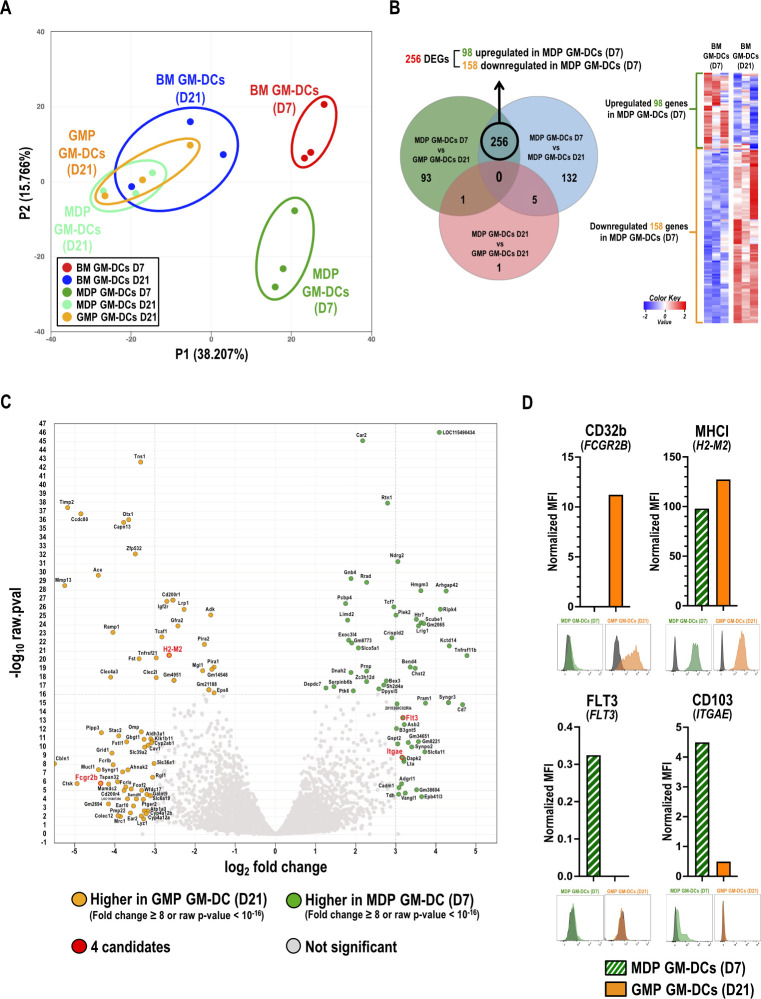
CD32b distinguishes transcriptionally and functionally distinct GM-DC subsets derived from MDPs and GMPs. **(A)** Principal component analysis (PCA) of bulk RNA-seq data from GM-DCs sorted on day 7 and day 21. DCs were generated from cultures of whole bone marrow (BM), sorted MDPs, or sorted GMPs with GM-CSF. **(B)** Heatmap showing the expression of genes upregulated and downregulated in MDP GM-DCs at day 7, identified through Venn diagram analysis and mapped onto BM GM-DCs at both time points. **(C)** Volcano plot of differentially expressed genes (DEGs) between MDP GM-DCs (day 7) and GMP GM-DCs (day 21). The thresholds for significance (dotted lines) are set at a log_2_(fold change) ≥ 3 or raw *p*-value ≤ 10^-16^. **(D)** Flow cytometric validation of selected surface marker candidates identified in the volcano plot **(C)**. Normalized Mean fluorescence intensity (MFI) of four representative markers is shown for each DC subset. Normalized MFI was calculated by subtracting the isotype control mean fluorescence from the sample mean fluorescence, and then dividing the result by the isotype control mean. Representative histograms are shown below the bar graphs, with the isotype control overlaid in gray. Data are representative of two independent experiments.

### FLT3 and CD32b distinguish GM-DCs derived from MDP versus GMP progenitor lineages

Our next step was to identify molecular markers or signature genes that can distinguish between the two kinetically unique pathways of cellular differentiation into GM-DCs within BM culture. Bulk RNA sequencing (RNA-seq) was performed on MHC II^hi^ GM-DCs obtained from five distinct culture conditions: BM cultures at day 7 and day 21, MDP cultures at day 7 and day 21, and GMP cultures at day 21. 

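The groups analysed here were BM GM-DCs at day 7 and day 21, MDP GM-DCs at day 7 and day 21, GMP GM-DCs at day 21 and splenocyte-derived (Sp) GM-DCs at day 21, with 3 libraries in each of the 6 groups and 18 libraries in all. All of these are DCs sorted from cultures of C57BL/6 mouse cells with GM-CSF, a cytokine that drives the growth and maturation of myeloid cells. The submitters' labels give bone marrow as the tissue of all 18 libraries, the Sp libraries included, whereas the paper describes the Sp GM-DCs as grown from splenocytes, and the paper's description is used here. The labels number the libraries of each group 1 to 3 without saying whether they came from separate cultures or mice, so the p-values measure only the spread between these samples, which may be technical. According to the paper's methods, cDNA libraries were made with a SMARTer ultra-low-input kit, sequenced on a NovaSeq instrument, aligned to the mouse genome build mm10 with HISAT2 2.1.0 or STAR, and quantified with StringTie 1.3.4d. The submitters' processing notes name StringTie 2.1.3b, with HISAT2 2.1.0, Bowtie2 2.3.4.1 and bcl2fastq. The values used here are the authors' deposited FPKM for 4141 genes, which the authors had preselected, and no value in the table is 0. These listed values sum to between 52321.5 and 86586.7 FPKM per library, which is not a depth. The number of reads per library is unknown, because the low values showed no steps of whole reads. Of the listed genes, the 2751 with at least 1 FPKM in at least 3 libraries were tested with limma on log2(FPKM + 1), in one fit over the 6 groups. A gene is described as higher or lower below when its Benjamini-Hochberg adjusted p was under 0.05 and its change at least 2-fold on this scale, which understates the change of genes with low values. Adjusted p values hold for the listed genes only, and lists of genes are described by counts of members, without a test of the whole list, because the authors' selection removed the genes such a test needs for comparison. Apart from a list of hypoxia genes and the tests and settings said to have been chosen later, the gene lists, tests and alternative settings were fixed before the data were examined. Spearman correlations of the listed values ran from 0.855 to 0.967 between libraries of one group and from 0.698 to 0.970 between libraries of different groups, and 0 pairs of libraries held identical values.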

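BM GM-DCs of day 21 expressed more lysosomal genes, more pattern recognition receptors and more matrix genes than BM GM-DCs of day 7, and fewer transcripts of DC maturation genes. Of 16 lysosome genes tested, 9 were higher at day 21 and 0 were lower (9 higher when adjusted over the list alone). Atp6v0d2, a subunit of the vacuolar proton pump, rose from 4.82 ± 2.63 to 44.5 ± 9.57 FPKM (SD, n = 3 each), a log2 fold change of 3.05 (standard error 0.40, adjusted p = 0.00023 from limma). Ctsd, which encodes the protease cathepsin D, rose from 145 ± 6.48 to 558 ± 179 FPKM, a log2 fold change of 1.89 (standard error 0.38, adjusted p = 0.0027). Of 22 C-type lectin and pattern recognition receptors, 9 were higher and 0 lower (10 higher when adjusted over the list alone), among them Cd209a, which encodes DC-SIGN, with a log2 fold change of 1.89 that fell to 0.90, under 2-fold, with a pseudocount of 5. Of 14 matrix and protease genes, 5 were higher and 0 lower, including Timp2 (log2 fold change 2.69) and the fibronectin gene Fn1 (log2 fold change 2.13). Of 14 genes of DC maturation and migration, 6 were lower and 0 higher, including Tnfrsf4, which encodes OX40 (log2 fold change -2.77), and Tnfsf9, which encodes the ligand of 4-1BB (log2 fold change -2.43). The list counts kept their direction under median-ratio scaling and under quantile normalization. Among the largest other increases were those of Cyp4a12a, which has a near-identical copy (log2 fold change 4.52), Mucl1 (3.79), Wfdc17 (3.26), the water and glycerol channel Aqp3 (2.89) and the activin antagonist Fst (2.76). The largest decreases included those of Ankrd37 (-3.41), the oxysterol receptor Gpr183 (-2.76), lymphotoxin beta, Ltb (-2.35), and Ly86 (-2.35). In all, 251 genes were higher and 168 lower at day 21, 419 of the 2751 tested, whereas median-ratio scaling gave 212 higher and 242 lower. On the first principal component, which held 47.5% of the variance of the 15 BM, MDP and GMP libraries, BM GM-DCs scored -27.9 ± 0.17 at day 7 and 8.57 ± 12.5 at day 21 (SD, n = 3), and the day 21 libraries spread from -2.70 to 21.9. Libraries of the 2 days lay 49.1 ± 8.21 apart against 32.5 ± 8.06 within a day (SD, Euclidean distance), a ratio of 1.51.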

Principal component analysis (PCA) clearly separated the transcriptomes of BM-derived GM-DCs (BM GM-DCs) from day 7 and day 21 of culture. The moderate separation of day 7 transcriptomes from BM GM-DCs and MDP GM-DCs pointed to heterogeneity in the early-stage GM-DC population. In contrast, the day 21 transcriptomes from BM GM-DCs, GMP GM-DCs, and MDP GM-DCs all clustered together, indicating that prolonged culture with GM-CSF led to a convergence of gene expression regardless of their original progenitor lineage (**Figure 3A**).

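BM GM-DCs of day 7 expressed fewer cell cycle and interferon-stimulated genes than MDP GM-DCs of day 7, and more Vegfa, Bnip3 and Egln3. Of 26 cell cycle genes tested, 16 were lower in the BM libraries and 0 higher (17 lower when adjusted over the list alone). Among them, Ube2c, which encodes a ubiquitin-conjugating enzyme of mitosis, stood at 1.80 ± 0.67 FPKM in day 7 BM GM-DCs and 15.7 ± 4.85 FPKM in day 7 MDP GM-DCs (SD, n = 3 each), a log2 fold change of -2.57 (standard error 0.54, adjusted p = 0.0051 from limma), and Rrm2, a subunit of ribonucleotide reductase, had a log2 fold change of -2.53. Of 33 interferon-stimulated genes, 11 were lower and 0 higher (11 lower when adjusted over the list alone), including Oasl2 (log2 fold change -1.70, but -0.84 and under 2-fold with a pseudocount of 5) and Oas1a (-1.56), a member of a family of near-identical genes. Penk, the precursor of enkephalin peptides, stood at 3.39 ± 0.98 FPKM in the BM and 145 ± 52.7 FPKM in the MDP libraries, a log2 fold change of -5.02 (standard error 0.73, adjusted p = 0.00073). The p53 target genes Phlda3 and Eda2r had log2 fold changes of -2.51 and -2.43, and Cd7 had one of -2.53. Vegfa, which encodes a growth factor for blood vessels, stood at 76.2 ± 9.29 FPKM in the BM and 8.88 ± 6.72 FPKM in the MDP libraries, a log2 fold change of 3.28 (standard error 0.55, adjusted p = 0.0018). Without replicate 1 of day 7 MDP this change was 2.56 (adjusted p = 0.0091). Ceacam15 (log2 fold change 3.78), the oxygen-sensing enzyme Egln3 (2.85), the mitochondrial protein Bnip3 (2.74) and Ankrd37 (2.28) were also higher in BM GM-DCs. Egln3 and Bnip3 no longer passed the test without replicate 1 of day 7 MDP (2.098, adjusted p = 0.078, and 1.75, adjusted p = 0.078) or without replicate 3 of day 7 BM (2.24, adjusted p = 0.070, and 2.45, adjusted p = 0.062). Ankrd37 no longer passed without either of those libraries (1.54, adjusted p = 0.13, and 2.11, adjusted p = 0.082) or without replicate 2 of day 7 BM (2.19, adjusted p = 0.061). In all, 104 genes were higher and 194 lower in BM GM-DCs, 298 in total, around a median log2 fold change of -0.14 over all tested genes. Median-ratio scaling gave 186 higher and 145 lower, and quantile normalization, which moved that median to -0.02, gave 132 higher and 148 lower, while each scaling left the cell cycle genes (15 lower) and the interferon-stimulated genes (8 lower) with 0 higher. Without replicate 1 of day 7 MDP 154 genes were called, and without replicate 3 of day 7 BM 175. Libraries of these groups lay 44.4 ± 5.65 apart against 29.2 ± 6.53 within a group (SD), a ratio of 1.52, and they parted on the second principal component, with scores of 13.8 ± 7.04 for BM and -20.0 ± 10.5 for MDP (SD, n = 3).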

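Fn1 and Cyp4a12a, which rose with time in culture, reached overlapping levels in day 21 BM and day 21 GMP GM-DCs. Fn1 stood at 24.7 ± 20.6 FPKM in day 21 BM GM-DCs and 21.6 ± 5.30 FPKM in day 21 GMP GM-DCs (SD, n = 3 each), and Cyp4a12a at 40.2 ± 43.6 and 42.9 ± 16.8 FPKM. Of 16 lysosome genes, 17 macrophage genes and 26 cell cycle genes tested, 0 were called higher or lower in day 21 BM GM-DCs than in day 21 GMP GM-DCs, and 1, 4 and 2 of them had a log2 fold change above 0. Of 33 interferon-stimulated genes 0 were called, but 9 were lower in day 21 BM GM-DCs when adjusted over the list alone, and 2 had a log2 fold change above 0. Over all 2751 tested genes limma called 0, although 263 had an unadjusted p under 0.05, and 50 of these also changed at least 2-fold. The count was 40 with weights for single libraries and 94 without replicate 1 of day 21 BM. Day 21 BM libraries lay 35.5 ± 7.91 from day 21 MDP libraries, against 32.1 ± 7.66 within those groups (SD, Euclidean distance), a ratio of 1.11, and 35.8 ± 7.96 from day 21 GMP libraries, against 35.1 ± 5.89, a ratio of 1.02. On the first principal component, day 21 MDP GM-DCs scored 21.8 ± 5.46 and day 21 GMP GM-DCs 19.0 ± 9.33 (SD, n = 3 each).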

Next, we analyzed the differentially expressed genes (DEGs) by comparing MDP GM-DCs at day 7, MDP GM-DCs at day 21, and GMP GM-DCs at day 21. 

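Between day 7 and day 21, MDP GM-DCs gained transcripts of lysosomal, macrophage and interferon-stimulated genes and lost transcripts of cell cycle genes. Of 26 cell cycle genes tested, 20 were lower at day 21 and 0 higher (20 lower when adjusted over the list alone), including Ube2c (log2 fold change -2.53), the survivin gene Birc5 (-2.44) and the cyclin gene Ccnb2 (-2.09). Of 16 lysosome genes, 12 were higher and 0 lower (13 higher when adjusted over the list alone), and Atp6v0d2 had a log2 fold change of 2.41. Of 17 macrophage genes, 8 were higher and 0 lower, among them the complement genes C1qb (log2 fold change 2.68) and C1qc (2.64). Replicate 3 of day 7 MDP held more C1qb (164 FPKM) than replicates 1 and 2 (18.7 and 28.6 FPKM), and without it the log2 fold changes of C1qb and C1qc were 3.60 and 3.59, while without replicate 1 that of C1qb was 2.07. Of 33 interferon-stimulated genes, 11 were higher and 2 lower, among them Oas1g (1.503) and Ifi211 (1.37), both of families with near-identical members and both under 2-fold with a pseudocount of 5 (0.85 and 0.88). Cbln1 rose from 0.24 ± 0.23 to 14.9 ± 5.68 FPKM (SD, n = 3 each), a log2 fold change of 3.62 (standard error 0.71, adjusted p = 0.0013 from limma), next to Mucl1 (4.46) and Timp2 (3.88). Ltb fell from 50.8 ± 13.5 to 3.23 ± 2.13 FPKM, a log2 fold change of -3.70 (standard error 0.59, adjusted p = 0.00044), next to the interferon-induced membrane protein Ifitm1 (-4.54), Asb2 (-3.54), Gpr183 (-3.50) and Tnfrsf4 (-3.25). In all, 318 genes were higher and 268 lower at day 21, 586 in total. Of these, 416 were also called the same way between day 21 GMP and day 7 MDP GM-DCs, 241 higher and 175 lower at day 21, and 0 were called in opposite directions. Both comparisons use the same day 7 MDP libraries. Simulated groups without any change shared 0 called genes against them on average. This was likely in advance, because few genes are called without a change, so it does not measure what the shared libraries add. Independent lists of these sizes would share 34.0 higher and 20.9 lower genes. The 3 day 7 libraries are too few to be split between the comparisons, so part of the overlap may come from the shared libraries, and the overlap was 173 with a pseudocount of 5 and 625 with one of 0.1, settings added to the overlap after the data were seen.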

The analysis identified 256 DEGs that distinguished day 7 MDP GM-DCs from both day 21 MDP GM-DCs and day 21 GMP GM-DCs (**Figure 3B**, left Venn diagram). 

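Fcgr2b, H2-M2 and Flt3 did not pass the test between day 21 GMP GM-DCs and day 21 MDP GM-DCs. The log2 fold change of Fcgr2b was 0.41 (standard error 0.63, 95% confidence interval -0.93 to 1.75), that of H2-M2 was -0.64 (standard error 0.52, interval -1.74 to 0.46) and that of Flt3 was -0.26 (standard error 0.54, interval -1.39 to 0.87), each with an adjusted p of 1.00 from limma. In the GMP library of each of the 3 pairs with the same replicate number, Fcgr2b was higher (41.8 against 38.0, 72.9 against 62.4 and 112.5 against 61.1 FPKM) and H2-M2 lower (614 against 848, 500 against 764 and 364 against 653 FPKM). With the replicate number as a block limma called 0 genes. That block is a single effect per number over all 6 groups, so it is not a paired test of these groups. Of 16 lysosome genes, 17 macrophage genes, 26 cell cycle genes and 33 interferon-stimulated genes, 0 were called in either direction, although all 26 cell cycle genes had a log2 fold change above 0. Signs within the 3 pairs were looked at after the data were seen: 12 of the 26 cell cycle genes were higher and 0 lower in the GMP library of every pair, 2 of the 33 interferon-stimulated genes were higher and 9 lower, and over the 2751 tested genes 555 were higher and 409 lower. In the fit with the block, which has the same limit, 0 genes of these 4 lists were called when adjusted over each list alone. Over the 2751 tested genes limma called 0, with 67 genes at an unadjusted p under 0.05, of which 7 were at least 2-fold higher and 3 at least 2-fold lower in the GMP libraries. Of these 10 genes, 6 were higher and 3 lower in the GMP library of every pair, among them E330020D12Rik, which had the smallest p (log2 fold change 1.16, 8.67 against 2.44, 6.31 against 3.55 and 9.90 against 3.43 FPKM), and Ly86 (-1.62), both named after their values were seen. In simulated data of this comparison with 200 genes changed at once, the test called 82% of 50 genes changed by 2 on the log2 scale. It called 40% of 50 genes changed by 1, where a call also needs an estimate of at least 2-fold. The adjustment is stricter when few genes change, so these shares may overstate the power here.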

As expected, very few DEGs were observed between MDP GM-DCs at day 21 and GMP GM-DCs at day 21. Notably, the DEGs upregulated in day 7 MDP GM-DCs showed similarly higher expression in day 7 BM GM-DCs, while the DEGs downregulated in day 7 MDP GM-DCs exhibited higher expression in day 21 BM GM-DCs (**Figure 3B**, right panel). Therefore, the expression patterns of DEGs suggest a temporal shift in the dominant progenitors for GM-DCs in BM culture.

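The genes that separated day 7 MDP GM-DCs from both day 21 groups mostly moved the same way in BM GM-DCs. Of the 241 genes higher in day 21 MDP and day 21 GMP GM-DCs, 234 (97.1%) had a log2 fold change above 0 between day 21 and day 7 BM GM-DCs, with a median of 1.14 (quartiles 0.77 and 1.53), and 130 were called higher there. Of the 175 genes higher in day 7 MDP GM-DCs, 157 (89.7%) had a log2 fold change below 0, with a median of -0.75 (quartiles -1.23 and -0.35), and 55 were called lower. None of the 416 genes was called the other way in BM GM-DCs. Tnfrsf4, Gpr183 and Asb2, a subunit of a ubiquitin ligase, were among the genes higher at day 7 in the MDP cultures, and Atp6v0d2, Mucl1 and Timp2 among those higher at day 21. Over all 2751 tested genes, 54.2% had a log2 fold change above 0 and 45.8% below 0 in BM GM-DCs. The genes were chosen by contrasts of MDP and GMP libraries, but the BM libraries also entered the filter and the variance of the fit, and their part in the authors' selection of the table is unknown. With the filter and the fit on the 9 MDP and GMP libraries alone, a setting chosen after the data were seen, 413 genes were shared and 385 of them (93.2%) had the same sign in BM GM-DCs. In the fry test of limma on the 6 BM libraries, the higher genes moved up on balance (adjusted p = 0.0041 over the 2 sets) and the lower genes down (adjusted p = 0.032). This test asks whether the genes move one way, and it does not set them against other genes. Of the 10 ways to split the 6 BM libraries, 2 gave a same-sign share at least as high as the real one (94.0%), so the share alone does not separate the days, while the real split had the largest median change (1.00 on the log2 scale against 0.61 or less). From these expression patterns, the paper proposes a temporal shift in the dominant progenitors of GM-DCs in BM culture.

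**Figure D1:**
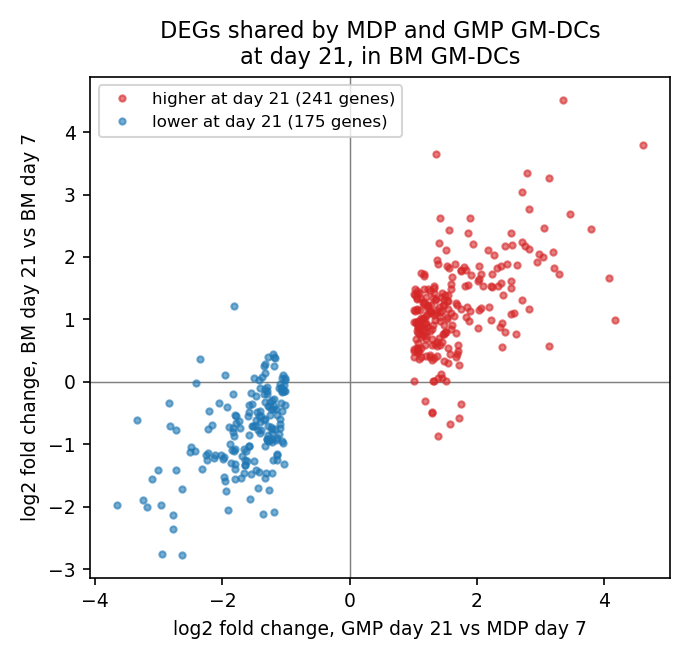
Log2 fold change between day 21 GMP and day 7 MDP GM-DCs (x axis) and between day 21 and day 7 BM GM-DCs (y axis), on the log2(FPKM + 1) scale, for the 416 genes called the same way in both comparisons with day 7 MDP GM-DCs. Each point is a gene, red for the 241 genes higher and blue for the 175 genes lower at day 21, and 234 red points lie above 0 and 157 blue points below 0 on the y axis.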

We next sought to define cell-surface markers that distinguish the two kinetically distinct GM-DC populations in BM culture: Day 7 MDP GM-DCs and Day 21 GMP GM-DCs. A transcriptomic comparison of these two populations yielded a list of candidate DEGs, from which we selected four DC-related, surface-expressed genes (**Figure 3C**). 

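Day 21 GMP GM-DCs expressed more Fcgr2b and H2-M2 and less Flt3 and Itgae than day 7 MDP GM-DCs. Fcgr2b, which encodes the inhibitory IgG receptor CD32b (Entrez gene 14130, chromosome 1 of mm10 from 170960558 to 170976071), stood at 75.8 ± 35.4 FPKM in day 21 GMP GM-DCs and 3.76 ± 3.78 FPKM in day 7 MDP GM-DCs (SD, n = 3 each). Its log2 fold change was 4.18 (standard error 0.63, adjusted p = 0.00027 from limma). H2-M2, a gene of a non-classical MHC class I molecule (Entrez gene 14990, chromosome 17 from 37480851 to 37483554), stood at 493 ± 125 and 82.8 ± 20.4 FPKM, a log2 fold change of 2.56 (standard error 0.52, adjusted p = 0.0021). Flt3, the receptor of FLT3 ligand (Entrez gene 14255, chromosome 5 from 147330741 to 147400489), had a log2 fold change of -2.50 (standard error 0.54, adjusted p = 0.0026). Itgae, which encodes CD103 (Entrez gene 16407, chromosome 11 from 73090505 to 73147449), stood at 0.20 ± 0.12 and 2.07 ± 1.31 FPKM, a log2 fold change of -1.27 (standard error 0.25, adjusted p = 0.0016) that lay under 2-fold without replicate 2 of day 7 MDP (-0.95) and with a pseudocount of 5 (-0.43). Fcgr2b shares near-identical sequence with Fcgr3, so how its reads were divided by the authors' counting is uncertain.

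**Figure D2:**
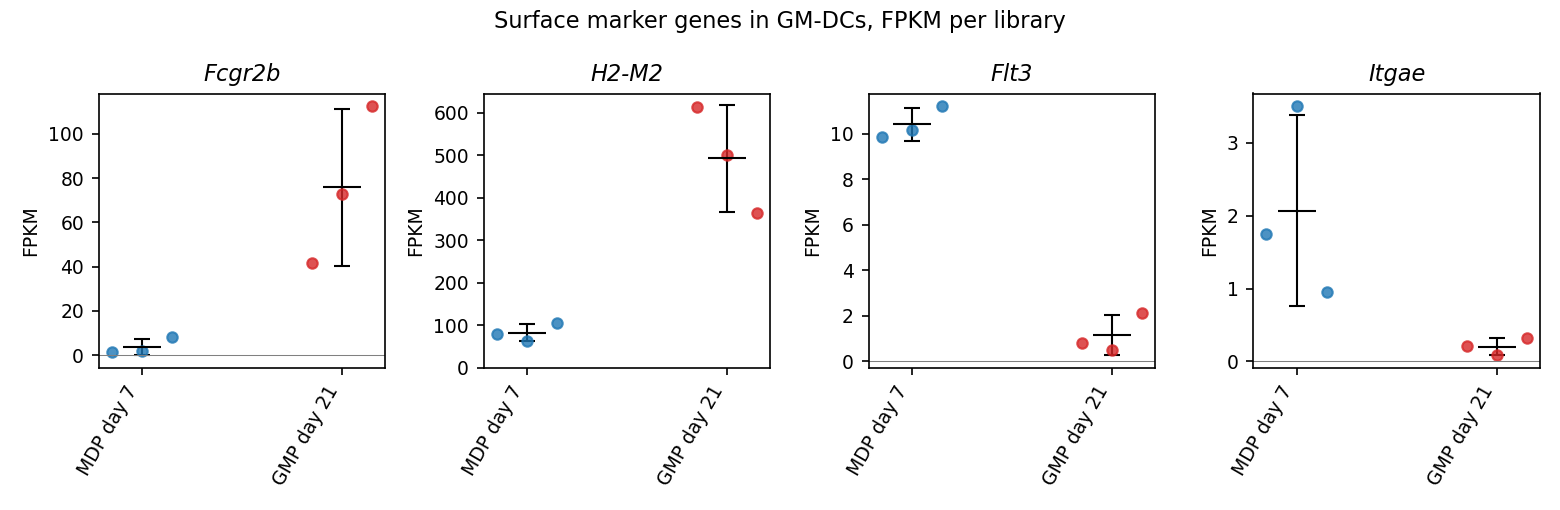
FPKM of Fcgr2b, H2-M2, Flt3 and Itgae in the 3 libraries of day 7 MDP GM-DCs (blue) and of day 21 GMP GM-DCs (red). Points are libraries and bars the mean with its SD, and for Fcgr2b the day 21 libraries lie between 41.8 and 113 FPKM and the day 7 libraries between 1.35 and 8.12 FPKM.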

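Beyond the surface genes, day 21 GMP GM-DCs expressed more genes of lysosomes, of macrophages, of the extracellular matrix and of pattern recognition, and fewer genes of the cell cycle and of DC maturation, than day 7 MDP GM-DCs. Of 16 lysosome genes tested, 10 were higher and 0 lower (11 higher when adjusted over the list alone). Psap, the precursor of the saposins, stood at 1460 ± 29.6 FPKM in day 21 GMP GM-DCs and 478 ± 136 FPKM in day 7 MDP GM-DCs (SD, n = 3 each), a log2 fold change of 1.65 (standard error 0.38, adjusted p = 0.0041 from limma), and Atp6v0d2 and the cathepsin gene Ctsk had log2 fold changes of 2.71 each. Of 17 macrophage genes, 8 were higher and 0 lower (9 higher when adjusted over the list alone), including C1qb (2.58) and Lyz1 (2.97). C1qb was 3.50 without replicate 3 and 1.97 without replicate 1 of day 7 MDP. Lyz1 was 3.82 without replicate 3 of day 7 MDP and 2.29 without replicate 2 of day 21 GMP. Of 11 genes of DC3 and monocytes, 5 were higher and 0 lower (6 higher when adjusted over the list alone), including the lysozyme gene Lyz2 (3.80). Lyz1 and Lyz2 are near-identical copies, and the 3 day 7 MDP libraries held 67.3, 110 and 1553 FPKM of Lyz2, the highest in replicate 3, without which its log2 fold change was 5.18. It was 2.93 without replicate 1 of day 7 MDP and 3.12 without replicate 2 of day 21 GMP. Of 14 matrix and protease genes, 9 were higher and 0 lower, including Fn1 (2.82), and of 22 C-type lectin and pattern recognition receptors, 10 were higher and 0 lower, including Clec4a3 (2.54) and the scavenger receptor Colec12 (2.33, and 1.63 without replicate 2 of day 21 GMP). The chemokine Ccl6 (2.48) was among 5 higher genes of 17 chemokines and chemokine receptors, of which 1 was lower. Of 26 cell cycle genes, 9 were lower and 0 higher, including Cdc20 (-1.50) and Birc5 (-1.41), and of 14 genes of DC maturation and migration, 4 were lower and 0 higher, including Tnfrsf4 (-2.63), Cd200 (-1.64) and Il6 (-1.47). Cdc20 (-0.94), Birc5 (-0.91) and Il6 (-0.85) lay under 2-fold with a pseudocount of 5, and Birc5 did not pass without replicate 1 of day 21 GMP (-0.87, adjusted p = 0.075). The largest other increases were those of Mucl1 (4.62), Ear2 (4.08, with 5.26 without replicate 3 and 3.28 without replicate 1 of day 7 MDP), Timp2 (3.46), Cyp4a12a (3.36), the tetraspanin gene Tspan32 (3.29), Cd200r4 (3.20), Wfdc17 (3.14), Klk1b11 (3.13) and Ccdc80 (3.05), of which Ear2, Cyp4a12a and Klk1b11 have near-identical copies. The largest decreases were those of the chromatin protein Hmgn3 (-3.66), the transcription factor Tcf7 (-3.34), Asb2 (-3.25), Pram1 (-3.19), the serotonin receptor Htr7 (-3.01), Ndrg2 (-2.97), Gpr183 (-2.95), Cd7 (-2.84), Apol7c (-2.82) and Plek2 (-2.78). Of the genes labelled in Fig. 3C and legible there, all 21 tested on the GMP side were higher and all 29 tested on the MDP side lower, which is not independent evidence, since the study chose them on these libraries. In all, 294 genes were higher and 214 lower, 508 in total, whereas quantile normalization gave 237 higher and 262 lower without turning the direction of any of these lists. With a pseudocount of 5 the count was 219, and without replicate 3 of both day 7 groups, a setting chosen after the data were seen, it was 583.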

As shown in **Figure 3D**, flow cytometric analysis suggested that FLT3 and CD32b could potentially distinguish the two GM-DC populations. While our RNA-seq data and normalized Mean Fluorescence Intensity (MFI) indicated that FLT3 might differentiate these populations, its actual surface expression on MDP-derived GM-DCs is too weak to allow for practical separation via flow cytometric sorting. Therefore, while FLT3 serves as a distinct “transcriptomic signature” for MDP GM-DCs, it is not a viable surface marker for physical isolation. In contrast, CD32b was expressed robustly and exclusively on Day 21 GMP-derived GM-DCs, whereas other tested markers were less effective in distinguishing the two populations; for instance, MHC class I was expressed at similar levels, while the difference in CD103 expression was insufficient to clearly separate them (**Figure 3D**). 

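Flt3 transcripts were low in both day 21 groups grown from sorted progenitors and varied between libraries of BM GM-DCs. Day 7 MDP GM-DCs held 10.4 ± 0.72 FPKM of Flt3 (SD, n = 3, from 9.84 to 11.2), day 21 GMP GM-DCs 1.13 ± 0.88 FPKM (from 0.48 to 2.13) and day 21 MDP GM-DCs 1.44 ± 0.37 FPKM (from 1.21 to 1.87). Within the MDP cultures, the log2 fold change of Flt3 from day 7 to day 21 was -2.24 (standard error 0.54, adjusted p = 0.0044 from limma). BM GM-DCs held 12.2 ± 7.00 FPKM at day 7 (from 5.76 to 19.7) and 6.42 ± 5.83 FPKM at day 21 (from 1.24 to 12.7). This log2 fold change of -1.05 (standard error 0.54, adjusted p = 0.13) did not pass the test, and it passed only without replicate 2 of day 21 BM (-1.67, adjusted p = 0.022). Without replicate 1 of day 21 BM it was -0.37 (adjusted p = 0.58). Sp GM-DCs of day 21 held 9.25, 6.04 and 2.72 FPKM of Flt3, each above the day 21 GMP libraries. Flt3 was not called in Sp against day 21 GMP or against day 7 MDP GM-DCs.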

The selective expression of FLT3 and CD32b appears to define the two distinct progenitor lineages of GM-DCs. In the BM, one lineage (FLT3^+^ CMPs-MDPs-CDPs) expresses FLT3 but not CD32b, while the other (FLT3^-^ CMPs-GMPs-MoPs) expresses CD32b but not FLT3 (**Supplementary Figure 2A** (15)). Therefore, it is likely that the day 7 FLT3^+^ MDP GM-DCs and the day 21 CD32b^+^ GMP GM-DCs differentiate via these respective developmental trajectories.

### CD32b expression reflects the progenitor origin of GM-DCs in BM culture

Although FLT3 and CD32b were specific markers for MDP GM-DCs and GMP GM-DCs respectively, they exhibited markedly different signal intensities by flow cytometry. Anti-CD32b provided a strong signal, while the anti-FLT3 signal was only marginally positive above its isotype control (**Figure 3D**). Therefore, only CD32b expression could reliably distinguish the day 7 BM GM-DCs, which are presumed to be MDP-derived, from the day 21 BM and splenocyte-derived (Sp) GM-DCs, both of which are expected to be mainly GMP-derived (**Supplementary Figures 7A, B**). Specifically, we further examined CD16 (*FCGR3*), which is frequently co-analyzed with CD32b (*FCGR2B*). Both the DEG levels and surface expression of CD16 in D21 GMP-derived GM-DCs were significantly lower than those of CD32b (**Supplementary Figures 7C, D**). These results indicate that while anti-CD16/32 staining is commonly utilized, it is specifically CD32b, rather than CD16, that should be targeted for accurate discrimination.

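At the transcript level, Fcgr2b was present in day 7 BM GM-DCs as well as in day 21 BM and Sp GM-DCs. Day 7 BM GM-DCs held 42.7 ± 42.8 FPKM (SD, n = 3, from 15.1 to 92.1), day 21 BM GM-DCs 71.6 ± 46.4 FPKM (from 40.3 to 125) and day 21 Sp GM-DCs 23.5 ± 11.7 FPKM (from 15.1 to 36.9). The log2 fold change between day 21 and day 7 BM GM-DCs was 1.00 (standard error 0.63, 95% confidence interval -0.34 to 2.34) and did not pass the test (adjusted p = 0.22 from limma). Fcgr2b was higher at day 21 in each of the 3 pairs of libraries with the same replicate number (15.1 and 40.3, 21.0 and 49.6, and 92.1 and 125 FPKM). With the replicate number as a block over all 6 groups, which is not a paired test, the adjusted p from limma was 0.069. In the labels, part of the library names of day 21 BM carry numbers other than the replicate number. By those names the day 7 library with 92.1 FPKM would be paired with the day 21 library with 49.6 FPKM, so not every pair would rise. The change passed without replicate 3 of day 7 BM, the library with the highest day 7 value (1.77, adjusted p = 0.044), and with weights for single libraries (1.41, adjusted p = 0.038). Day 7 BM GM-DCs held more Fcgr2b than day 7 MDP GM-DCs, with a log2 fold change of 3.03 (standard error 0.63, adjusted p = 0.0051). It was 2.265 (adjusted p = 0.029) without replicate 3 of day 7 BM and 3.64 (adjusted p = 0.0026) without replicate 3 of day 7 MDP.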

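Transcripts of Fcgr2b rose more than those of Fcgr3, which encodes CD16, between day 7 MDP GM-DCs and day 21 GMP GM-DCs, while Fcgr3 had the higher FPKM in each of these libraries. Fcgr3 (Entrez gene 14131, chromosome 1 of mm10 from 171051169 to 171065915) stood at 165 ± 82.7 FPKM in day 21 GMP GM-DCs and 67.6 ± 38.6 FPKM in day 7 MDP GM-DCs (SD, n = 3 each). Its log2 fold change of 1.27 (standard error 0.62, adjusted p = 0.12 from limma) did not pass the test. It passed without replicate 1 of day 21 GMP (1.80, adjusted p = 0.049) and, in settings chosen after the data were seen, with a term for libraries whose label names carry a hyphen (1.58, adjusted p = 0.032) and without replicate 3 of both day 7 groups (1.69, adjusted p = 0.029). The log2 ratio of Fcgr2b to Fcgr3 within a library was taken with 1 FPKM added to both genes. It was -1.06 ± 0.45 in day 21 GMP GM-DCs and -3.97 ± 0.41 in day 7 MDP GM-DCs (SD, n = 3 each). This difference of 2.91 was larger than the spread between replicates (limma on the ratio, standard error 0.25, p = 1.85e-09), and the exact two-sided permutation test gave p = 0.1, the smallest p that 3 libraries against 3 allow. Across the 9 day 21 libraries and the 6 day 7 libraries of BM, MDP and GMP GM-DCs, the difference was 1.93 (exact two-sided permutation test, p = 0.0008). This test treats single libraries as independent, although they come in groups of 3 from 1 kind of culture each, so its p may be too small. It adds little to the comparison of 3 libraries against 3, and the day 7 MDP libraries weigh most in the difference. The ratio was -1.47 ± 0.07 in day 7 BM, -0.32 ± 0.16 in day 21 BM, -0.98 ± 0.21 in day 21 MDP and -1.88 ± 0.57 in day 21 Sp GM-DCs (SD, n = 3 each). Without the added 1 FPKM, the difference between day 21 GMP and day 7 MDP GM-DCs was 3.41. Both genes lie in one cluster of similar sequences, so the division of reads between them by the authors' counting is uncertain.

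**Figure D3:**
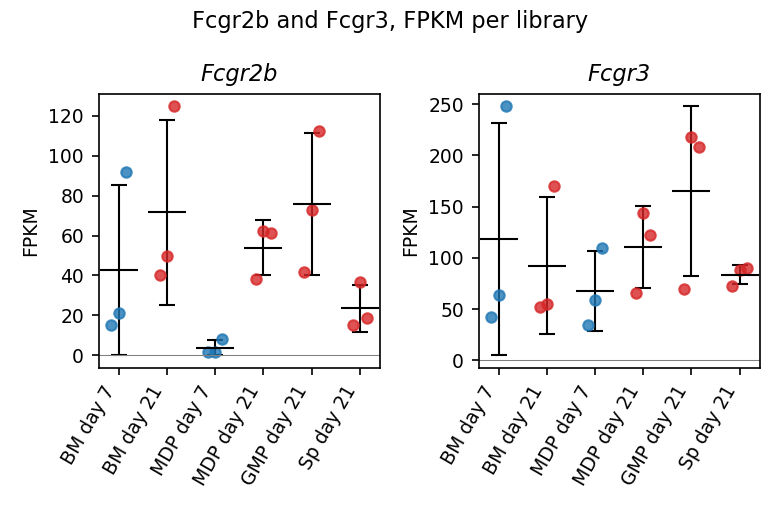
FPKM of Fcgr2b and Fcgr3 in the 3 libraries of each of the 6 groups, with points for libraries and bars for the mean and its SD. Fcgr2b lies between 1.35 and 8.12 FPKM in day 7 MDP GM-DCs and at or above 15.1 FPKM in every other library.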

Analysis of the BM cultured with GM-CSF revealed clear kinetics for CD32b expression. Initially, the culture consisted mainly of CD32b^-^ GM-DCs, but the frequency of CD32b^+^ GM-DCs steadily increased over time (**Figures 4A–C**). Thus, the emergence kinetics of the CD32b^-^ GM-DC population paralleled those of MDP GM-DCs, while the kinetics of the CD32b^+^ GM-DC population aligned with those of GMP GM-DCs (**Figures 1C–E**). Indeed, the two progenitor-derived populations showed a clear phenotypic split: MDP GM-DCs were predominantly CD32b^-^, whereas GMP GM-DCs were largely CD32b^+^ (**Figures 4D, E**). Thus, CD32b expression directly reflects the origin of GM-DCs developed in this culture system.

**Figure 4:**
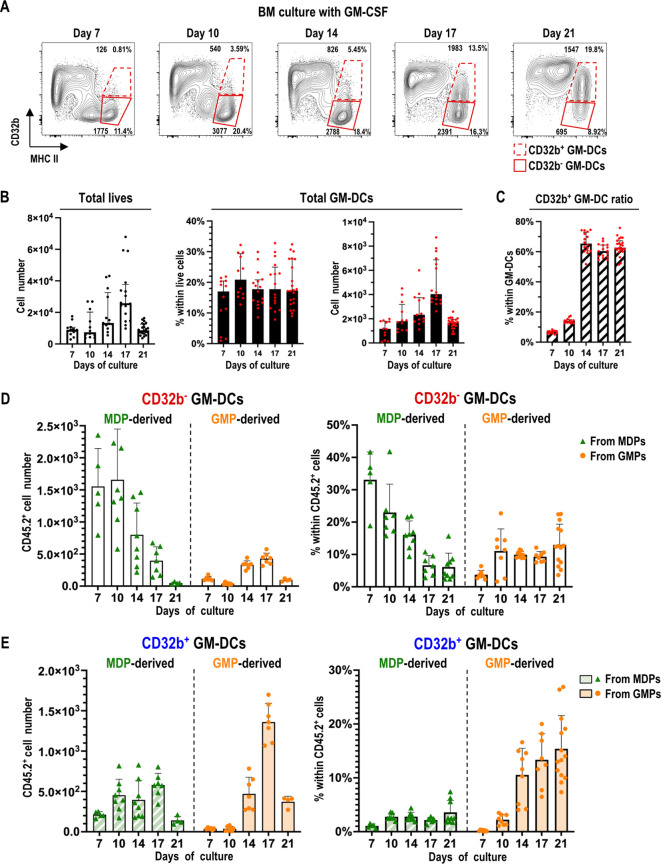
CD32b distinguishes GMP-derived GM-DCs that emerge with delayed kinetics in BM culture with GM-CSF. **(A)** Representative flow cytogram of MHC II and CD32b expression in BM cells cultured with 3% GM-CSF-conditioned medium for a 21 days. BM cells were seeded at a density of 5×10^4^ cells in 48-well plate. MHC II^hi^ GM-DCs were subdivided into CD32b^-^ GM-DCs (red solid lines) and CD32b^+^ GM-DCs (red dashed lines) based on surface CD32b expression. **(B, C)** Time-course quantification of total live cells and GM-DCs within BM culture. **(C)** CD32b^+^ GM-DC ratio is presented as the proportion of CD32b^+^ GM-DCs within the total GM-DCs. Each dot represents one well of cultured cells. Data were pooled from three independent experiments (n = 12–22 replicates per condition). **(D, E)** Quantification of **(D)** CD32b^-^ and **(E)** CD32b^+^ GM-DCs derived from sorted CD45.2^+^ MDPs or GMPs co-cultured with CD45.1^+^ BM fillers and GM-CSF. Sorted CD45.2^+^ progenitors (5×10² cells) were seeded with CD45.1^+^ BM filler cells (5×10^4^ cells) in 48-well plates. Each dot represents one well. Data were pooled from two independent experiments (n = 5–12 replicates per condition). Error bars indicate median with interquartile range (IQR).

Both MDP- and GMP-derived GM-DCs exhibited the characteristic morphology of DCs, featuring prominent dendrites (**Supplementary Figures 8A, B**). Having confirmed their identity as typical DCs, we then profiled the surface marker expression of CD32b^-^ and CD32b^+^ GM-DCs by flow cytometry to compare their phenotypes. For this analysis, day 7 MDP GM-DCs were used as the representative CD32b^-^ population, while day 21 GMP GM-DCs represented the CD32b^+^ population. The two groups expressed comparable levels of co-stimulatory (CD80, CD86) and maturation (CD83, PD-L2) markers, along with other surface molecules like CD24, CD172a, and CLEC12A (**Supplementary Figures 8C, D**). In contrast, day 21 GMP GM-DCs exhibited significantly higher expression of CD301b. 

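Ly75, which encodes DEC205, an endocytic receptor of DCs, did not pass the test between day 21 GMP GM-DCs and day 7 MDP GM-DCs. Ly75 (Entrez gene 17076, chromosome 2 of mm10 from 60292103 to 60383273) stood at 42.3 ± 11.5 FPKM in day 21 GMP GM-DCs and 38.2 ± 15.9 FPKM in day 7 MDP GM-DCs (SD, n = 3 each). Its log2 fold change was 0.20 (standard error 0.38, 95% confidence interval -0.61 to 1.01, adjusted p = 0.69 from limma), and it was -0.16 without replicate 3 of day 7 MDP. Cd24a, whose product was among the surface proteins profiled in Supplementary Figure 8, had a log2 fold change of 1.37 (standard error 0.28, adjusted p = 0.0019), with 158 ± 25.9 FPKM in day 21 GMP GM-DCs and 60.6 ± 8.48 FPKM in day 7 MDP GM-DCs.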

While flow cytometry also detected a slight increase in DEC205 expression on day 21 GMP GM-DCs, this finding was not corroborated by RNA-seq data.

### TNF-α drives the late-stage expansion of GM-DCs in BM culture

We employed Immune Dictionary™ (36), a tool that infers the upstream cytokine landscape from gene expression profiles, to identify the cytokines driving the different developmental kinetics between the two GM-DC populations in BM culture. A comparison of CD32b^+^ (day 21 MDP, day 21 GMP, and day 21 BM) GM-DCs versus CD32b^-^ (day 7 MDP and day 7 BM) GM-DCs revealed 34 DEGs with high expression, which were then used for Immune Dictionary™ calculations (**Supplementary Figure 9A**). 

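In each of the 6 comparisons of a day 21 group (BM, MDP or GMP) with a day 7 group (BM or MDP), 8 genes were more than 4-fold higher and 5 more than 4-fold lower at day 21 with an unadjusted p under 0.01 from limma, the thresholds given for Supplementary Figure 9A. The higher genes included Mucl1, with 42.9 ± 23.3 FPKM over the 6 day 7 libraries and 719 ± 261 FPKM over the 9 day 21 libraries (SD). They also included Timp2 (0.47 ± 0.17 and 15.4 ± 7.20 FPKM), Cd200r4, a receptor-like gene of myeloid cells (3.07 ± 1.73 and 23.8 ± 10.2 FPKM), and Atp6v0d2 (6.55 ± 4.26 and 48.8 ± 16.1 FPKM). The lower genes were Ltb (44.2 ± 12.7 and 6.44 ± 5.28 FPKM), Tnfrsf4 (82.4 ± 20.4 and 12.1 ± 8.50 FPKM), Gpr183 (36.0 ± 10.8 and 4.25 ± 3.32 FPKM), Plek2 (29.7 ± 14.1 and 4.53 ± 2.29 FPKM) and Pram1 (17.1 ± 9.32 and 1.71 ± 1.53 FPKM). The comparisons share libraries, and simulated groups without any change gave 0 such genes on average, where independent lists of these sizes would share 1.13e-07. A simulated count near 0 was likely in advance, so it does not measure what the shared libraries add. At the adjusted p and the 2-fold change used elsewhere here, 69 genes were higher and 39 lower in all 6 comparisons, 108 in total. With a pseudocount of 0.1 in place of 1, a setting chosen after the data were seen, the count of 13 became 39.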

The results suggested that IL-21 and TNF-α might have functioned as upstream cytokines specific to the day 21 CD32b^+^ GM-DC populations, but not their day 7 CD32b^-^ counterparts.

To test this, we conducted neutralization assays for IL-21 and TNF-α in BM cultures with GM-CSF. Unlike the anti-IL-21 antibody, which showed only a minor effect, the anti-TNF-α antibody significantly reduced both the number and fraction of GM-DCs in day 21 BM cultures (**Supplementary Figures 9B, C**). Analysis of the BM culture with GM-CSF revealed that the concentration of TNF-α was markedly lower on day 14 relative to days 7 and 21 (**Supplementary Figure 9D**). 

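Of the genes shown in Supplementary Figure 9E that could be tested, most had higher values at day 21, while Il6, which encodes the cytokine interleukin 6, was lower in each culture. Between day 21 GMP and day 7 MDP GM-DCs, 7 of 12 tested genes of that figure were higher and 1 was lower (7 and 1 when adjusted over the list alone), and 11 had a log2 fold change above 0. Between day 21 and day 7 MDP GM-DCs, 5 were higher and 1 lower (6 and 1 when adjusted over the list alone), and between day 21 and day 7 BM GM-DCs 3 were higher and 1 lower (5 and 1 when adjusted over the list alone). Oas1g was the member called higher in all 3 comparisons, and it belongs to a family of near-identical genes. Lgals9, which encodes galectin-9, rose from 10.1 ± 0.40 to 33.2 ± 4.04 FPKM in BM GM-DCs (SD, n = 3 each), a log2 fold change of 1.62 (standard error 0.22, adjusted p = 0.00025 from limma). Il6 fell from 11.8 ± 2.53 to 3.84 ± 1.18 FPKM in BM GM-DCs, a log2 fold change of -1.41 (standard error 0.37, adjusted p = 0.011), and it had one of -1.56 in MDP GM-DCs, each under 2-fold with a pseudocount of 5 (-0.92 and -0.88). The study chose the genes of that figure on these libraries, so their direction is not independent evidence. Of 33 tested genes that the gene ontology places under positive regulation of TNF production, 7 were higher and 1 lower in day 21 GMP GM-DCs, 6 higher and 1 lower in day 21 MDP GM-DCs, and 4 higher and 3 lower in day 21 BM GM-DCs, each against day 7 of MDP or BM.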

Despite equivalent levels of TNF-α, genes associated with the “positive regulation of TNF production” were generally more highly expressed in day 21 GM-DCs than in day 7 GM-DCs (**Supplementary Figure 9E**). The addition of TNF-α to BM culture with GM-CSF resulted in a significant, dose-dependent increase in the number and fraction of GM-DCs specifically on day 21, an effect not seen on days 7 and 14 (**Supplementary Figure 9F**). Therefore, it is probable that the influence of TNF-α on the proliferation and/or viability of GM-DCs and their precursors are limited to the later phase of BM culture.

### Pre-GM-DC heterogeneity and TNF-α–driven specification of CD32b^+^ GM-DCs

Sustained generation of MHC II^hi^ GM-DCs for over 21 days in BM culture with GM-CSF indicated a continuous supply of their precursors. This led us to investigate the MHC II^int^ cell population as the likely pre-GM-DCs. We designated this fraction as “pre-GM-DCs” to align with the established DC ontogeny, as the MHC II^int/-^ pool has been shown to contain key intermediates such as the classical “pre-DCs” (37) and the recently identified MHC II^+^ “pre-FL-DCs” (38) Despite being identified as macrophages or “GM-Macs” by Helft and colleagues (24), the MHC II^int^ cells in BM culture with GM-CSF remained poorly characterized. Phenotypic analysis by flow cytometry revealed that Ly6C and CD32b expression levels distinguished MHC II^int^ cells derived from MDPs versus those from GMPs following culture with GM-CSF. On day 7, MDPs primarily differentiated into Ly6C^-^CD32b^-^MHC II^int^ cells, in contrast to GMPs (**Figure 5A**). Conversely, by day 21, GMPs predominantly yielded Ly6C^-^CD32b^+^MHC II^int^ cells (**Figure 5B**). These findings suggested that Ly6C^-^CD32b^-^MHC II^int^ and Ly6C^-^CD32b^+^MHC II^int^ populations may serve as candidate precursors to the CD32b^-^ and CD32b^+^ GM-DC populations, respectively, consistent with their overlapping patterns of emerge (**Figures 4D, E**).

**Figure 5:**
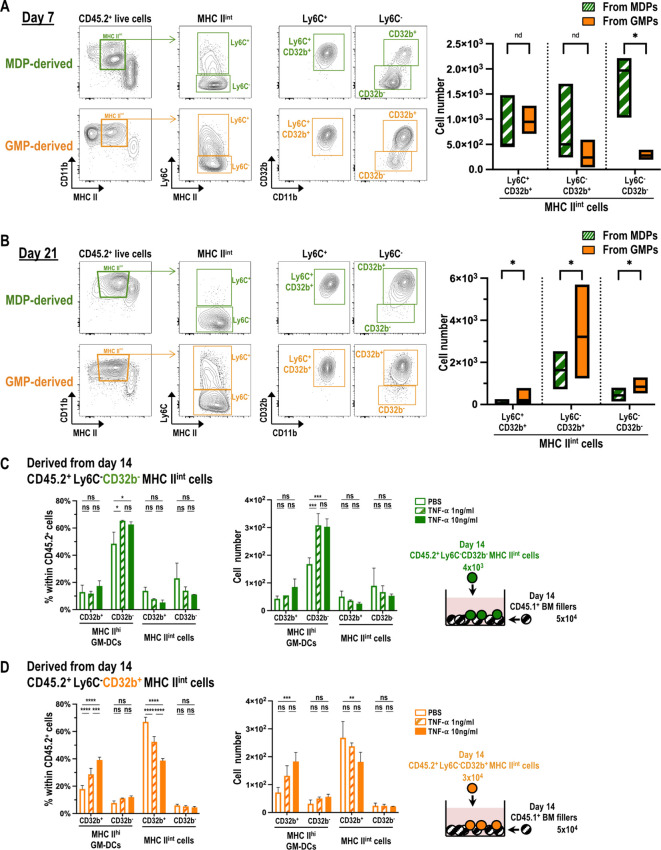
A distinct CD32b^+^ pre-GM-DC subset gives rise to mature CD32b^+^ GM-DCs in a TNF-α-dependent manner. **(A, B)** Identification and quantification of MHC II^int^ populations in BM culture with 3% GM-CSF-conditioned medium. Three subsets were identified within MHC II^int^ cells on **(A)** day 7 MDP- or **(B)** day 21 GMP-derived cultures based on Ly6C and CD32b expression (Ly6C^+^CD32b^+^, Ly6C^-^CD32b^+^, and Ly6C^-^CD32b^-^). Data are representative of three independent experiments, with MDPs performed in triplicate and GMPs performed in sextuplicate. Statistical significance was determined by multiple Mann-Whitney U tests, and p-values were adjusted using the Bonferroni correction for multiple comparisons. Error bars indicate median with interquartile range (IQR). nd, not a discovery; *p ≤ 0.05. **(C, D)** Differentiation of sorted MHC II^int^ subsets. **(C)** Ly6C^–^CD32b^–^ and **(D)** Ly6C^–^CD32b^+^ MHC II^int^ cells were sorted from day 14 BM cultures and co-cultured for 3 additional days with day 14 BM fillers in the presence of the indicated concentrations of TNF-α. Sorted CD45.2^+^ Ly6C^-^CD32b^-^ MHC II^int^ cells were seeded at a density of 4×10^3^ cells and sorted CD45.2^+^ Ly6C^-^CD32b^+^ MHC II^int^ cells were seeded at a density of 3×10^4^ cells. Data are representative of two independent experiments performed in triplicate. Statistical significance was determined using a two-way ANOVA followed by Tukey’s multiple comparison test. Error bars represent mean ± SD. ns, not significant; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001.

To test this, we isolated Ly6C^−^CD32b^−^ and Ly6C^−^CD32b^+^ subsets from MHC II^int^ cells in day 14 CD45.2^+^ BM cultures and co-cultured them with CD45.1^+^ BM filler cells in the presence or absence of TNF-α (**Supplementary Figure 10A**). While Ly6C^−^CD32b^−^MHC II^int^ cells efficiently produced CD32b^−^ GM-DCs regardless of TNF-α (exhibiting 50~60% differentiation efficiency), Ly6C^−^CD32b^+^MHC II^int^ cells showed a significantly lower spontaneous differentiation baseline (<20%). However, upon TNF-α treatment, this CD32b^+^ subset displayed a more pronounced differentiation response, increasing to approximately 40% (**Figures 5C, D****;** **Supplementary Figures 10B, C**). Although minor cross-contamination may occur due to the inherent limitations of CD32b-based sorting purity, these results indicate that the observed differentiation patterns effectively delineate lineage-specific developmental trajectories.

Meanwhile, in parallel experiments, Ly6C^+^CD32b^+^MHC II^int^ cells failed to differentiate into GM-DCs, irrespective of TNF-α (**Supplementary Figure 10D**). Therefore, these results suggest that Ly6C^-^CD32b^-^MHC II^int^ and Ly6C^-^CD32b^+^MHC II^int^ cells in GM-CSF BM cultures represent the developmental intermediates for CD32b^-^ and CD32b^+^ GM-DCs, respectively, with the latter process potentially modulated by TNF-α. The observed reduction of certain cell populations with increasing concentrations of TNF-α, particularly in the cultures of the Ly6C^−^CD32b^−^ and Ly6C^+^CD32b^+^ subsets, may reflect their significant differentiation into macrophages. Because macrophages adhere strongly to culture plastic, they would naturally be excluded during standard flow cytometric harvesting and analysis (**Figure 5C****;** **Supplementary Figure 10D**).

### Functional specialization of GM-DCs reveals the potent antigen-presenting function of the CD32b^+^ subset

To assess antigen presentation at different developmental stages, we isolated ovalbumin (OVA)-pulsed CD32b^-^ and CD32b^+^ GM-DCs from BM cultures on days 7 and 14. These isolated cells were then co-cultured with OVA-specific transgenic T cells from either OT-I (CD8^+^) or OT-II (CD4^+^) mice. While day 7 CD32b^-^ GM-DCs were more potent stimulators of CD8^+^ OT-I T cells than their CD32b^+^ counterparts, this dynamic changed by day 14, when CD32b^+^ GM-DCs demonstrated similar capacity to induce their proliferation and slightly better CD25 expression than CD32b^-^ GM-DCs (**Figure 6A**; **Supplementary Figures 11A, C**). In contrast, the CD32b^+^ GM-DCs were consistently superior in activating CD4^+^ OT-II T cells, driving robust proliferation and CD25 expression at both time points. The capacity of the CD32b^-^ GM-DCs to stimulate CD4^+^ OT-II T cells, however, was weak on day 7 and virtually absent on day 14 (**Figure 6B**; **Supplementary Figures 11B, C**).

**Figure 6:**
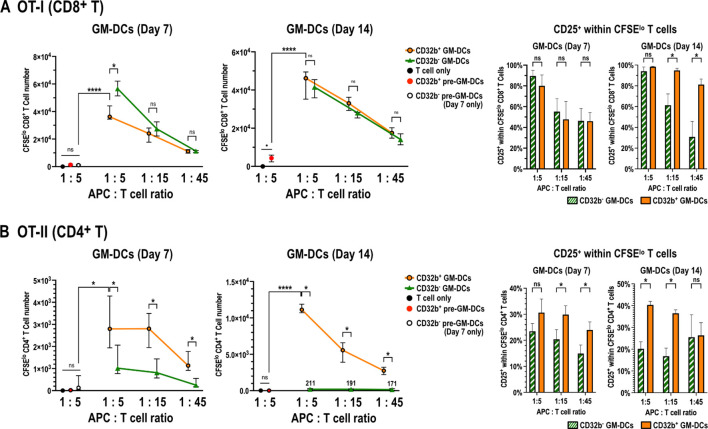
CD32b^+^ GM-DCs exhibit a superior capacity to stimulate CD4^+^ T cells compared to their CD32b^-^ counterparts. **(A)** OT-I (CD8^+^) T cell stimulating capacity of GM-DC subsets sorted on day 7 or day 14. CFSE-labeled OT-I T cells were seeded at 5×10^4^ cells/well and co-cultured for 3 days with sorted CD32b^+^ or CD32b^-^ GM-DCs at the indicated DC-to-T cell ratios. Data are representative of three independent experiments, with CD32b^-^ GM-DCs performed in sextuplicate and CD32b^+^ GM-DCs performed in triplicate. **(B)** OT-II (CD4^+^) T cell stimulating capacity of GM-DC subsets sorted on day 7 or day 14. CFSE-labeled OT-II T cells were seeded at 5×10^4^ cells/well and co-cultured for 4 days with sorted CD32b^+^ or CD32b^-^ GM-DCs at the indicated DC-to-T cell ratios. Line graphs display the total number of proliferated (CFSE^lo^) T cells, and bar graphs show the frequency of activated (CD25^+^) T cells within this population. Data are representative of two independent experiments performed in triplicate. Statistical significance was determined by multiple Mann-Whitney U tests, and p-values were adjusted using the Bonferroni correction for multiple comparisons. Error bars indicate median with interquartile range (IQR). ns, not significant; *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001.

To investigate the molecular mechanisms underlying the different antigen presentation capacities of CD32b^-^ and CD32b^+^ GM-DCs, we performed a Gene Ontology Biological Process (GO: BP) enrichment analysis on the DEGs between day 7 MDP-derived and day 21 GMP-derived GM-DCs. The top 20 most enriched GO terms included numerous pathways related to lymphocyte and leukocyte activation and proliferation (**Supplementary Figure 12A**). 

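Genes of leukocyte and lymphocyte activation were numerous among the genes that the authors listed. The authors' deposited table of gene ontology terms covers these listed genes as a whole, 3070 of which it annotates, and not the DEGs of one comparison. In the authors' deposited table, leukocyte activation held 245 listed genes of 1001 annotated ones (adjusted p = 4.57e-30), lymphocyte activation 197 of 825 (adjusted p = 1.07e-22), T cell activation 145 of 588 (adjusted p = 5.42e-18) and leukocyte proliferation 100 of 376 (adjusted p = 1.14e-14). Ordered by adjusted p among the 10966 biological process terms of the authors' deposited table, these stood at ranks 87, 144, 206 and 260, and immune system process, with 590 listed genes of 2663, stood at rank 13 (adjusted p = 4.38e-60). The term with the lowest adjusted p in the authors' deposited table was biological regulation, with 2086 listed genes of 13668 (adjusted p = 9.97e-88). No enrichment was computed here from the DEGs of day 21 GMP against day 7 MDP GM-DCs, because the table used here holds only genes that the authors had selected, and the genes that could have passed that selection are not known. Those DEGs included genes of Supplementary Figure 12B in both directions. Tnfrsf4 and Cd40 were lower in day 21 GMP GM-DCs, and Cd24a and Cd209a were higher there.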

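Cd24a and Cd209a were higher in day 21 GMP GM-DCs, and Ido1, Irf1, Cd40 and Il2ra were higher in day 7 MDP GM-DCs, at the thresholds used here. Cd209a stood at 4.35 ± 2.32 FPKM in day 21 GMP GM-DCs and 0.64 ± 0.46 FPKM in day 7 MDP GM-DCs (SD, n = 3 each), a log2 fold change of 1.66 (standard error 0.44, adjusted p = 0.0094 from limma). Ido1, an enzyme that degrades tryptophan, stood at 0.50 ± 0.11 and 3.11 ± 0.42 FPKM, a log2 fold change of -1.46 (standard error 0.19, adjusted p = 8.91e-05). Irf1, a transcription factor of the interferon response, stood at 32.2 ± 7.94 and 77.6 ± 4.72 FPKM (log2 fold change -1.27, standard error 0.29, adjusted p = 0.0039), and Cd40 at 30.7 ± 2.71 and 69.0 ± 9.29 FPKM (-1.14, standard error 0.24, adjusted p = 0.0022). Il2ra, which encodes the interleukin 2 receptor chain CD25, stood at 17.7 ± 14.0 and 57.2 ± 17.8 FPKM (-1.84, standard error 0.68, adjusted p = 0.044), a call that was lost without the filter on low values (adjusted p = 0.054) and without single libraries, replicate 1 or 2 of day 21 GMP (-1.40, adjusted p = 0.16, and -1.71, adjusted p = 0.12) and replicate 1 or 2 of day 7 MDP (-1.74, adjusted p = 0.11, and -1.67, adjusted p = 0.12). With a pseudocount of 5, Cd209a (0.71) and Ido1 (-0.56) lay under 2-fold. Cd28, a costimulatory receptor (log2 fold change 0.74, adjusted p = 0.021), Tnfsf13, which encodes the cytokine APRIL (0.81, adjusted p = 0.040), and Nrarp, a regulator of Notch signalling (-0.45, adjusted p = 0.034), had mean values under 1.5 FPKM in both groups and lay under 2-fold. These genes were past 2-fold with a pseudocount of 0.1 (2.05, 1.71 and -1.10). Cd6 did not pass the test (0.63, standard error 0.45, adjusted p = 0.28). Of the genes of Supplementary Figure 12B that could be tested, 25 of 42 on its GMP side were higher and 0 lower (29 higher when adjusted over the list alone), and 17 of 24 on its MDP side were lower and 0 higher (17 lower when adjusted over the list alone). The study chose these genes on the same libraries, so their direction is not independent evidence.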

A subsequent heatmap analysis revealed a distinction between the subsets: GMP-derived GM-DCs expressed higher levels of genes such as *CD28*, *CD6*, *CD24A*, *CD209A*, and *TNFSF13*, while MDP-derived GM-DCs showed elevated expression of genes such as *IDO1*, *IRF1*, *NRARP*, *IL2RA*, and *CD40* (**Supplementary Figure 12B**).

### Divergent differentiation of GMPs and MDPs into distinct DC subsets driven by GM-CSF *in vivo*

In our analysis, we followed the conventional classification of tissue DCs, where MHC II^+^CD11c^+^ cells are divided into CD11b^−^ DC1 and CD11b^+^ DC2 subsets (39). We then further subdivided the DC2 compartment into CD32b^+^ and CD32b^−^ populations to investigate their respective heterogeneity. We investigated the *in vivo* impact of systemic GM-CSF treatment on DC populations across various murine tissues (**Supplementary Figure 13A**). Although this treatment did not significantly alter total CD45^+^ cell counts, it increased the overall DC compartment (**Supplementary Figures 13B, C**). Notably, it drove a profound, tissue-dependent expansion of the CD32b^+^ GM-DC2 subset with distinct kinetics (**Supplementary Figures 13D, E**). In the BM, the increase was transient, peaking at day 4. In contrast, the expansion was sustained and progressive in peripheral organs like the liver, lung, and spleen, where CD32b^+^ GM-DC2s were virtually absent in control mice. By day 7, the effect was most pronounced in the liver and lung, where newly emerged CD32b^+^ GM-DC2s became the dominant DC subset and comprised over 20% of all CD45^+^ cells. The spleen, however, showed a unique response by expanding both CD32b^+^ and CD32b^-^ GM-DC2 subsets (**Supplementary Figure 13E**).

In parallel experiments tracking adoptively transferred GMPs in GM-CSF-treated mice, the number of GMP-derived cells and DCs peaked in the BM and spleen at day 7 post-transfer (**Supplementary Figure 14**). Further experiments in GM-CSF-treated mice demonstrated that MDPs and GMPs displayed divergent differentiation patterns at day 7 post-adoptive transfer (**Figure 7A**). MDPs produced a broader range of GM-DC subsets, including CD11b^-^ GM-DC1s and CD32b^-^ GM-DC2s, while GMPs predominantly gave rise to CD32b^+^ GM-DC2s across the tissues examined (**Figures 7B, C**; **Supplementary Figure 15**). These results suggest GMPs as the major source of the expanding CD32b^+^ GM-DC2 pool that occurs *in vivo* during conditions of elevated GM-CSF, such as infection and inflammation (13, 40, 41). Analysis of GM-DC subsets in the spleen and liver revealed that MDP-derived cells differentiated more rapidly and were thus more abundant at day 4 post-transfer, whereas GMP-derived GM-DCs made a more significant contribution at day 7 post-transfer (**Figures 7B, C**; **Supplementary Figures 16A-C**).

**Figure 7:**
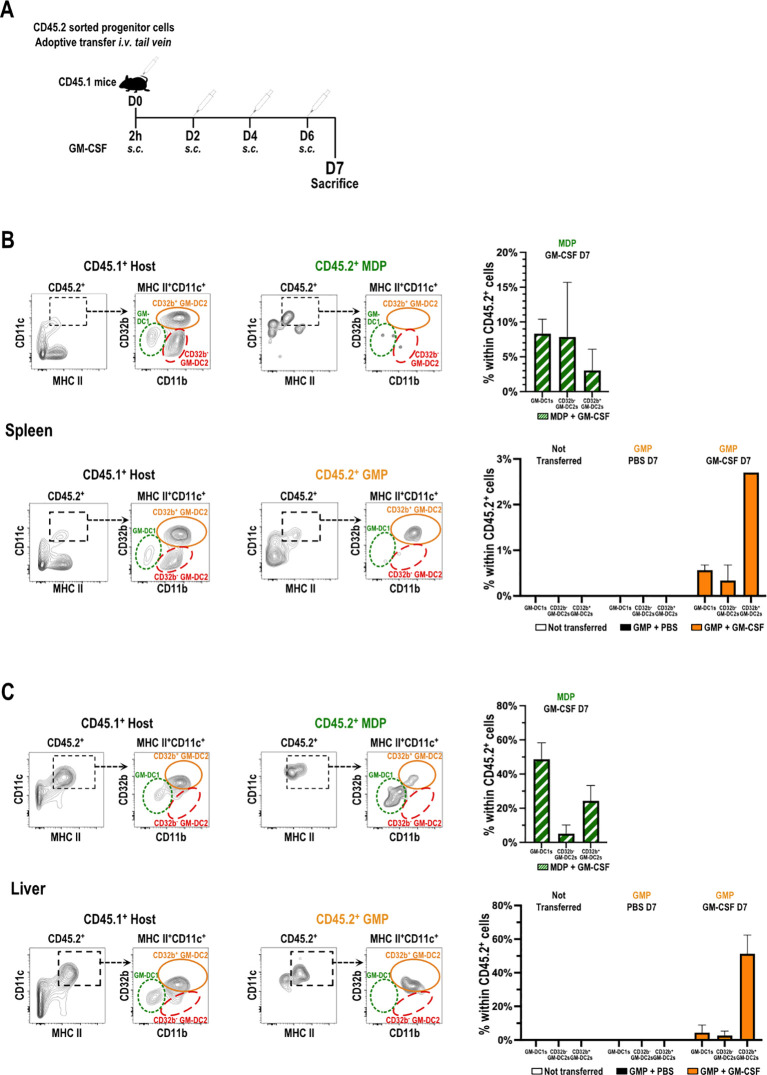
GMPs generate CD32b^+^ GM-DCs with slower kinetics than MDPs *in vivo*. **(A)** Scheme of the adoptive transfer experiment. A total of 1×10^4^ to 4×10^4^ sorted CD45.2^+^ GMPs or MDPs were transferred into CD45.1^+^ recipient mice, which were then subcutaneously injected with 10 µg of recombinant mouse GM-CSF every other day. Organs were harvested on day 7 for analysis. **(B, C)** Representative flow cytometry plots and quantification of donor-derived GM-DC subsets in the **(B)** spleen and **(C)** liver on day 7. Donor cells were identified by gating on CD45.2^+^ cells. Within the MHC II^+^CD11c^+^ GM-DC population, GM-DC1s were defined as CD11b^-^, while CD11b^+^ cells were further subdivided into CD32b^-^ and CD32b^+^ GM-DC2 subsets. Data are representative of two independent experiments with two biological replicates per group. Error bars represent mean ± SD.

In alignment with observations from *in vitro* BM cultures, these results show that *in vivo*, high GM-CSF levels drive GMPs to slowly generate CD32b^+^ GM-DC2s, while MDPs quickly produce a diverse array of DC subtypes.

## Discussion

The cellular origin of GM-DCs has been a subject of debate. Yanez and colleagues proposed that MDPs, rather than GMPs, were the primary source of DCs during inflammation (15). This model was supported by fate-mapping studies using an *MS4A3*-based system, which appeared to exclude GMP-derived GM-DCs (16). This reinforced the classical view that GM-DCs originate from monocytes descending from MDPs and common monocyte progenitors (cMoPs), a concept consistent with early *in vitro* methods for generating human MoDCs (9, 24). However, more recent evidence has challenged this view. Lutz and colleagues showed that GMPs are the primary drivers of myelopoiesis in BM cultures with GM-CSF (14). Furthermore, Rodrigues and colleagues reported that the GMP-specific marker *MS4A3* is also present in Ly6C^+^ MDPs (42), which highlights the difficulty of using certain markers to definitively distinguish between myeloid progenitors. Ultimately, the current body of research suggests that both MDPs and GMPs likely contribute to GM-DC development in a context-dependent manner.

Our study has clarified the ambiguity surrounding GM-DCs generated in BM cultures. We demonstrate that this common *in vitro* system yields not a single, homogenous population but a heterogeneous mixture of two distinct GM-DC subsets originating from separate myeloid progenitors, i.e., MDPs and GMPs, and are distinguished by their expression of CD32b. The CD32b^-^ GM-DCs develop rapidly from MDPs and their derivatives (e.g., CDPs), while the CD32b^+^ GM-DCs differentiate more slowly from GMPs and their derivatives (e.g., MoPs). This temporal difference in development correlates with their T cell-stimulating capacity; while both subsets activate CD8^+^ T cells with similar efficiency, CD32b^+^ GM-DCs are superior in stimulating CD4^+^ T cells. Although our DEG analysis identified distinct transcriptomic heterogeneity between the two subsets, we also observed the presence of lineage-atypical transcripts. Consequently, these DEG findings represent an initial exploratory analysis; further validation, including their protein expression levels or specific functional assays, is required in future studies to clarify the biological significance of these GM-DC subset-specific gene signatures. Therefore, these results serve as a foundational profile that warrants more rigorous functional validation to determine their precise biological impact.

Furthermore, the immediate precursors for the CD32b^-^ and CD32b^+^ GM-DCs are identified as Ly6C^-^CD32b^-^ and Ly6C^-^CD32b^+^ MHC II^int^ cells, respectively. It is likely that the CD11c^+^MHC II^int^ fraction represents a heterogeneous state where pre-GM-DCs coexist with precursors of other lineages, such as M1-like macrophages (43, 44). By employing a selective harvesting procedure to exclude adherent macrophages, we confirmed that this population possesses a robust potential to differentiate into DCs expressing specific maturation markers, such as CD83 and CD86. Therefore, while current markers have technical limitations in achieving absolute isolation, this mixed population undeniably harbors progenitors with robust DC differentiation potential. Accordingly, the term “pre-GM-DC” is used here not to claim a strictly homogeneous population, but to emphasize the developmental commitment toward the DC lineage within this MHC II^int^ fraction. In this light, our findings clarify that the heterogeneous MHC II^int^ population, previously termed “GM-Macs” (24), is composed of pre-GM-DCs or immature DCs, as proposed by Lutz and colleagues (28).

In addition, we discovered that the delayed emergence of CD32b^+^ GM-DCs is driven by two linked factors. First, TNF-α is a pleiotropic cytokine that drives both the early differentiation of DCs (by synergizing with GM-CSF) and the terminal activation and maturation of immature DCs; moreover, recent studies demonstrate that TNF-α acts as a critical factor in determining differentiation into specific DC subsets (45). In this context, unlike their CD32b^-^ counterparts, CD32b^+^ pre-GM-DCs appear to benefit significantly from TNF-α stimulation to differentiate more efficiently into CD32b^+^ GM-DCs. Second, TNF-α levels in the BM cultures with GM-CSF follow a distinct temporal pattern: they are initially high at day 7, become nearly undetectable by day 14, and then surge to their highest levels by day 21. This late surge indicates that it may provide a favorable environment or a supportive signal for the delayed emergence of CD32b^+^ GM-DCs.

Our prior work demonstrated the slow generation of DCs from splenocytes cultured with GM-CSF (33). This delayed kinetic resembles the emergence of CD32b^+^ GM-DCs observed in BM cultures with GM-CSF. Consistent with the spleen’s notable lack of MDPs, we now identified GMPs as the major source of GM-DCs in splenocyte cultures. 

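Sp GM-DCs of day 21 expressed more Fcgr2b, Cbln1, Timp2 and H2-M2 than day 7 MDP GM-DCs, and less Ly86, Hmgn3, Ifitm3 and Spib. The log2 fold change of Fcgr2b was 2.54 (standard error 0.63, adjusted p = 0.011 from limma, but 2.18 and adjusted p = 0.051 without replicate 1 of day 7 MDP) against day 7 MDP GM-DCs, and -1.64 (standard error 0.63, adjusted p = 0.11) against day 21 GMP GM-DCs, where it passed with the term for hyphens in the library names, a setting chosen after the data were seen (-2.29, adjusted p = 0.026). H2-M2 stood at 573 ± 214 FPKM in Sp GM-DCs (SD, n = 3), with a log2 fold change of 2.72 against day 7 MDP GM-DCs (standard error 0.52, adjusted p = 0.0028). Cbln1 (3.25) and Timp2 (2.75) were also higher than in day 7 MDP GM-DCs, and Ly86 (-3.34), Hmgn3 (-3.27), the interferon-induced Ifitm3 (-2.63) and the transcription factor Spib (-2.49) were lower. Of 26 cell cycle genes, 9 were lower than in day 7 MDP GM-DCs and 0 higher (10 lower when adjusted over the list alone), and of 33 interferon-stimulated genes 5 were lower and 1 higher. In all, 141 genes were higher and 176 lower than in day 7 MDP GM-DCs, 317 in total, and 183 were called without replicate 3 of Sp. Against day 21 GMP GM-DCs, 50 genes were higher and 63 lower, 113 in total, and quantile normalization gave 91 higher and 59 lower. Without replicate 1 of Sp this count was 30, and without replicate 2 of day 21 GMP 44. Of the genes legible in Fig. 3C, 6 of 21 on its GMP side were lower in Sp than in day 21 GMP GM-DCs and 9 of 29 on its MDP side higher, while against day 7 MDP GM-DCs 16 of the 21 were higher and 0 lower in Sp, and 9 of the 29 lower and 0 higher. Over the 2751 tested genes, Sp libraries lay 41.6 ± 6.14 from day 21 GMP libraries and 45.0 ± 4.04 from day 7 MDP libraries (SD, Euclidean distance), a difference within the spread of the distances, against 31.7 and 30.0 between replicates of the groups. Replicates 2 and 3 of Sp lay closer to day 21 GMP (37.3 and 41.1) than to day 7 MDP libraries (44.8 and 47.8), and replicate 1 lay closer to day 7 MDP (42.4) than to day 21 GMP libraries (46.4). On the first component of the 18 libraries, with 40.8% of the variance, Sp GM-DCs scored 4.44 ± 5.13, between day 7 MDP (-21.7 ± 1.16) and day 21 GMP GM-DCs (18.0 ± 9.24) (SD, n = 3 each).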

Bulk RNA-seq analysis further supported this finding, showing that splenic GM-DCs are CD32b^+^ and cluster more closely with CD32b^+^ GM-DCs from BM GMPs than with their CD32b^-^ MDP-derived counterparts. These findings suggest that GMPs from the spleen and the BM may be largely indistinguishable.

Meanwhile, adoptive transfer of myeloid progenitors into GM-CSF-treated mice demonstrated that MDPs and GMPs contribute distinctly and in a time-dependent manner to *in vivo* GM-DC development, mirroring the patterns observed *in vitro*. While adoptively transferred MDPs rapidly generate both GM-DC1 and GM-DC2 subsets, GMPs differentiate more slowly and selectively, primarily yielding the CD32b^+^ GM-DC2 population, the most abundant DC subset in the spleen, liver, and lung of GM-CSF-treated mice. This finding aligns with our previous study, in which we identified that daily GM-CSF injections generate a novel DC subset, GM-CSF-induced DCs (GMiDCs), that becomes the dominant DC population in the mouse spleen after 3 days (13). Therefore, the present study refers to GMiDCs as CD32b^+^ GM-DC2s. All in all, CD32b^+^ GM-DCs from *in vitro* cultures are phenotypically and functionally similar to splenic GMiDCs from GM-CSF-treated mice, as both cell types exhibit comparable surface marker profiles, including CD32b, and are more potent stimulators of CD4^+^ T cells than other DC subsets (13).

Previous work demonstrated that GMiDCs differentiate from monocytes *in vivo* (13). In our *in vitro* BM cultures, we identified a population of pre-GM-DCs that share phenotypic markers with classical monocytes such as CD11b^+^ and CD115^+^. However, we deliberately avoided the extensive use of the term “monocytes” for this population, opting instead for a marker-based description to maintain taxonomic precision. This approach is informed by recent advances in DC ontogeny, particularly regarding DC3s, which have identified specific progenitor populations that share nearly identical markers with monocytes (e.g., CD11b^+^, CD115^+^, and CD14^+^) yet represent a distinct lineage separate from classical monocytes (17). By adhering to this stringent classification, we aim to avoid oversimplifying the identity of these precursors within the GM-CSF BM culture system. While conventional mouse models have long emphasized the MDP-derived pathway as the primary source of MoDCs (15), our findings reflect a specific developmental trajectory toward the DC lineage that is distinct from the classical MDP-derived monocyte pathway. This suggests the possibility that the GMP lineage serves as a parallel source of a specialized, monocyte-like pool required for the generation of GMiDCs *in vivo*.

Furthermore, our splenocyte cultures with GM-CSF showed a slow generation of GM-DCs from GMPs, rather than an early generation from the abundant splenic monocytes (46). This observation is consistent with previous findings that GM-DC expansion in BM cultures is driven by MoPs and higher progenitors, not by their immediate monocyte precursors (24). The selective presence of GMPs, but not MDPs, in the spleen also suggests GMPs, but not MDPs, can circulate from the BM and differentiate in peripheral tissues.

In addition to resembling GMiDCs, the CD32b^+^ GM-DCs share key characteristics with the recently identified DC3 subset, including shared surface markers and responsiveness to GM-CSF (4). While current models trace DC3 development primarily through the MDP to Ly6C^+^ MDP pathway (17), our findings reveal a parallel route involving MoPs derived from GMPs. The close phenotypic similarity between intermediate Ly6C^+^ GMPs and Ly6C^+^ MDPs may have led to these populations being conflated in previous analyses (42).

Therefore, CD32b^+^ GM-DCs may represent a converging or functionally related subset within the broader DC3 spectrum. In this context, while recent studies have identified markers such as *Ms4a3, Cd177*, and *Slamf7* as instrumental for tracking GMP- or MDP-derived monocyte lineages (16), our data suggest these markers may not remain reliable indicators for terminal GM-DC populations (data not shown). Specifically, the low or non-differential expression of these genes in our system indicates that their signature may diminish or equalize upon terminal differentiation. Consequently, the robust and consistent expression of CD32b observed in our study highlights its potential as a more definitive and stable marker for distinguishing these mature subsets compared to previously established intermediate markers.

In support of this model, a recent study by Amon et al. identified a clear developmental bifurcation of *in vivo* BM GM-DCs into CD103^+^ cDC1 and CD301b^+^ cDC2 lineages through single-cell RNA sequencing (47). These *in vivo* findings closely parallel the lineages identified in our *in vitro* culture system; specifically, our CD32b^-^ GM-DCs express CD103^+^, while the CD32b^+^ GM-DCs are characterized by CD301b^+^. Crucially, CD32b^+^ GM-DCs exhibit a superior capacity to stimulate OT-II T cells compared to the CD32b^-^ GM-DCs, further aligning them with the cDC2 phenotype. These parallels are highly complementary to our work, providing critical *in vivo* evidence that validates the physiological relevance of our *in vitro* developmental model.

In conclusion, this study clarifies the developmental origins of GM-DCs and establishes CD32b as a discriminating marker of their heterogeneity. We demonstrate that GM-DCs arise from two distinct progenitor pathways, MDP-CDP and GMP(MDP)-MoP, resulting in subsets with differing differentiation kinetics and T cell-stimulating capacities (**Supplementary Figure 18**). The contribution of GMPs to the development of CD32b^+^ GM-DCs has been largely overlooked, and our findings provide new insight into the ontogeny of emerging subsets like GMiDCs and DC3s. Notably, our study addresses the translational significance of these findings by identifying a functional GMP-derived DC pathway in mice, thereby bridging a persistent gap with human myeloid DC ontogeny. While it is well-established that human DCs can differentiate from GMP-derived monocytes (48), our work reveals a significant parallel by demonstrating the existence and characteristics of this lineage in mice. We believe that this more comprehensive model better aligns mouse data with human biology, improving the clarity and directness with which mouse findings can be applied to human immunology. This offers a robust and translatable framework for future research on the functional and therapeutic applications of human MoDCs. Altogether, this work refines the current model of DC lineage diversification under GM-CSF and provides a framework for investigating inflammation-associated DC subsets in both experimental and physiological contexts. Future *in vivo* studies are required to fully delineate these lineage relationships.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the Materials and Methods section and/**Supplementary Material**.

## Supplementary material

Supplementary Figure 1 Time-course analysis of splenocyte cultures with GM-CSF and *in vivo* quantification of myeloid progenitor cell populations. **(A)** Representative flow cytogram and cell number of time-course culture of splenocytes with 1% GM-CSF-conditioned medium. Splenocytes were seeded at a density of 1×10^6^ cells in 24-well plate. Representative data are shown from three independent experiments in quadruplicate. **(B)** Number of total lives and myeloid progenitors (defined as Lineage(Lin)^-^CD117^+^) in BM and spleen. Lin includes Sca-1 and CD127 for excluding non-myeloid progenitors, i.e. common lymphoid progenitors (CLPs), multipotent progenitors (MPPs) and hematopoietic stem cells (HSCs). Data are shown from three independent experiments with biological triplicates using three individual mice. Error bars indicate mean ± SD. ns, not significant; *, p ≤ 0.05; **, p ≤ 0.01; ***, p ≤ 0.001; ****, p ≤ 0.0001.

Supplementary Figure 2 Marker-based flow cytometric identification of myeloid progenitors in BM and spleen. (A-B) Gating strategy and quantitative distribution of myeloid progenitors from **(A)** BM and **(B)** spleen by flow cytometry. Lin of myeloid progenitors includes Sca-1 and CD127. LSK (defined as Lin^-^Sca-1^+^c-Kit^+^) includes HSC and MPP; FLT3^+^ CMP; FLT3^+^ Common Myeloid Progenitor defined as Lin^-^c-Kit^+^CSF-1R^-^CD16/32^-^CD34^+^Ly6C^-^FLT3^+^, FLT3^-^ CMP; FLT3^-^ Common Myeloid Progenitor defined as Lin^-^c-Kit^+^CSF-1R^-^CD16/32^-^CD34^+^Ly6C^-^FLT3^-^, GMP; Granulocyte Monocyte Progenitor defined as Lin^-^c-Kit^+^CSF-1R^-^CD16/32^+^CD34^+^Ly6C^-^FLT3^-^, Ly6C^+^ GMP; Ly6C^+^ GMP defined as Lin^-^c-Kit^+^CSF-1R^-^CD16/32^+^CD34^+^Ly6C^+^FLT3^-^, MEP; Megakary-ocyte Erythrocyte Progenitor defined as Lin^-^c-Kit^+^ CSF-1R^-^CD16/32^-^CD34^-^, MDP; Macrophage Dendritic cell Progenitor defined as Lin^-^c-Kit^+^CSF-1R^+^CD16/32^-^CD34^+^Ly6C^-^FLT3^+^, MoP; Monocyte Progenitor defined as Lin^-^c-Kit^+^CSF-1R^+^CD16/32^+^CD34^+^Ly6C^+^FLT3^-^, CDP; Common Dendritic cell Progenitor defined as Lin^-^c-Kit^int^CSF-1R^+^FLT3^+^. Representative data are shown from five biologically independent samples (n=5).

Supplementary Figure 3 Gating strategy of splenic myeloid progenitors and representative flow cytograms of CD45.1^+^ splenocyte fillers. **(A)** Gating strategy and cell purity of sorted splenic GMPs and FLT3^-^ CMPs. **(B)** Representative flow cytograms of splenocyte fillers in **Figure 1**, **(A, B)**. CD45.1^+^ splenocyte fillers were seeded at a density of 1×10^6^ cells in 24-well plate.

Supplementary Figure 4 Co-culture conditions of CD45.1^+^ BM fillers and gating strategy for BM GMPs and MDPs. **(A)** Gating strategy and cell purity of sorted BM GMPs and MDPs. **(B)** Representative flow cytograms of BM fillers in **Figure 2A**. CD45.1^+^ BM fillers were seeded at a density of 5×10^4^ cells and CD45.2^+^ sorted BM progenitor cells were seeded at a density of 5×10^2^ cells in 48-well plate. **(C)** Graphical scheme and representative flow cytograms of simultaneous co-culture experiment of BM fillers, BM MDPs and GMPs. CD45.2^+^ and CD45.1^+^ sorted progenitors were co-seeded at a density of 5×10^2^ cells, together with 5×10^4^ CD45.1^+^ BM filler cells, in 48-well plates.

Supplementary Figure 5 Distinct progenitor subsets follow different GM-DC differentiation kinetics from culture without BM fillers. **(A)** Representative flow cytogram and cell number of time-course culture of BM GMPs and BM MDPs without BM fillers under 5% GM-CSF-conditioned medium. Sorted cells were seeded at a density of 1×10^3^ cells in 24-well plate. Representative data are shown from 3 independent experiments in triplicate. **(B)** Cell number and proportion of time-course culture of BM GMPs and Ly6C^+^ GMPs without BM fillers under 5% GM-CSF-conditioned medium. Sorted cells were seeded at a density of 5×10^2^ cells in 48-well plate. Representative data are shown from 3 independent experiments in quadraplicate. **(C)** Representative flow cytogram and cell number of time-course culture of BM GMPs and BM MDPs with twofold higher cell numbers. Sorted CD45.2^+^ progenitor cells were seeded at a density of 1×10^3^ cells and BM filler cells were seeded at a density of 1x10^5^ cells in 24-well plate. Representative data are shown from 3 independent experiments in triplicate. Error bars indicate mean ± SD across multiplicate samples.

Supplementary Figure 6 Flow cytometric analysis of BM myeloid progenitors under short-term GM-CSF culture conditions. **(A)** Representative flow cytograms and quantification of myeloid progenitors from Lin^-^Sca-1^-^CD127^-^CD117^+^ enriched BM cells cultured with 3% GM-CSF-conditioned medium for 0, 1 or 3 days. Enriched cells were seeded at a density of 2×10^4^ cells and cultured for 1 or 3 days in 24-well plates. **(B–E)** Representative flow cytograms and bar graphs showing the differentiation outcomes of sorted **(B)** FLT3^+^ CMPs, **(C)** FLT3^-^ CMPs, **(D)** MDPs, and **(E)** GMPs after 1 or 3 days of culture with GM-CSF. Each progenitor population was seeded at a density of 3×10^3^-5×10^3^ cells and cultured for 1 or 3 days in 48-well plates. Data shown from three independent experiments performed in duplicate. Error bars indicate mean ± SD.

Supplementary Figure 7 Transcriptomic and phenotypic characterization of developmentally distinct MDP- and GMP-derived GM-DC subsets. **(A)** Flow cytometric validation of selected surface markers identified in DEG analysis. Normalized Mean fluorescence index (MFI) values of four representative markers from each subset are shown. Normalized MFI was calculated by subtracting the isotype control mean fluorescence from the sample mean fluorescence, and then dividing the result by the isotype control mean. Representative flow cytometric histograms are shown with isotype controls overlaid in gray. Representative data are shown from two independent experiments. **(B)** Principal component analysis (PCA) of bulk RNA-seq data from GM-DCs sorted at day 7 and day 21. DCs were collected from splenocyte cultures (day 21), BM cultures (day 7 and 21) and from cultures of sorted MDPs (day 7 and day 21) or GMPs (day 21) under GM-CSF conditions. **(C)** Volcano plot of bulk RNA-seq data comparing MDP-derived GM-DCs (day 7) and GMP-derived GM-DCs (day 21). Selected genes (*FCGR2B*, *FCGR3*) are highlighted with blue dot. **(D)** Representative Flow cytograms of GMP-derived cells cultured with GM-CSF. Overlaid black histograms represent the fluorescence-minus-one (FMO) controls.

Supplementary Figure 8 Morphology and surface marker expression of MDP GM-DCs (day 7) and GMP GM-DCs (day 21). **(A, B)** Representative phase-contrast micrographs showing the morphology of **(A)** MDP GM-DCs at day 7 and **(B)** GMP GM-DCs at day 21 of culture. Images were captured at 200x magnification. Scale bars: 50 μm. **(C, D)** Flow cytometric histograms of various myeloid markers. Representative flow cytometric histograms are shown with isotype controls overlaid in gray. Representative data are shown from two independent experiments.

Supplementary Figure 9 TNF-α promotes the differentiation of CD32b^+^ GM-DCs. **(A)** Bioinformatic prediction of key cytokines involved in GM-DC differentiation. Genes significantly upregulated in GM-DCs on day 7 versus day 21 (fold change > 4, p < 0.01) were used as input for a cytokine prediction analysis (Immune Dictionary™). Cytokines were ranked based on a normalized score. Normalized score derived from categorical binning of gene-level expression (0 = low, 1 = intermediate, 2 = high). **(B)** Effect of IL-21 neutralization on GM-DC generation. BM cells (1×10^5^) were cultured with 3% GM-CSF-conditioned medium and treated with either PBS or an anti-mouse IL-21 antibody (10 µg/mL). The frequency and number of DCs were assessed on day 21. **(C)** Effect of TNF-α neutralization on GM-DC generation. BM cells (5×10^4^ cells/well) were cultured with 3% GM-CSF-conditioned medium and treated with either PBS or an anti-mouse TNF-α antibody (10 µg/mL). The frequency and number of DCs were analyzed on day 21. **(D)** Quantification of TNF-α in culture supernatants. Supernatants from BM cultures with 3% GM-CSF-conditioned medium (1×10^5^ cells/well) were harvested on days 7, 14, and 21 and analyzed by ELISA. Medium containing only GM-CSF served as the control. Data are from two independent experiments. **(E)** Heatmap of genes associated with the Gene Ontology (GO) term “Positive regulation of TNF production” (GO:0032760), comparing day 7 MDP-derived GM-DCs with day 21 GMP-derived GM-DCs. **(F)** Effect of exogenous TNF-α on BM cultures. BM cells (5×10^4^ cells/well) were cultured with 3% GM-CSF-conditioned medium and treated with the indicated concentrations of recombinant mouse TNF-α. Total cell number, DC frequency, and absolute DC number were quantified on days 7, 14, and 21. Data are representative of two independent experiments performed in triplicate. Statistical significance was determined using a two-way ANOVA followed by Tukey’s multiple comparison test. Error bars represent mean ± SD. ns, not significant; *, p ≤ 0.05; **, p ≤ 0.01; ***, p ≤ 0.001; ****, p ≤ 0.0001.

Supplementary Figure 10 Sorting purity and co-culture of CD32b^+^ and CD32b^-^ MHC II^int^ subsets from BM culture with GM-CSF. **(A)** Sorting purity of pre-DC candidates. CD32b^+^ pre-GM-DC (MHC II^int^Ly6C^-^CD32b^+^) and CD32b^-^ pre-GM-DC (MHC II^int^Ly6C^-^CD32b^-^) populations are sorted from 14-day cultured BM with 3% GM-CSF-conditioned medium. **(B, C)** Representative flow cytograms of co-cultured **(B)** CD32b^+^ and **(C)** CD32b^-^ MHC II^int^ populations with 14-day cultured CD45.1^+^ BM fillers and GM-CSF. **(D)** Representative flow cytograms and quantification of co-cultured Ly6C^+^CD32b^+^ populations with 14-day cultured CD45.1^+^ BM fillers and GM-CSF. Representative flow cytograms are shown. Data are shown from two independent experiments in triplicate. Statistical significance was determined using a two-way ANOVA followed by Tukey’s multiple comparison test. Error bars indicate mean ± SD across triplicate samples. *, p ≤ 0.05; **, p ≤ 0.01; ***, p ≤ 0.001; ****, p ≤ 0.0001.

Supplementary Figure 11 Representative flow cytograms of antigen presentation by GM-DCs in **Figure 6**. **(A, B)** Representative flow cytograms of **(A)** OT-I (CD8^+^) and **(B)** OT-II (CD4^+^) T cell proliferation in response to CD32b^+^ or CD32b^-^ GM-DCs sorted at day 7 or 14. **(C)** Representative flow cytograms of T cell priming assay using pre-GM-DC populations and T cells only. Ly6C^-^CD32b^-^ and Ly6C^-^CD32b^+^ pre-GM-DCs were co-cultured with OT-I (CD8^+^) and OT-II (CD4^+^) T cells at a 1:5 ratio.

Supplementary Figure 12 Transcriptional and functional differences between GM-DCs on day 7 or day 21 revealed by GO analysis. **(A)** Gene ontology: Biological process enrichment analysis (GO: BP) from differentially expressed genes between MDP GM-DCs (day 7) and GMP GM-DCs (day 21). Top 20 enriched terms are shown after size-based filtering. **(B)** Heatmap of genes associated with the activation and proliferation-associated GO terms from **(A)**.

Supplementary Figure 13 Organ-specific kinetics of DC subset generation following *in vivo* GM-CSF administration. **(A)** Scheme of the experimental design. Mice were subcutaneously injected with recombinant mouse GM-CSF, and organs were harvested on day 4 or day 7 for flow cytometric analysis. **(B)** Total number of CD45^+^ cells in the BM, spleen, lung, liver, and skin-draining lymph nodes (sdLNs) on day 4 and day 7 post-injection. **(C)** Percentage of MHC II^+^CD11c^+^ DC populations within CD45^+^ cells in the BM, spleen, lung, liver, and sdLNs on day 4 and day 7 post-injection. **(D)** Representative flow cytogram of MHC II^+^CD11c^+^ DC subsets in various organs on day 7. MHC II^+^CD11c^+^ DC subsets were classified as CD11b^-^ GM-DC1s, CD11b^+^CD32b^-^ GM-DC2s, and CD11b^+^CD32b^+^ GM-DC2s. **(E)** DC subsets within the indicated organs on day 4 and day 7. Data are representative of two independent experiments with two biological replicates per group. Statistical significance was determined using a two-way ANOVA followed by Tukey’s multiple comparison test. Error bars represent mean ± SD. ns, not significant; *, p ≤ 0.05; **, p ≤ 0.01; ***, p ≤ 0.001; ****, p ≤ 0.0001.

Supplementary Figure 14 Kinetics of adoptively transferred GMP-derived DC generation in BM and spleen following GM-CSF treatment. Cell number of CD45.2^+^ GMP-derived cell and MHC II^+^CD11c^+^ DC counts in the BM and spleen following GM-CSF administration at day 4, 7, or 14.

Supplementary Figure 15 Adoptively transferred GMP and MDP in lung at day 7 following GM-CSF treatment. Representative flow cytograms and quantification of donor-derived lung DC subsets at day 7 following PBS or GM-CSF treatment. DCs were defined as MHC II^+^CD11c^+^ cells; CD11b^-^ cells as GM-DC1s, and CD11b^+^ GM-DC2s were further subdivided into CD32b^-^ and CD32b^+^ GM-DC2s. Donor cells were identified by CD45.2^+^ gating. Representative flow cytograms are shown. Error bars indicate mean ± SD across duplicate biological replicates. Data are representative of two independent experiments.

Supplementary Figure 16 Adoptively transferred GMP and MDP in spleen and liver at day 4 following GM-CSF treatment. **(A)** Scheme of the *in vivo* adoptive transfer experiment. Sorted CD45.2^+^ GMPs or MDPs were transferred into CD45.1^+^ recipient mice, which were then treated with GM-CSF. Organs were harvested at day 4 for flow cytometric analysis. **(B)** Representative flow cytograms of splenic and hepatic MHC II^+^CD11c^+^ DC subsets at day 4 following GM-CSF administration. Representative flow cytograms are shown. Data are representative of two independent experiments with two biological replicates per group. **(C)** Representative flow cytograms of donor-derived splenic and hepatic GM-DC subsets on day 4. Donor cells were identified by CD45.2^+^ gating. Representative flow cytograms are shown. Data are representative of two independent experiments with two biological replicates per group. Error bars represent mean ± SD.

Supplementary Figure 17 Validation of GM-DC identification using MHC II and CD11c markers. **(A)** Corresponding flow cytograms to **Supplementary Figure 1A**, showing MHC II versus CD11c expression. **(B)** Corresponding flow cytograms of **Figure 1A**, showing MHC II versus CD11c expression. **(C)** Corresponding flow cytograms of **Supplementary Figure 3B**, showing MHC II versus CD11c expression. **(D)** Corresponding flow cytograms of **Supplementary Figure 4B**, showing MHC II versus CD11c expression. **(E)** Corresponding flow cytograms of **Supplementary Figure 4C**, showing MHC II versus CD11c expression. **(F)** Corresponding flow cytograms of **Supplementary Figure 5A**, showing MHC II versus CD11c expression.

Supplementary Figure 18 Two-track model of GM-DC differentiation trajectories *in vitro*. Schematic summary of the dual developmental pathways leading to GM-DC heterogeneity. The early differentiation track initiates from FLT3-expressing progenitors, including FLT3^+^ CMPs, MDPs, and CDPs, which rapidly give rise to CD32b^−^ pre-GM-DCs and CD32b^−^ GM-DCs within the first week of culture. The late differentiation track arises from FLT3^−^ CMPs, which serve as an intermediate population between FLT3^+^ CMPs and GMPs. This track progresses through CD32b-sharing progenitors such as GMPs, Ly6C^+^ GMPs, and MoPs. The pathway transitions through a CD32b^+^ Ly6C^+^ CD115^+^ CD11b^+^ intermediate state to form CD32b^+^ pre-GM-DCs, resulting in the delayed emergence of CD32b^+^ GM-DCs by Week 3.

# Supplementary material for: CD32b defines distinct dendritic cell lineages generated from the culture of bone marrow with GM-CSF
**Source:** Front Immunol. 2026 May 29;17:1703978. doi: 10.3389/fimmu.2026.1703978
**Supplement:** Supplementary Figure 1 — Time-course analysis of splenocyte cultures with GM-CSF and in vivo quantification of myeloid progenitor cell populations. (A) Representative flow cytogram and cell number of time-course culture of splenocytes with 1% GM-CSF-conditioned medium. Splenocytes were seeded at a density of 1×106 cells in 24-well plate. Representative data are shown from three independent experiments in quadruplicate. (B) Number of total lives and myeloid progenitors (defined as Lineage(Lin)-CD117+) in BM and spleen. Lin includes Sca-1 and CD127 for excluding non-myeloid progenitors, i.e. common lymphoid progenitors (CLPs), multipotent progenitors (MPPs) and hematopoietic stem cells (HSCs). Data are shown from three independent experiments with biological triplicates using three individual mice. Error bars indicate mean ± SD. ns, not significant; *, p ≤ 0.05; **, p ≤ 0.01; ***, p ≤ 0.001; ****, p ≤ 0.0001.

Supplementary Materials

Contents

Supplementary Figures S1 - S18

Supplementary Tables Table 1

Title

CD32b Defines Distinct Dendritic Cell Lineages Generated from The Culture of Bone Marrow with GM-CSF

Running Title

Progenitor-Driven Heterogeneity of GM-DCs

Author Names

Wanho Choi^{1,2†}, Seul Hye Ryu,^{1†} Ji Soo Park^{1,2}, Da Eun Park^{1,3}, Min Kyung Chu^{3*}, Hye Young Na^{1,3*} and Chae Gyu Park^{1,4*}

† These authors have contributed equally to this work

* These authors have contributed equally to this work

Hye Young Na, Ph.D.

Min Kyung Chu, M.D., Ph.D.

Supp Figure 1

A

Culture of splenocytes with GM-CSF

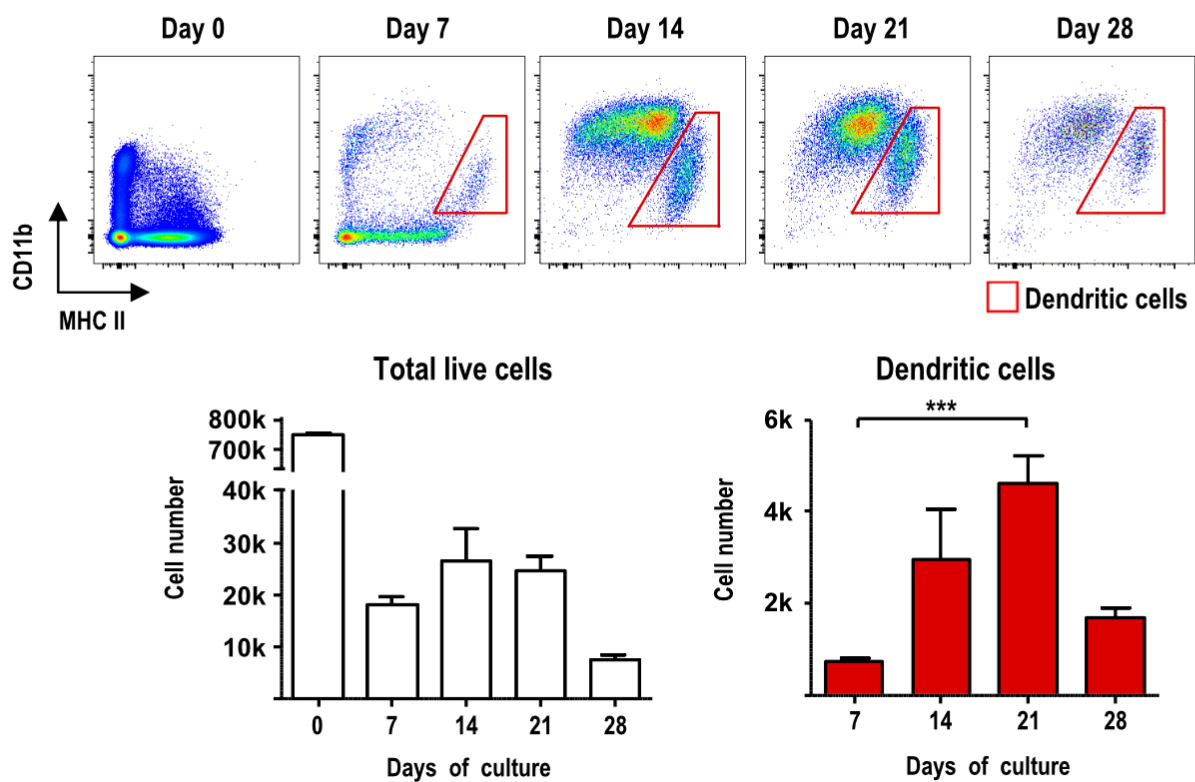

B

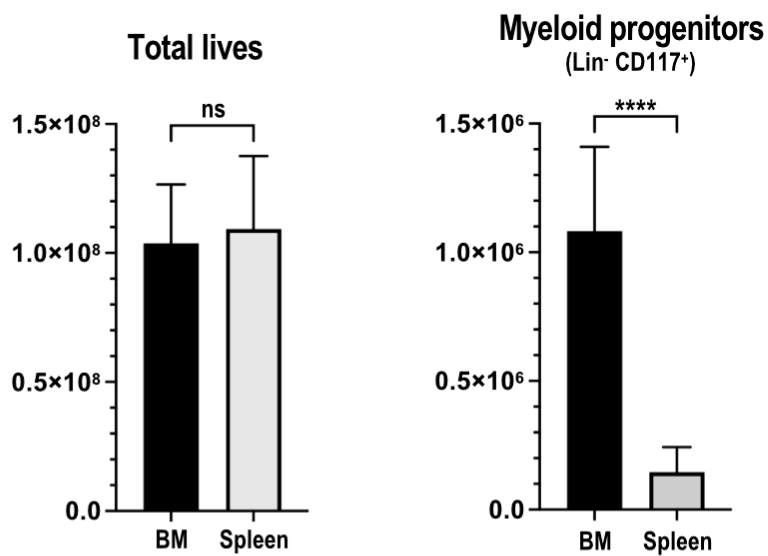

Supplementary Figure 1. Time-course analysis of splenocyte cultures with GM-CSF and *in vivo* quantification of myeloid progenitor cell populations.

(A) Representative flow cytogram and cell number of time-course culture of splenocytes with 1% GM-CSF-conditioned medium. Splenocytes were seeded at a density of 1×10^6 cells in 24-well plate. Representative data are shown from three independent experiments in quadruplicate.

(B) Number of total lives and myeloid progenitors (defined as Lineage(Lin)⁻CD117⁺) in BM and spleen. Lin includes Sca-1 and CD127 for excluding non-myeloid progenitors, i.e. common lymphoid progenitors (CLPs), multipotent progenitors (MPPs) and hematopoietic stem cells (HSCs). Data are shown from three independent experiments with biological triplicates using three individual mice. Error bars indicate mean $\pm$ SD. ns, not significant; *, $p \leq 0.05$; **, $p \leq 0.01$; ***, $p \leq 0.001$; ****, $p \leq 0.0001$.

A Bone marrow

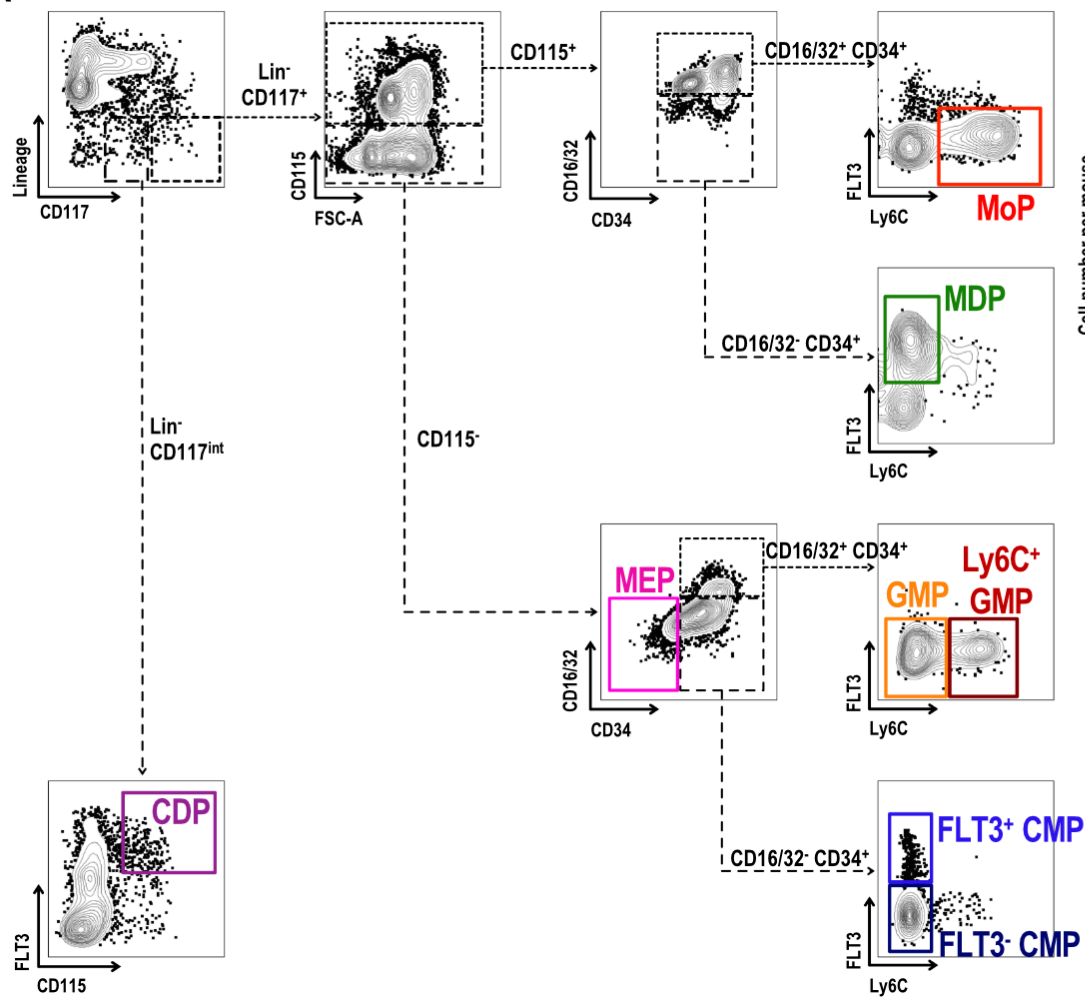

Bone marrow myeloid progenitors

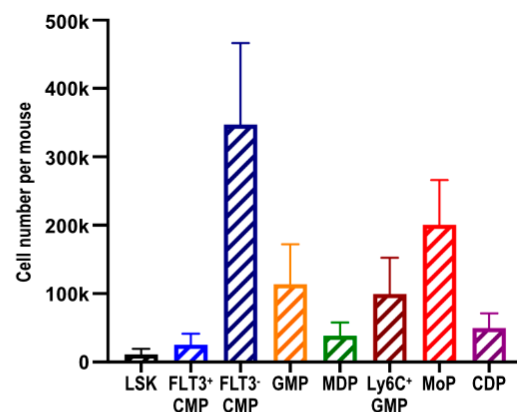

B Spleen

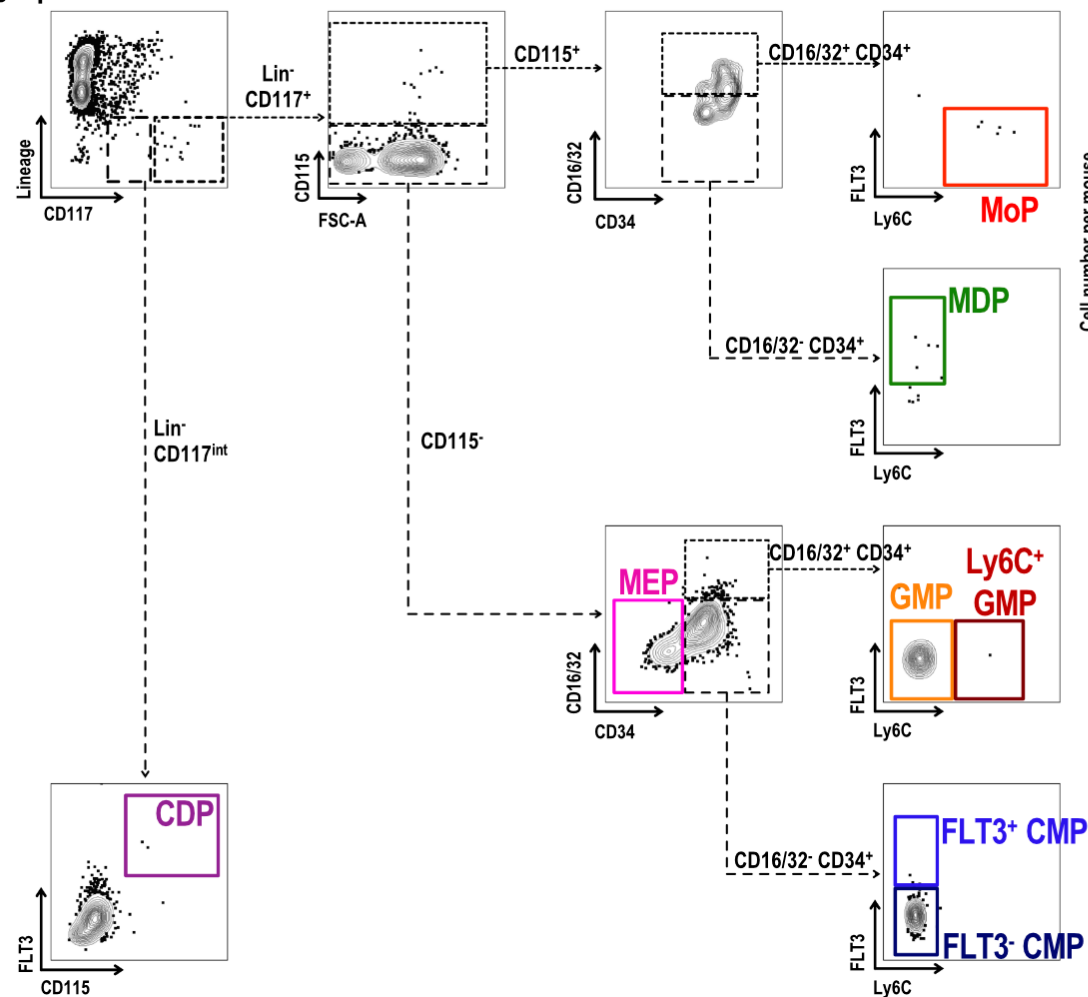

Splenic myeloid progenitors

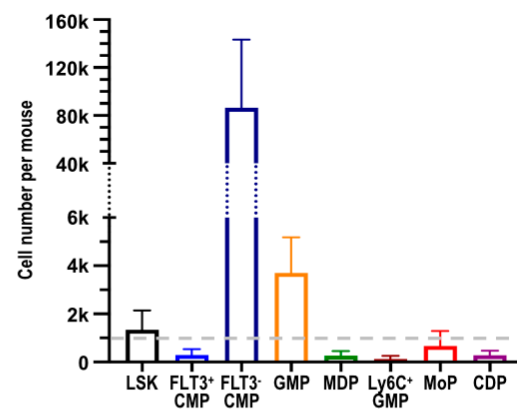

Supplementary Figure 2. Marker-based flow cytometric identification of myeloid progenitors in BM and spleen.

(A-B) Gating strategy and quantitative distribution of myeloid progenitors from (A) BM and (B) spleen by flow cytometry. Lin of myeloid progenitors includes Sca-1 and CD127. LSK (defined as Lin⁻Sca-1⁺c-Kit⁺) includes HSC and MPP; FLT3⁺ CMP; FLT3⁺ Common Myeloid Progenitor defined as Lin⁻c-Kit⁺CSF-1R⁻CD16/32⁻CD34⁺Ly6C⁻FLT3⁺, FLT3⁻ CMP; FLT3⁻ Common Myeloid Progenitor defined as Lin⁻c-Kit⁺CSF-1R⁻CD16/32⁻CD34⁺Ly6C⁻FLT3⁻, GMP; Granulocyte Monocyte Progenitor defined as Lin⁻c-Kit⁺CSF-1R⁻CD16/32⁺CD34⁺Ly6C⁻FLT3⁻, Ly6C⁺ GMP; Ly6C⁺ GMP defined as Lin⁻c-Kit⁺CSF-1R⁻CD16/32⁺CD34⁺Ly6C⁺FLT3⁻, MEP; Megakaryocyte Erythrocyte Progenitor defined as Lin⁻c-Kit⁺CSF-1R⁻CD16/32⁻CD34⁻, MDP; Macrophage Dendritic cell Progenitor defined as Lin⁻c-Kit⁺CSF-1R⁺CD16/32⁻CD34⁺Ly6C⁻FLT3⁺, MoP; Monocyte Progenitor defined as Lin⁻c-Kit⁺CSF-1R⁺CD16/32⁺CD34⁺Ly6C⁺FLT3⁻, CDP; Common Dendritic cell Progenitor defined as Lin⁻c-Kit^{int}CSF-1R⁺FLT3⁺. Representative data are shown from five biologically independent samples (n=5).

Supp Figure 3

A

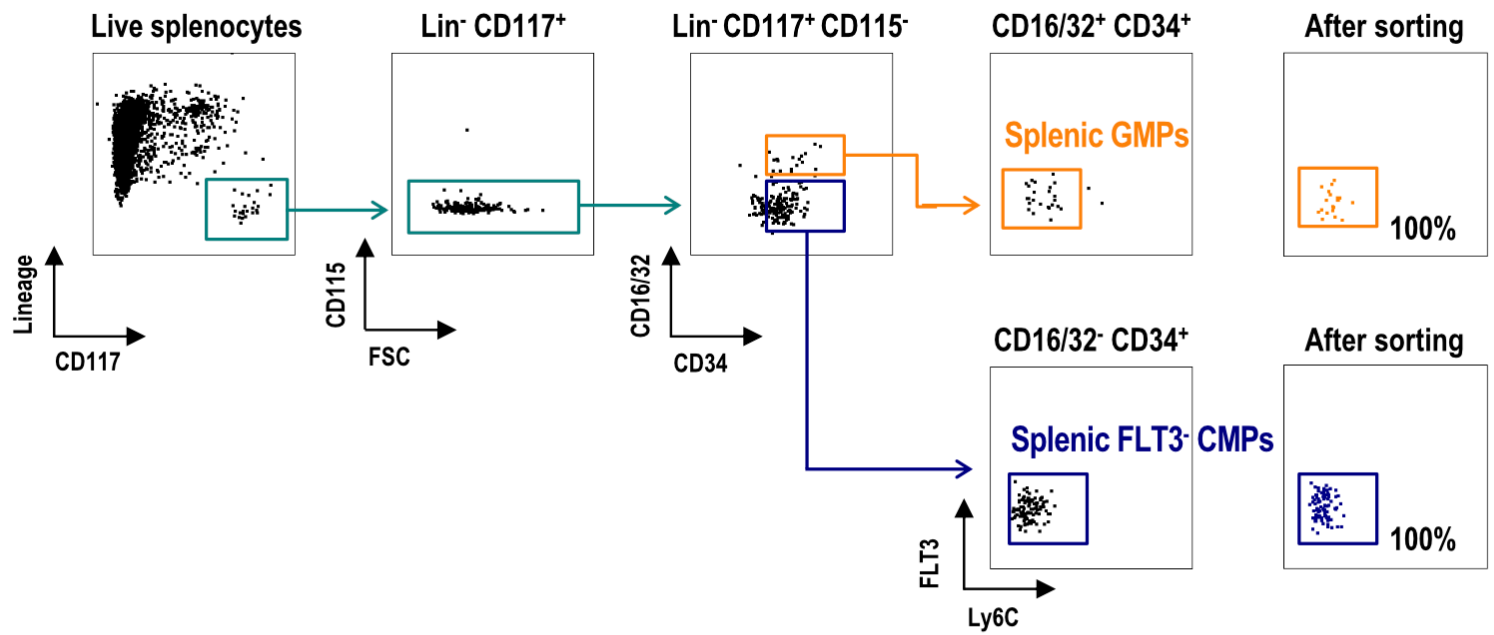

B

CD45.1⁺ splenocyte fillers

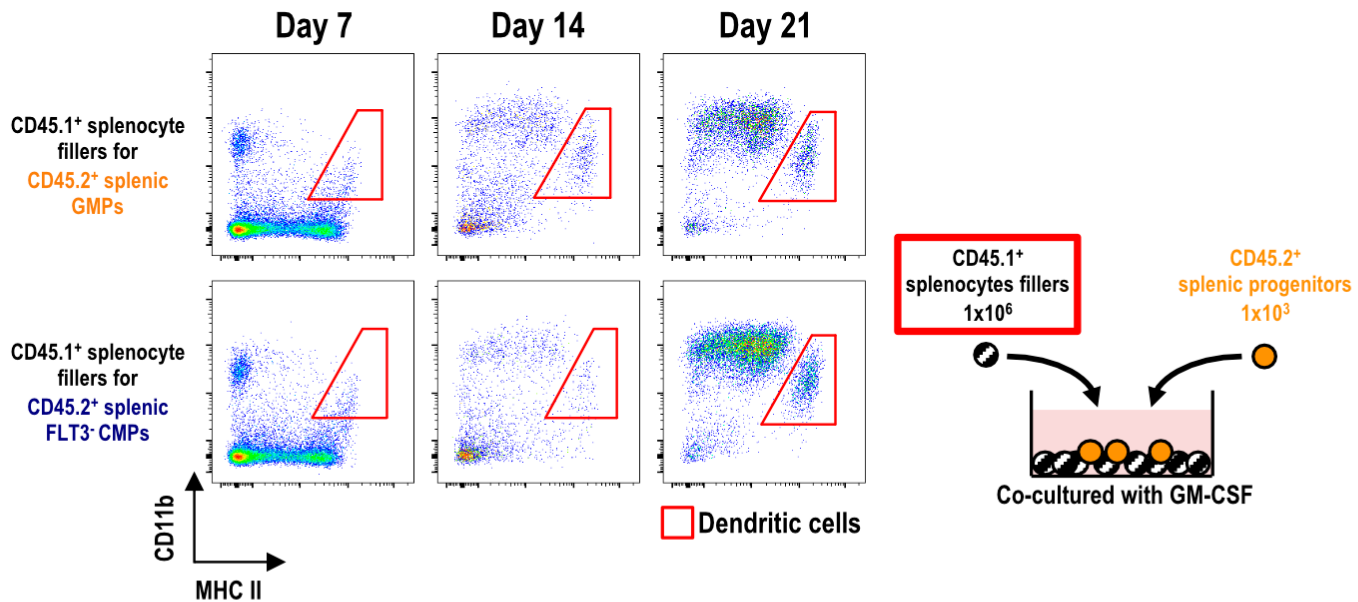

Supplementary Figure 3. Gating strategy of splenic myeloid progenitors and representative flow cytograms of CD45.1⁺ splenocyte fillers.

(A) Gating strategy and cell purity of sorted splenic GMPs and FLT3⁻ CMPs.

(B) Representative flow cytograms of splenocyte fillers in **Fig.1, A and B**. CD45.1⁺ splenocyte fillers were seeded at a density of 1×10^6 cells in 24-well plate.

A

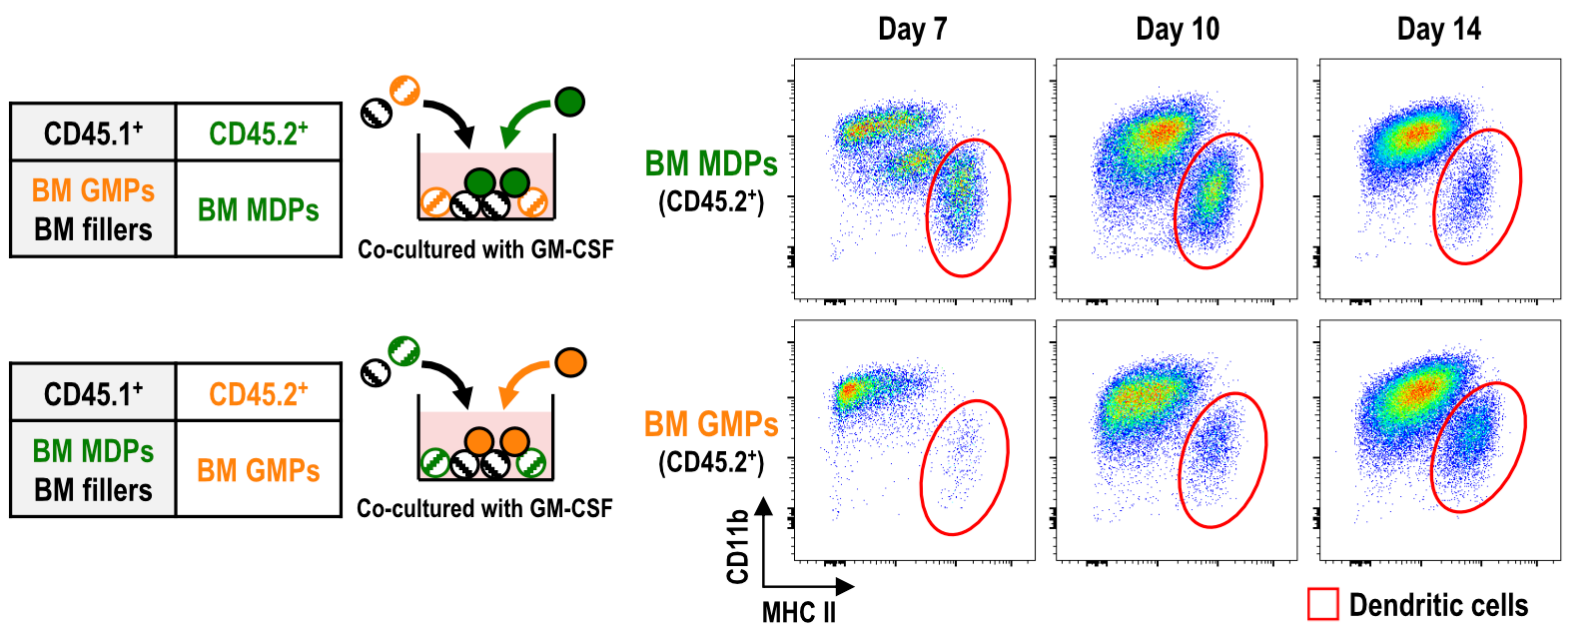

Supplementary Figure 4. Co-culture conditions of CD45.1⁺ BM fillers and gating strategy for BM GMPs and MDPs.

(A) Gating strategy and cell purity of sorted BM GMPs and MDPs.

(B) Representative flow cytograms of BM fillers in **Fig.2 A**. CD45.1⁺ BM fillers were seeded at a density of 5×10^4 cells and CD45.2⁺ sorted BM progenitor cells were seeded at a density of 5×10^2 cells in 48-well plate.

(C) Graphical scheme and representative flow cytograms of simultaneous co-culture experiment of BM fillers, BM MDPs and GMPs. CD45.2⁺ and CD45.1⁺ sorted progenitors were co-seeded at a density of 5×10^2 cells, together with 5×10^4 CD45.1⁺ BM filler cells, in 48-well plates.

A

Cultured with GM-CSF (without BM fillers)

Day 7 Day 14 Day 21

BM MDPs

BM GMPs

CD45.2⁺
BM progenitors
1x10³

CD11b

MHC II

GM-DCs

CD45.2⁺ GM-DCs

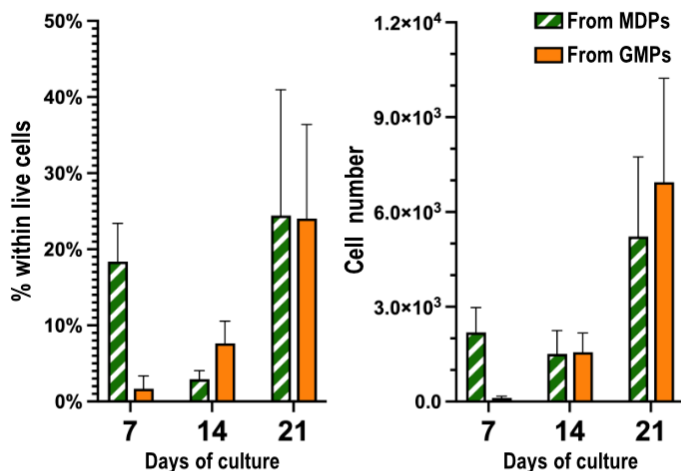

B

Myeloid progenitors (cultured with GM-CSF without BM fillers)

Total lives

% of GM-DCs

of GM-DCs

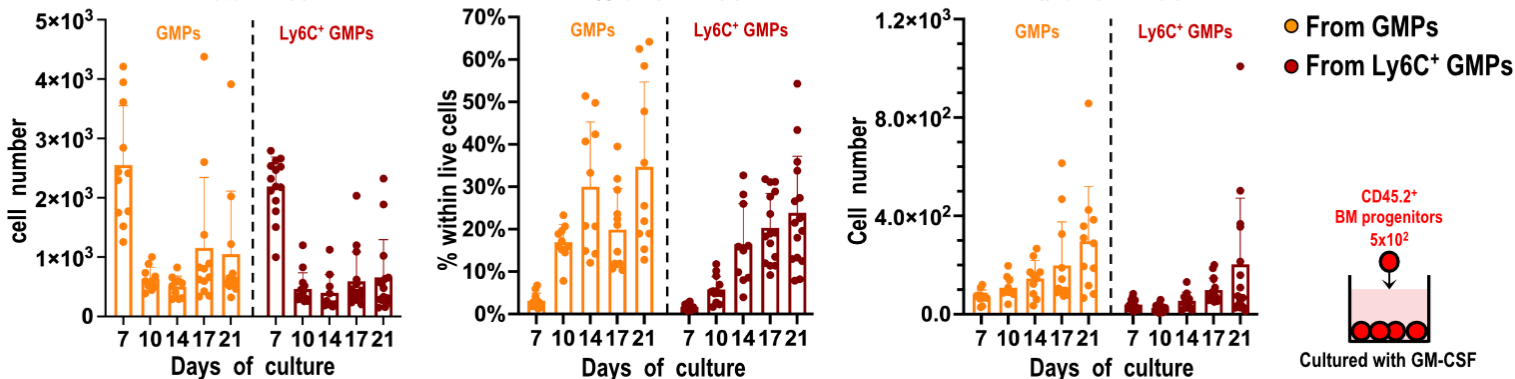

CD45.2⁺
BM progenitors
5x10²

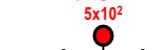

Cultured with GM-CSF

C

Day 7 Day 14 Day 21

Day 7 Day 14 Day 21

BM MDP
(CD45.2⁺)

BM GMP
(CD45.2⁺)

CD11b

MHC II

GM-DCs

MHC II

GM-DCs

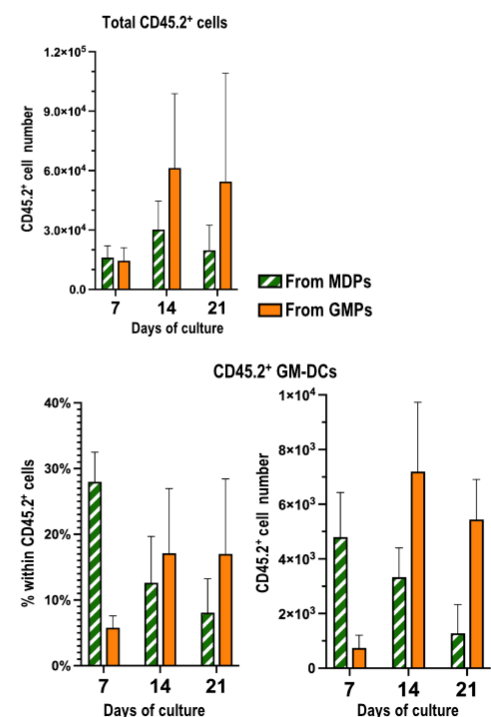

BM fillers
with BM MDP
(CD45.1⁺)

BM fillers
with BM GMP
(CD45.1⁺)

CD11b

MHC II

CD11c

MHC II

GM-DCs

GM-DCs

Supplementary Figure 5. Distinct progenitor subsets follow different GM-DC differentiation kinetics from culture without BM fillers.

(A) Representative flow cytogram and cell number of time-course culture of BM GMPs and BM MDPs without BM fillers under 5% GM-CSF-conditioned medium. Sorted cells were seeded at a density of 1×10^3 cells in 24-well plate. Representative data are shown from 3 independent experiments in triplicate.

(B) Cell number and proportion of time-course culture of BM GMPs and Ly6C⁺ GMPs without BM fillers under 5% GM-CSF-conditioned medium. Sorted cells were seeded at a density of 5×10^2 cells in 48-well plate. Representative data are shown from 3 independent experiments in quadruplicate.

(C) Representative flow cytogram and cell number of time-course culture of BM GMPs and BM MDPs with twofold higher cell numbers. Sorted CD45.2⁺ progenitor cells were seeded at a density of 1×10^3 cells and BM filler cells were seeded at a density of 1×10^5 cells in 24-well plate. Representative data are shown from 3 independent experiments in triplicate. Error bars indicate mean $\pm$ SD across multiple samples.

A

Culture of enriched Lin⁺CD117⁺ myeloid progenitors with GM-CSF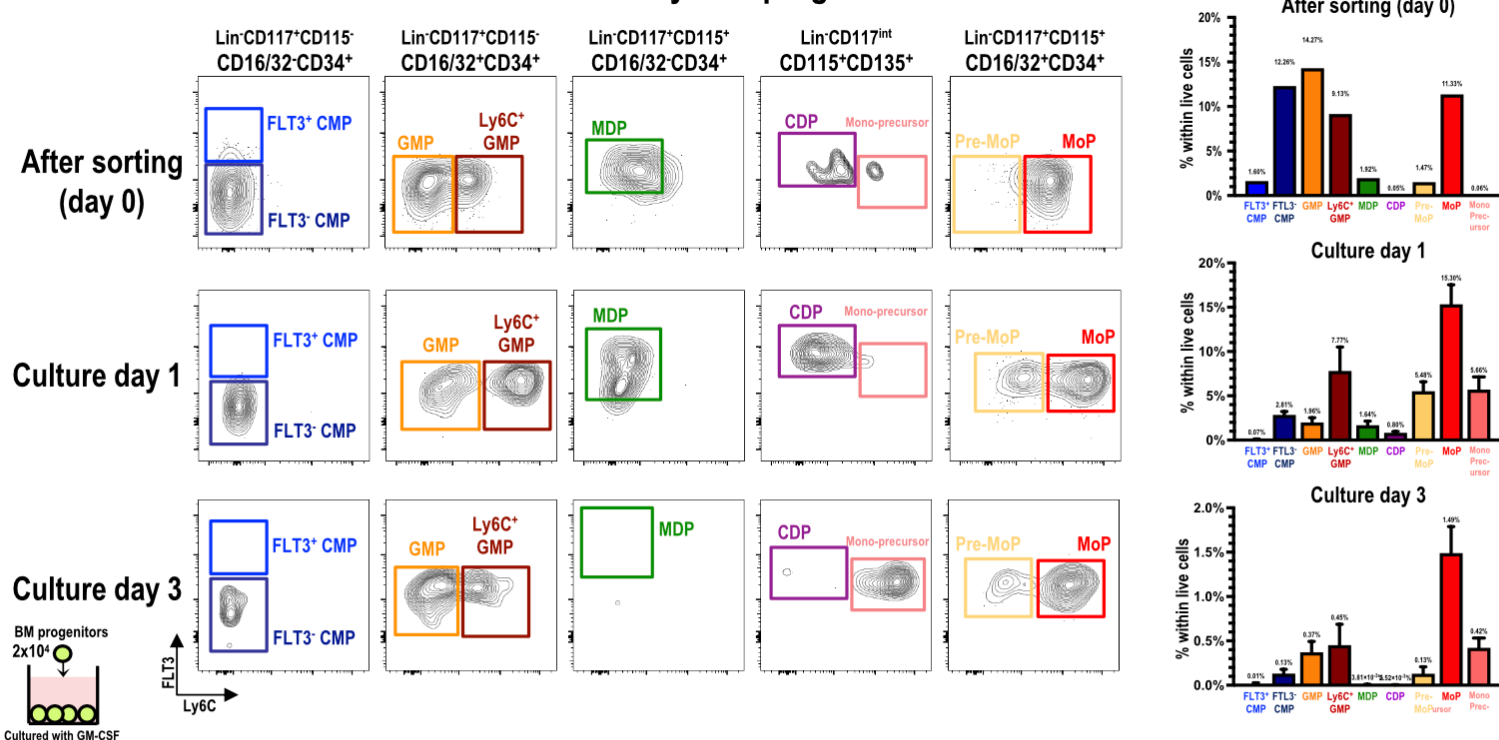

B

FLT3⁺ CMPs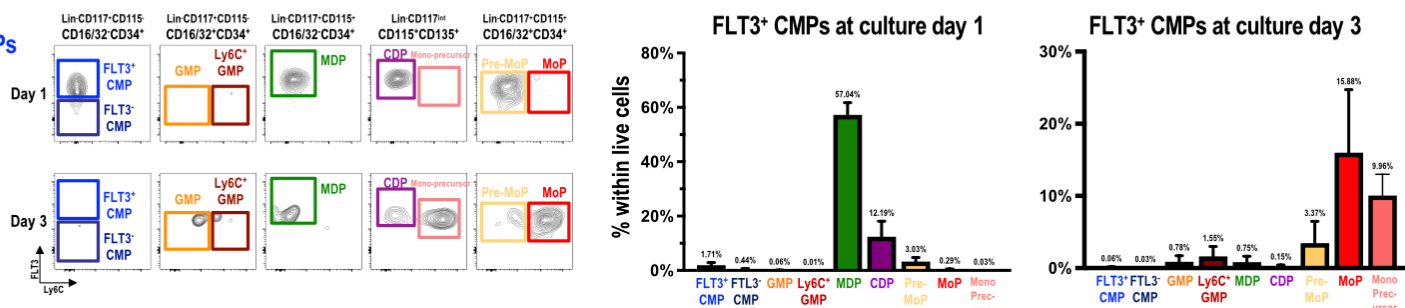

C

MDPs

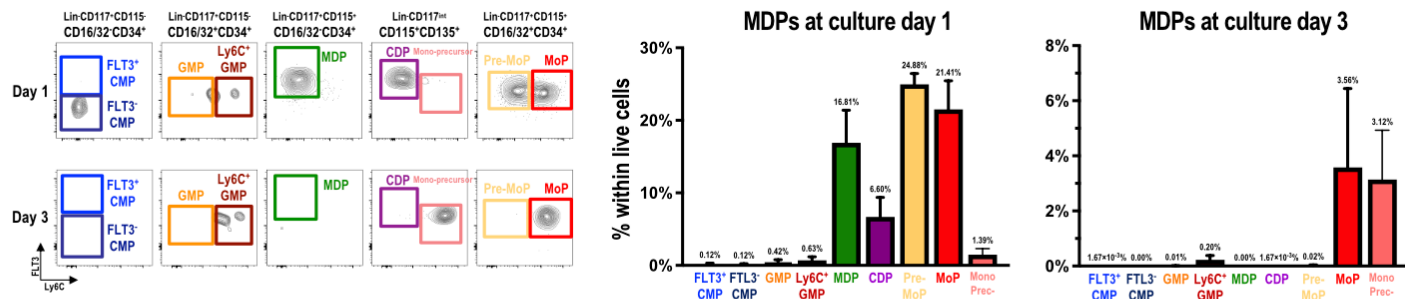

D

FLT3⁻ CMPs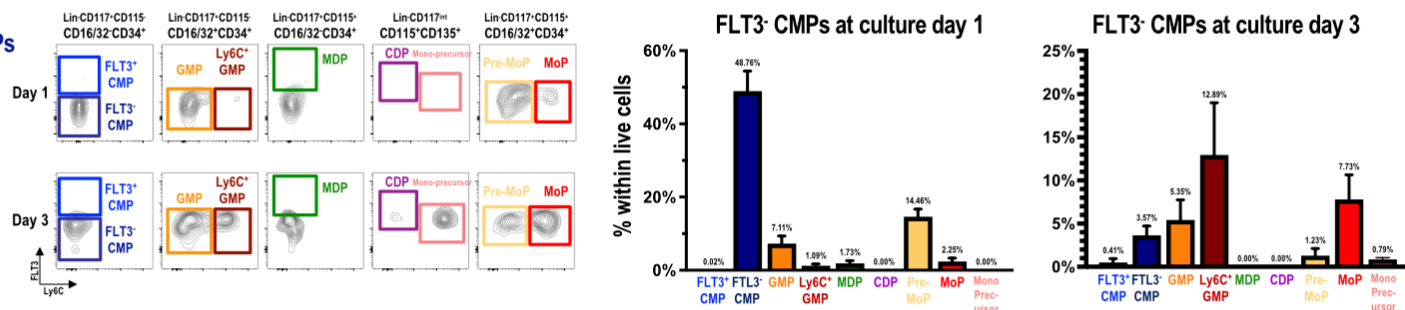

E

GMPs

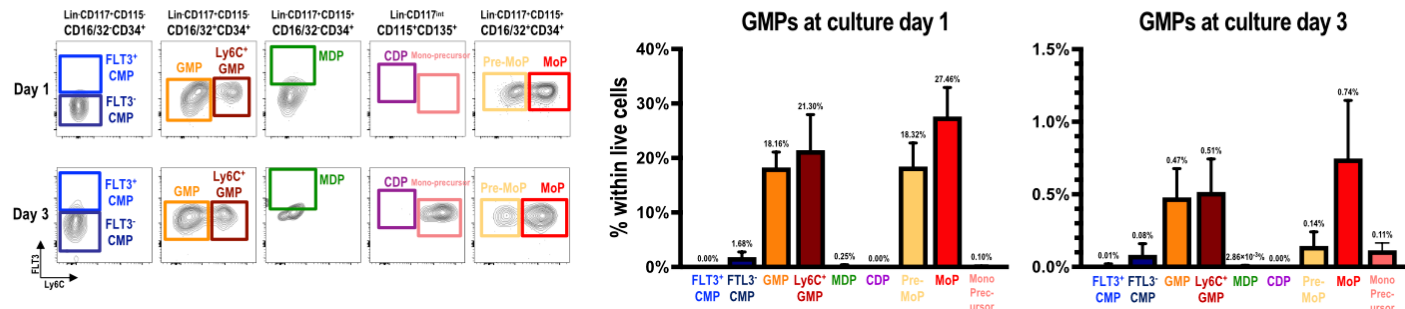

Supplementary Figure 6. Flow cytometric analysis of BM myeloid progenitors under short-term GM-CSF culture conditions.

(A) Representative flow cytograms and quantification of myeloid progenitors from Lin⁻Sca-1⁻CD127⁻CD117⁺ enriched BM cells cultured with 3% GM-CSF-conditioned medium for 0, 1 or 3 days. Enriched cells were seeded at a density of 2×10^4 cells and cultured for 1 or 3 days in 24-well plates.

(B–E) Representative flow cytograms and bar graphs showing the differentiation outcomes of sorted (B) FLT3⁺ CMPs, (C) FLT3⁻ CMPs, (D) MDPs, and (E) GMPs after 1 or 3 days of culture with GM-CSF. Each progenitor population was seeded at a density of 3×10^3 - 5×10^3 cells and cultured for 1 or 3 days in 48-well plates. Data shown from three independent experiments performed in duplicate. Error bars indicate mean $\pm$ SD.

Supp Figure 7

A

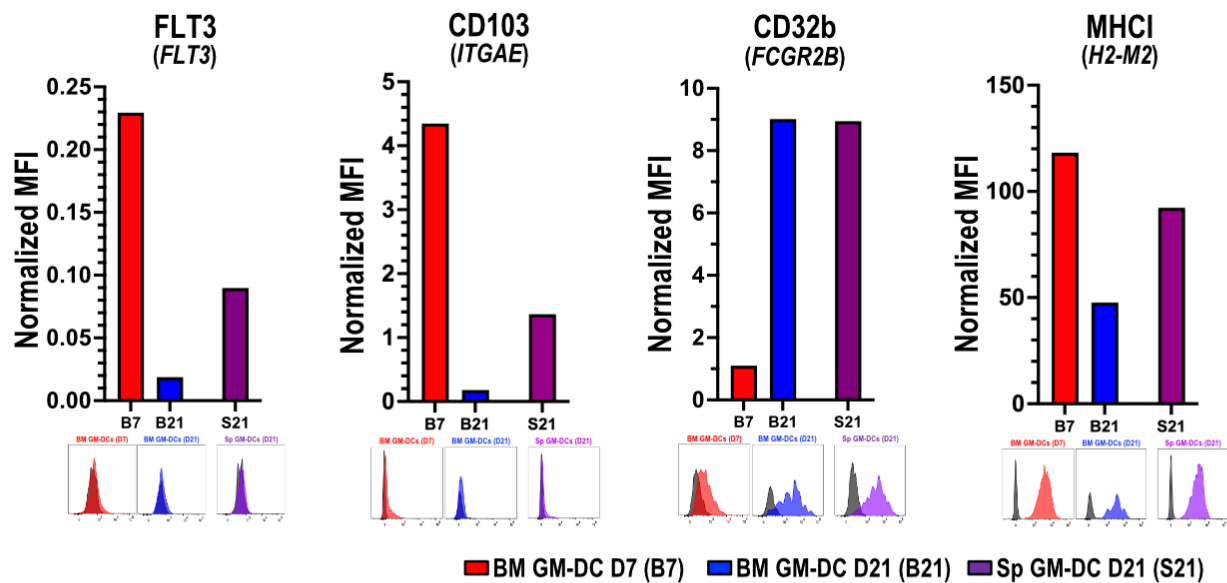

B

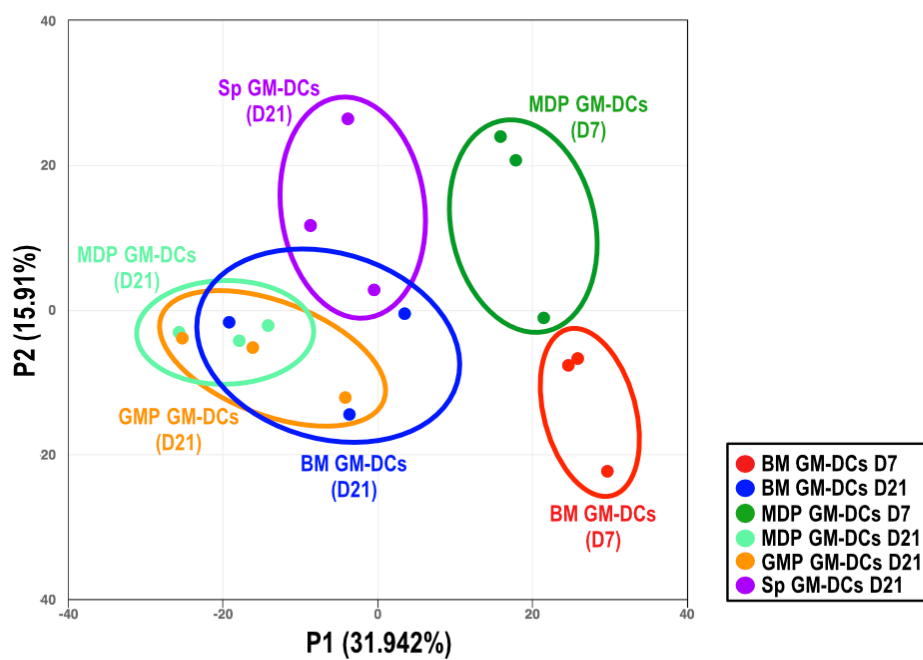

C

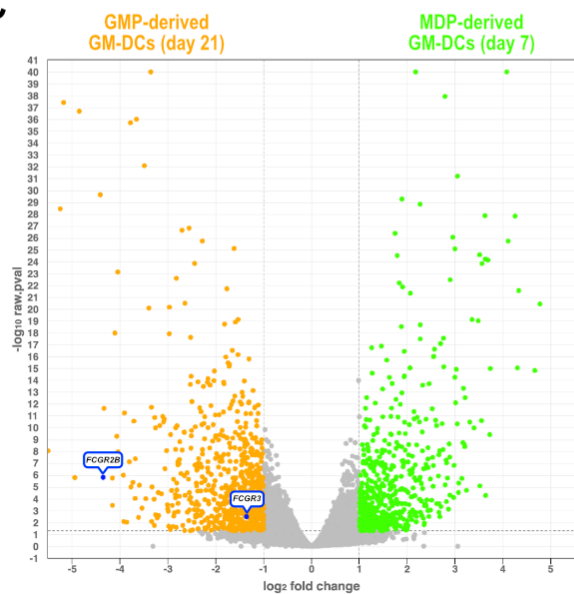

D

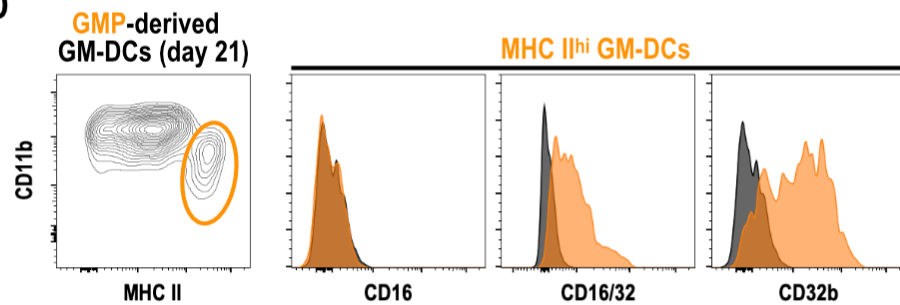

Supplementary Figure 7. Transcriptomic and phenotypic characterization of developmentally distinct MDP- and GMP-derived GM-DC subsets.

(A) Flow cytometric validation of selected surface markers identified in DEG analysis. Normalized Mean fluorescence index (MFI) values of four representative markers from each subset are shown. Normalized MFI was calculated by subtracting the isotype control mean fluorescence from the sample mean fluorescence, and then dividing the result by the isotype control mean. Representative flow cytometric histograms are shown with isotype controls overlaid in gray. Representative data are shown from two independent experiments.

(B) Principal component analysis (PCA) of bulk RNA-seq data from GM-DCs sorted at day 7 and day 21. DCs were collected from splenocyte cultures (day 21), BM cultures (day 7 and 21) and from cultures of sorted MDPs (day 7 and day 21) or GMPs (day 21) under GM-CSF conditions.

(C) Volcano plot of bulk RNA-seq data comparing MDP-derived GM-DCs (day 7) and GMP-derived GM-DCs (day 21). Selected genes (*FCGR2B*, *FCGR3*) are highlighted with blue dot.

(D) Representative Flow cytograms of GMP-derived cells cultured with GM-CSF. Overlaid black histograms represent the fluorescence-minus-one (FMO) controls.

Supp Figure 8

A

MDP GM-DCs at culture day 7

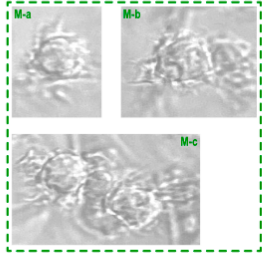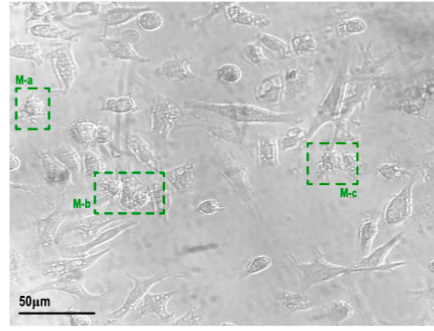

B

GMP GM-DCs at culture day 21

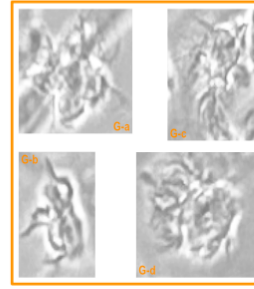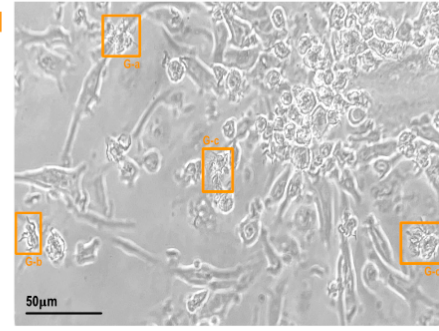

C

MDP GM-DCs (day 7)

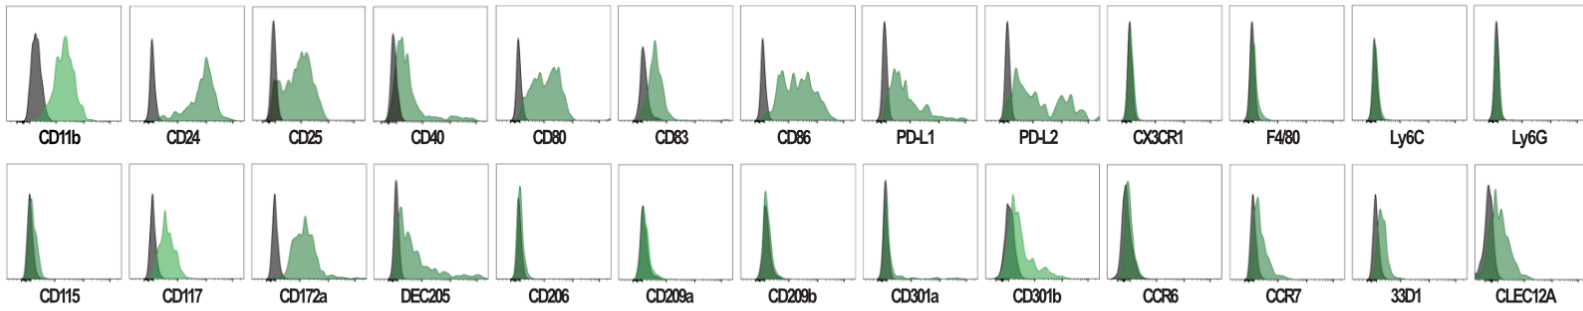

D

GMP GM-DCs (day 21)

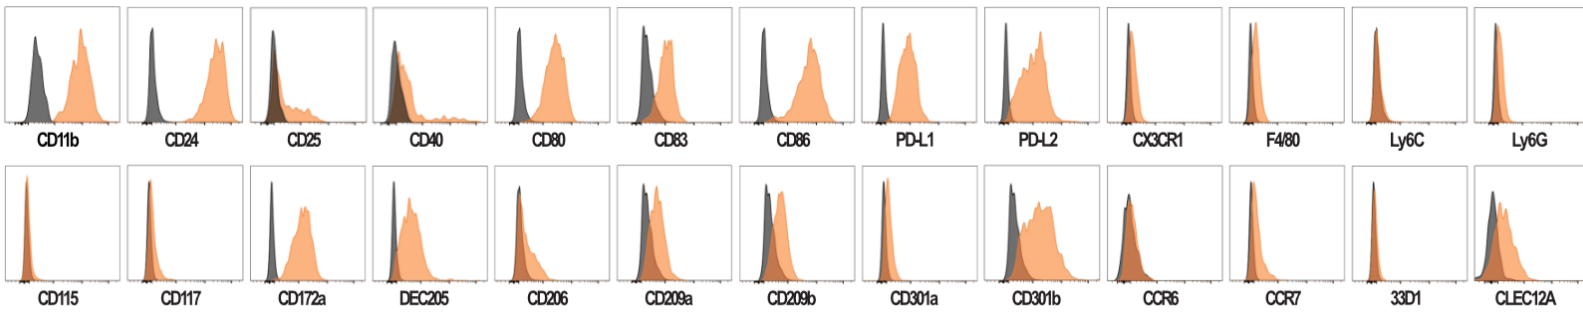

Supplementary Figure 8. Morphology and surface marker expression of MDP GM-DCs (day 7) and GMP GM-DCs (day 21).

(A–B) Representative phase-contrast micrographs showing the morphology of (A) MDP GM-DCs at day 7 and (B) GMP GM-DCs at day 21 of culture. Images were captured at 200x magnification. Scale bars: 50 μ m.

(C–D) Flow cytometric histograms of various myeloid markers. Representative flow cytometric histograms are shown with isotype controls overlaid in gray. Representative data are shown from two independent experiments.

Supp Figure 9

A

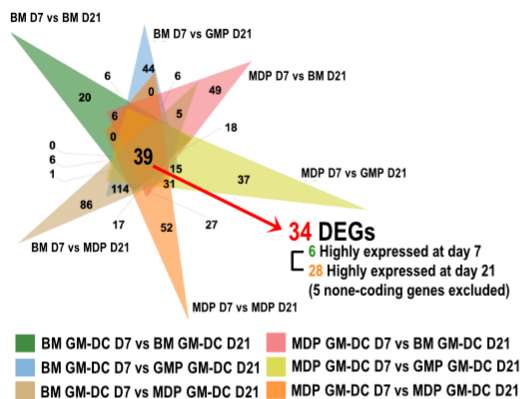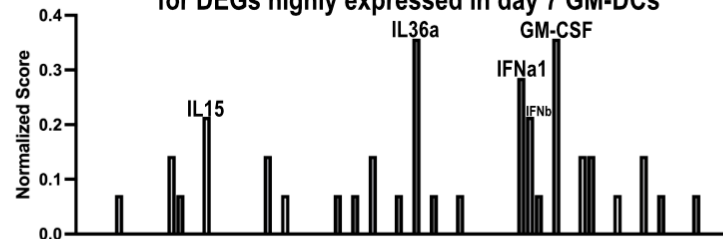

Top 10 cytokines

Cytokine	Normalized Score
GM-CSF	0.357
IL36a	0.357
IFNa1	0.286
IFNb	0.214
IL15	0.214
IL10	0.143
IL18	0.143
IL3	0.143
LIF	0.143
M-CSF	0.143

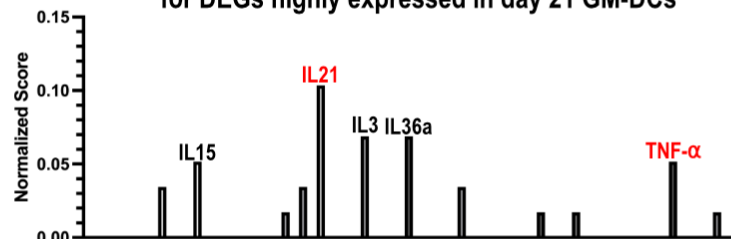

Top 10 cytokines

Cytokine	Normalized Score
IL21	0.103
IL3	0.069
IL36a	0.069
IL15	0.052
TNF- α	0.052
IL10	0.034
IL2	0.034
IL9	0.034
GM-CSF	0.017
IFN α 1	0.017

Red: Not Overlapping with day 7

B

C

BM GM-DCs on day 21
with IL-21 neutralization

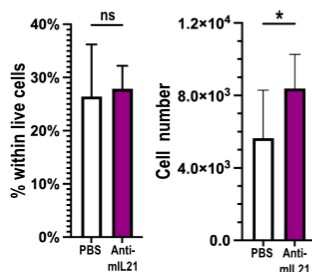

BM GM-DCs on day 21
with TNF- α neutralization

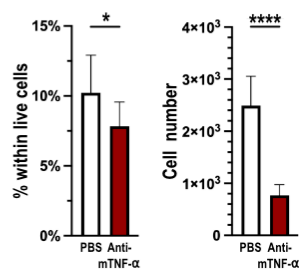

D

E

**Mouse TNF- α
in BM culture with GM-CSF**

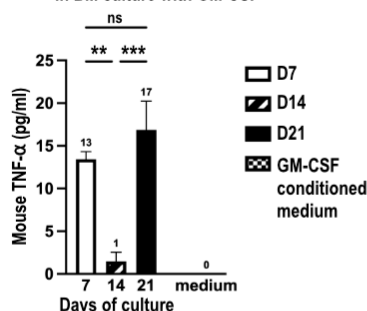

**Positive regulation
of TNF production**
(GO:0032760)

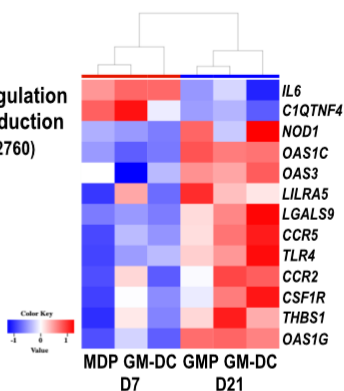

F

BM GM-DC culture with/without TNF- α

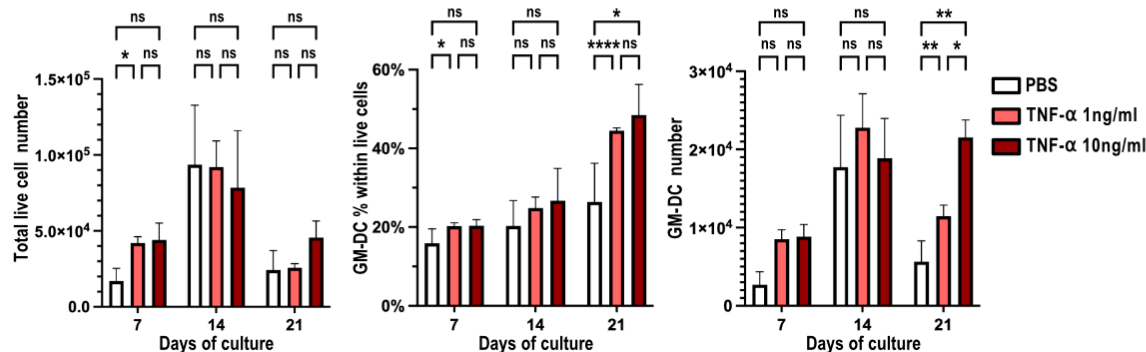

Supplementary Figure 9. TNF- α promotes the differentiation of CD32b⁺ GM-DCs.

(A) Bioinformatic prediction of key cytokines involved in GM-DC differentiation. Genes significantly upregulated in GM-DCs on day 7 versus day 21 (fold change > 4, $p < 0.01$) were used as input for a cytokine prediction analysis (Immune Dictionary™). Cytokines were ranked based on a normalized score. Normalized score derived from categorical binning of gene-level expression (0 = low, 1 = intermediate, 2 = high).

(B) Effect of IL-21 neutralization on GM-DC generation. BM cells (1×10^5) were cultured with 3% GM-CSF-conditioned medium and treated with either PBS or an anti-mouse IL-21 antibody (10 $\mu\text{g/mL}$). The frequency and number of DCs were assessed on day 21.

(C) Effect of TNF- α neutralization on GM-DC generation. BM cells (5×10^4 cells/well) were cultured with 3% GM-CSF-conditioned medium and treated with either PBS or an anti-mouse TNF- α antibody (10 $\mu\text{g/mL}$). The frequency and number of DCs were analyzed on day 21.

(D) Quantification of TNF- α in culture supernatants. Supernatants from BM cultures with 3% GM-CSF-conditioned medium (1×10^5 cells/well) were harvested on days 7, 14, and 21 and analyzed by ELISA. Medium containing only GM-CSF served as the control. Data are from two independent experiments.

(E) Heatmap of genes associated with the Gene Ontology (GO) term “Positive regulation of TNF production” (GO:0032760), comparing day 7 MDP-derived GM-DCs with day 21 GMP-derived GM-DCs.

(F) Effect of exogenous TNF- α on BM cultures. BM cells (5×10^4 cells/well) were cultured with 3% GM-CSF-conditioned medium and treated with the indicated concentrations of recombinant mouse TNF- α . Total cell number, DC frequency, and absolute DC number were quantified on days 7, 14, and 21. Data are representative of two independent experiments performed in triplicate. Statistical significance was determined using a two-way ANOVA followed by Tukey’s multiple comparison test. Error bars represent mean $\pm$ SD. ns, not significant; *, $p \leq 0.05$; **, $p \leq 0.01$; ***, $p \leq 0.001$; ****, $p \leq 0.0001$.

A

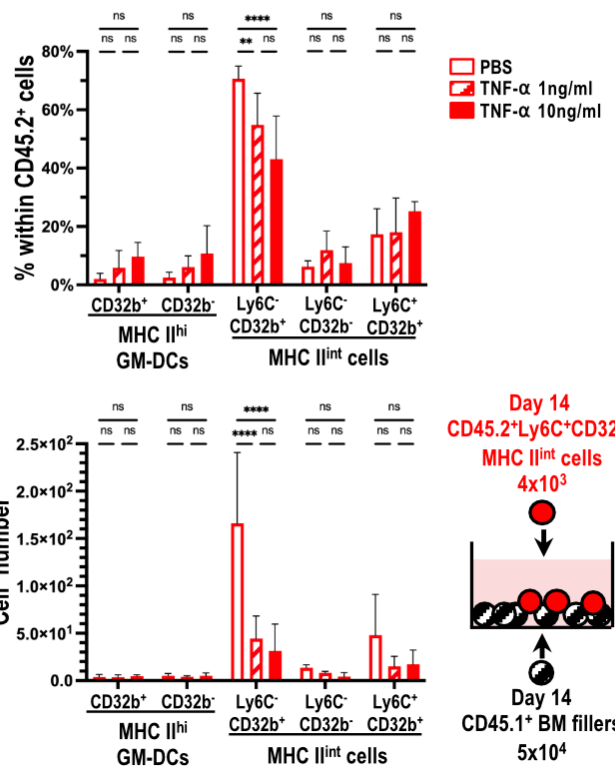

Supplementary Figure 10. Sorting purity and co-culture of CD32b⁺ and CD32b⁻ MHC II^{int} subsets from BM culture with GM-CSF.

(A) Sorting purity of pre-DC candidates. CD32b⁺ pre-GM-DC (MHC II^{int}Ly6C⁻CD32b⁺) and CD32b⁻ pre-GM-DC (MHC II^{int}Ly6C⁻CD32b⁻) populations are sorted from 14-day cultured BM with 3% GM-CSF-conditioned medium.

(B-C) Representative flow cytograms of co-cultured (B) CD32b⁺ and (C) CD32b⁻ MHC II^{int} populations with 14-day cultured CD45.1⁺ BM fillers and GM-CSF.

(D) Representative flow cytograms and quantification of co-cultured Ly6C⁺CD32b⁺ populations with 14-day cultured CD45.1⁺ BM fillers and GM-CSF. Representative flow cytograms are shown. Data are shown from two independent experiments in triplicate. Statistical significance was determined using a two-way ANOVA followed by Tukey's multiple comparison test. Error bars indicate mean $\pm$ SD across triplicate samples. *, $p \leq 0.05$; **, $p \leq 0.01$; ***, $p \leq 0.001$; ****, $p \leq 0.0001$.

A

CD8⁺ V α 2⁺ OT-I T cells

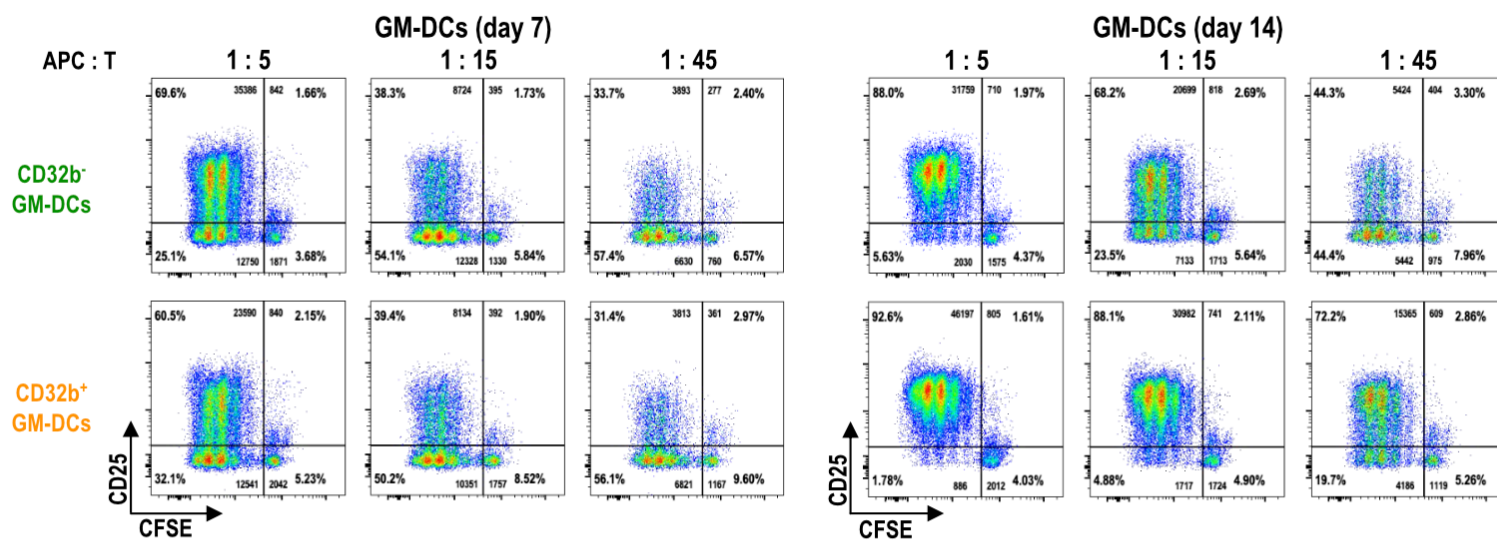

B

CD4⁺ V α 2⁺ OT-II T cells

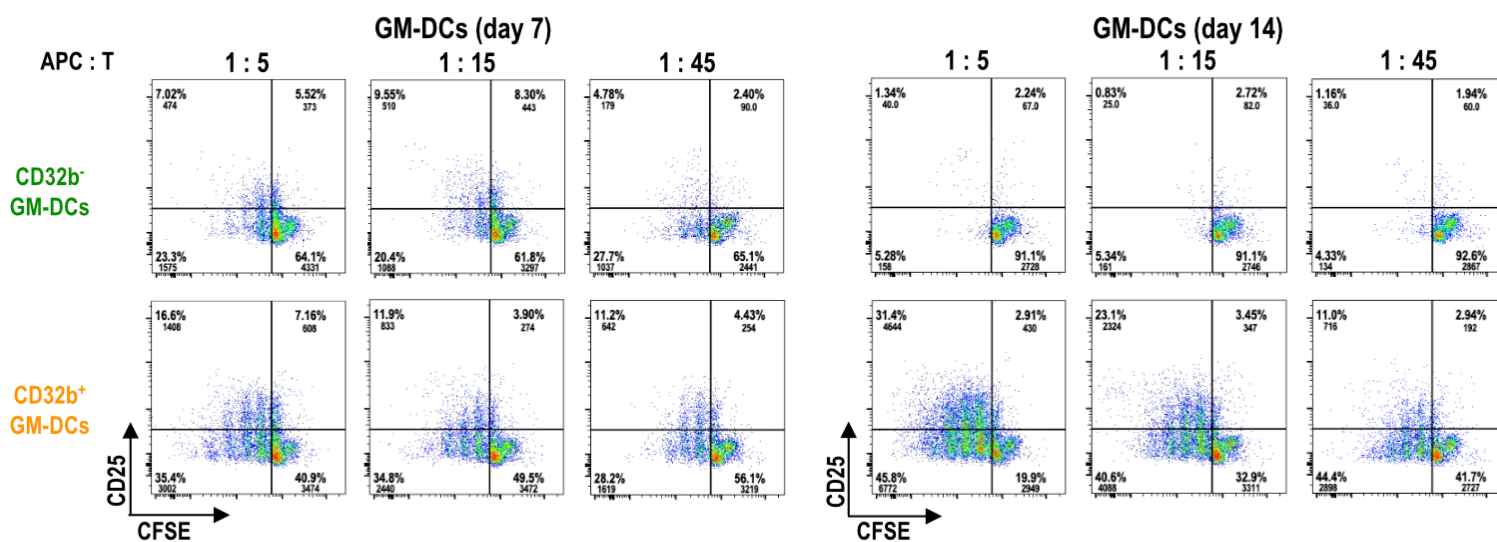

C

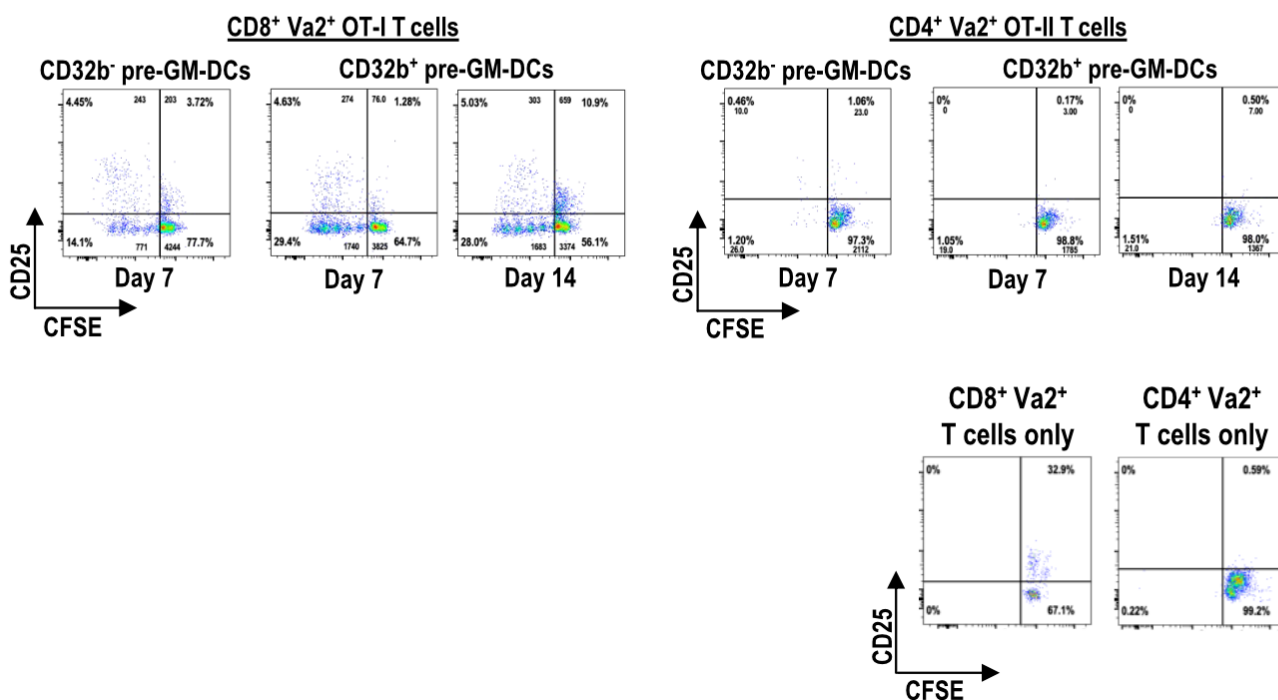

Supplementary Figure 11. Representative flow cytograms of antigen presentation by GM-DCs in Figure 6.

(A–B) Representative flow cytograms of (A) OT-I (CD8⁺) and (B) OT-II (CD4⁺) T cell proliferation in response to CD32b⁺ or CD32b⁻ GM-DCs sorted at day 7 or 14.

(C) Representative flow cytograms of T cell priming assay using pre-GM-DC populations and T cells only. Ly6C⁻CD32b⁻ and Ly6C⁻CD32b⁺ pre-GM-DCs were co-cultured with OT-I (CD8⁺) and OT-II (CD4⁺) T cells at a 1:5 ratio.

Supp Figure 12

A

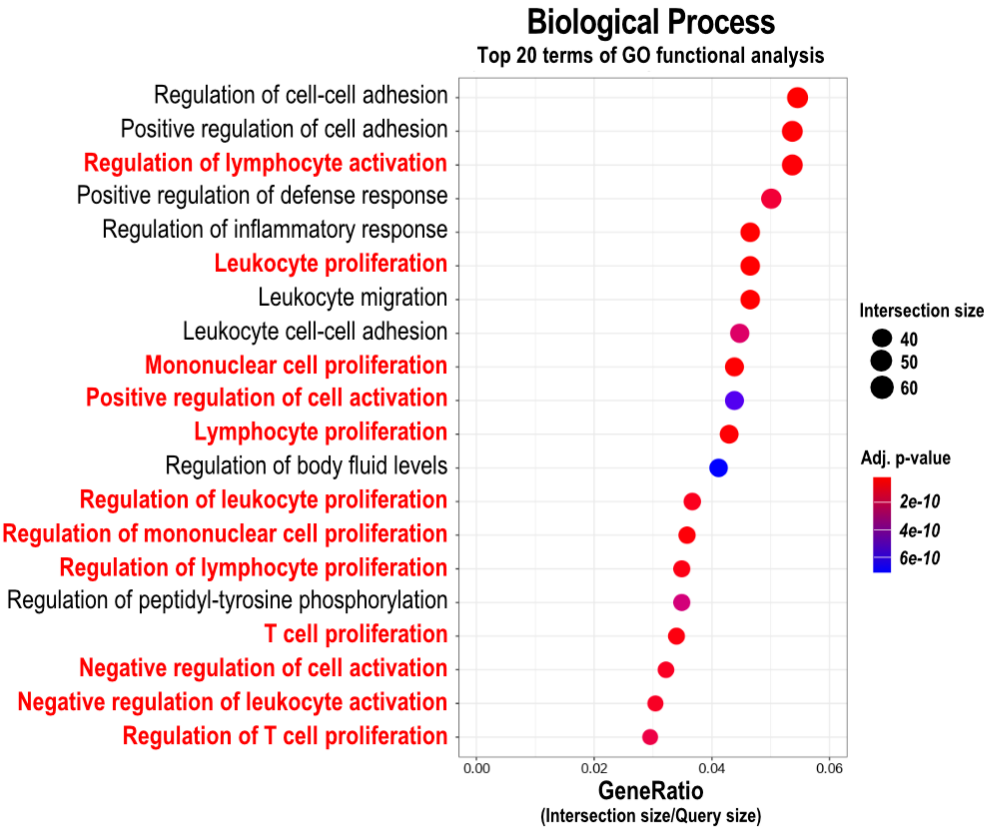

B

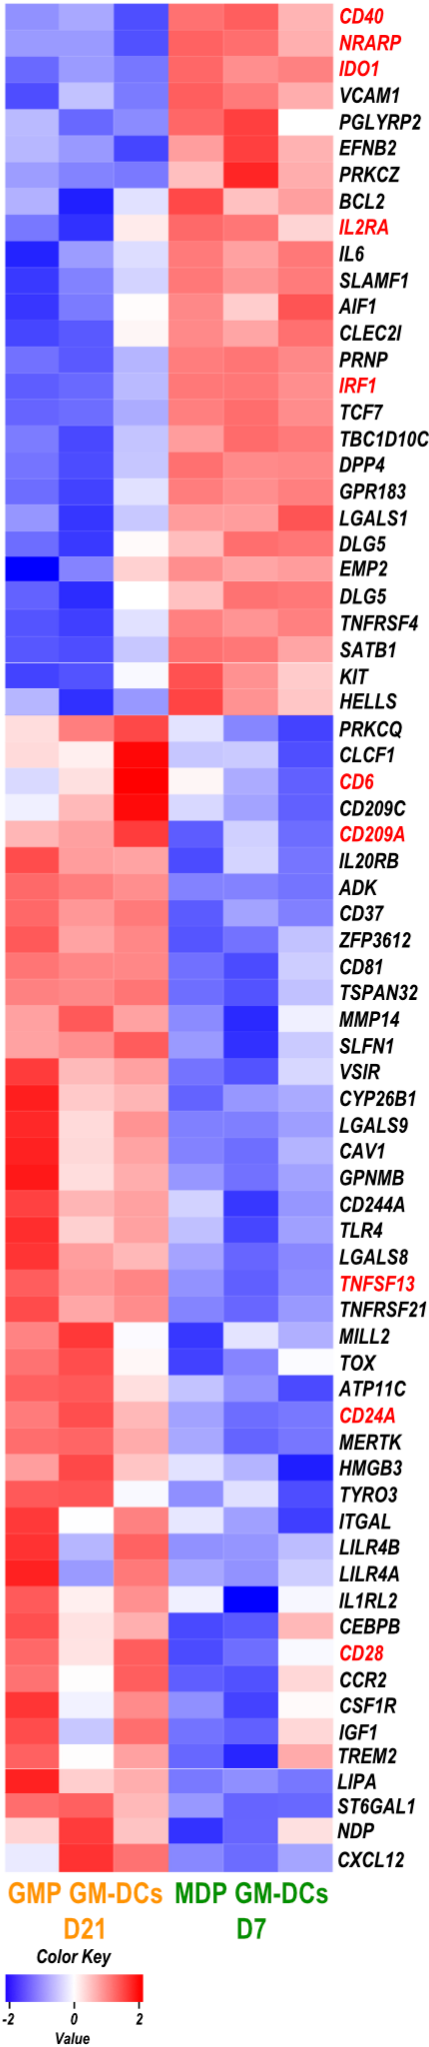

Supplementary Figure 12. Transcriptional and functional differences between GM-DCs on day 7 or day 21 revealed by GO analysis.

(A) Gene ontology:Biological process enrichment analysis (GO:BP) from differentially expressed genes between MDP GM-DCs (day 7) and GMP GM-DCs (day 21). Top 20 enriched terms are shown after size-based filtering.

(B) Heatmap of genes associated with the activation and proliferation-associated GO terms from (A).

Supp Figure 13

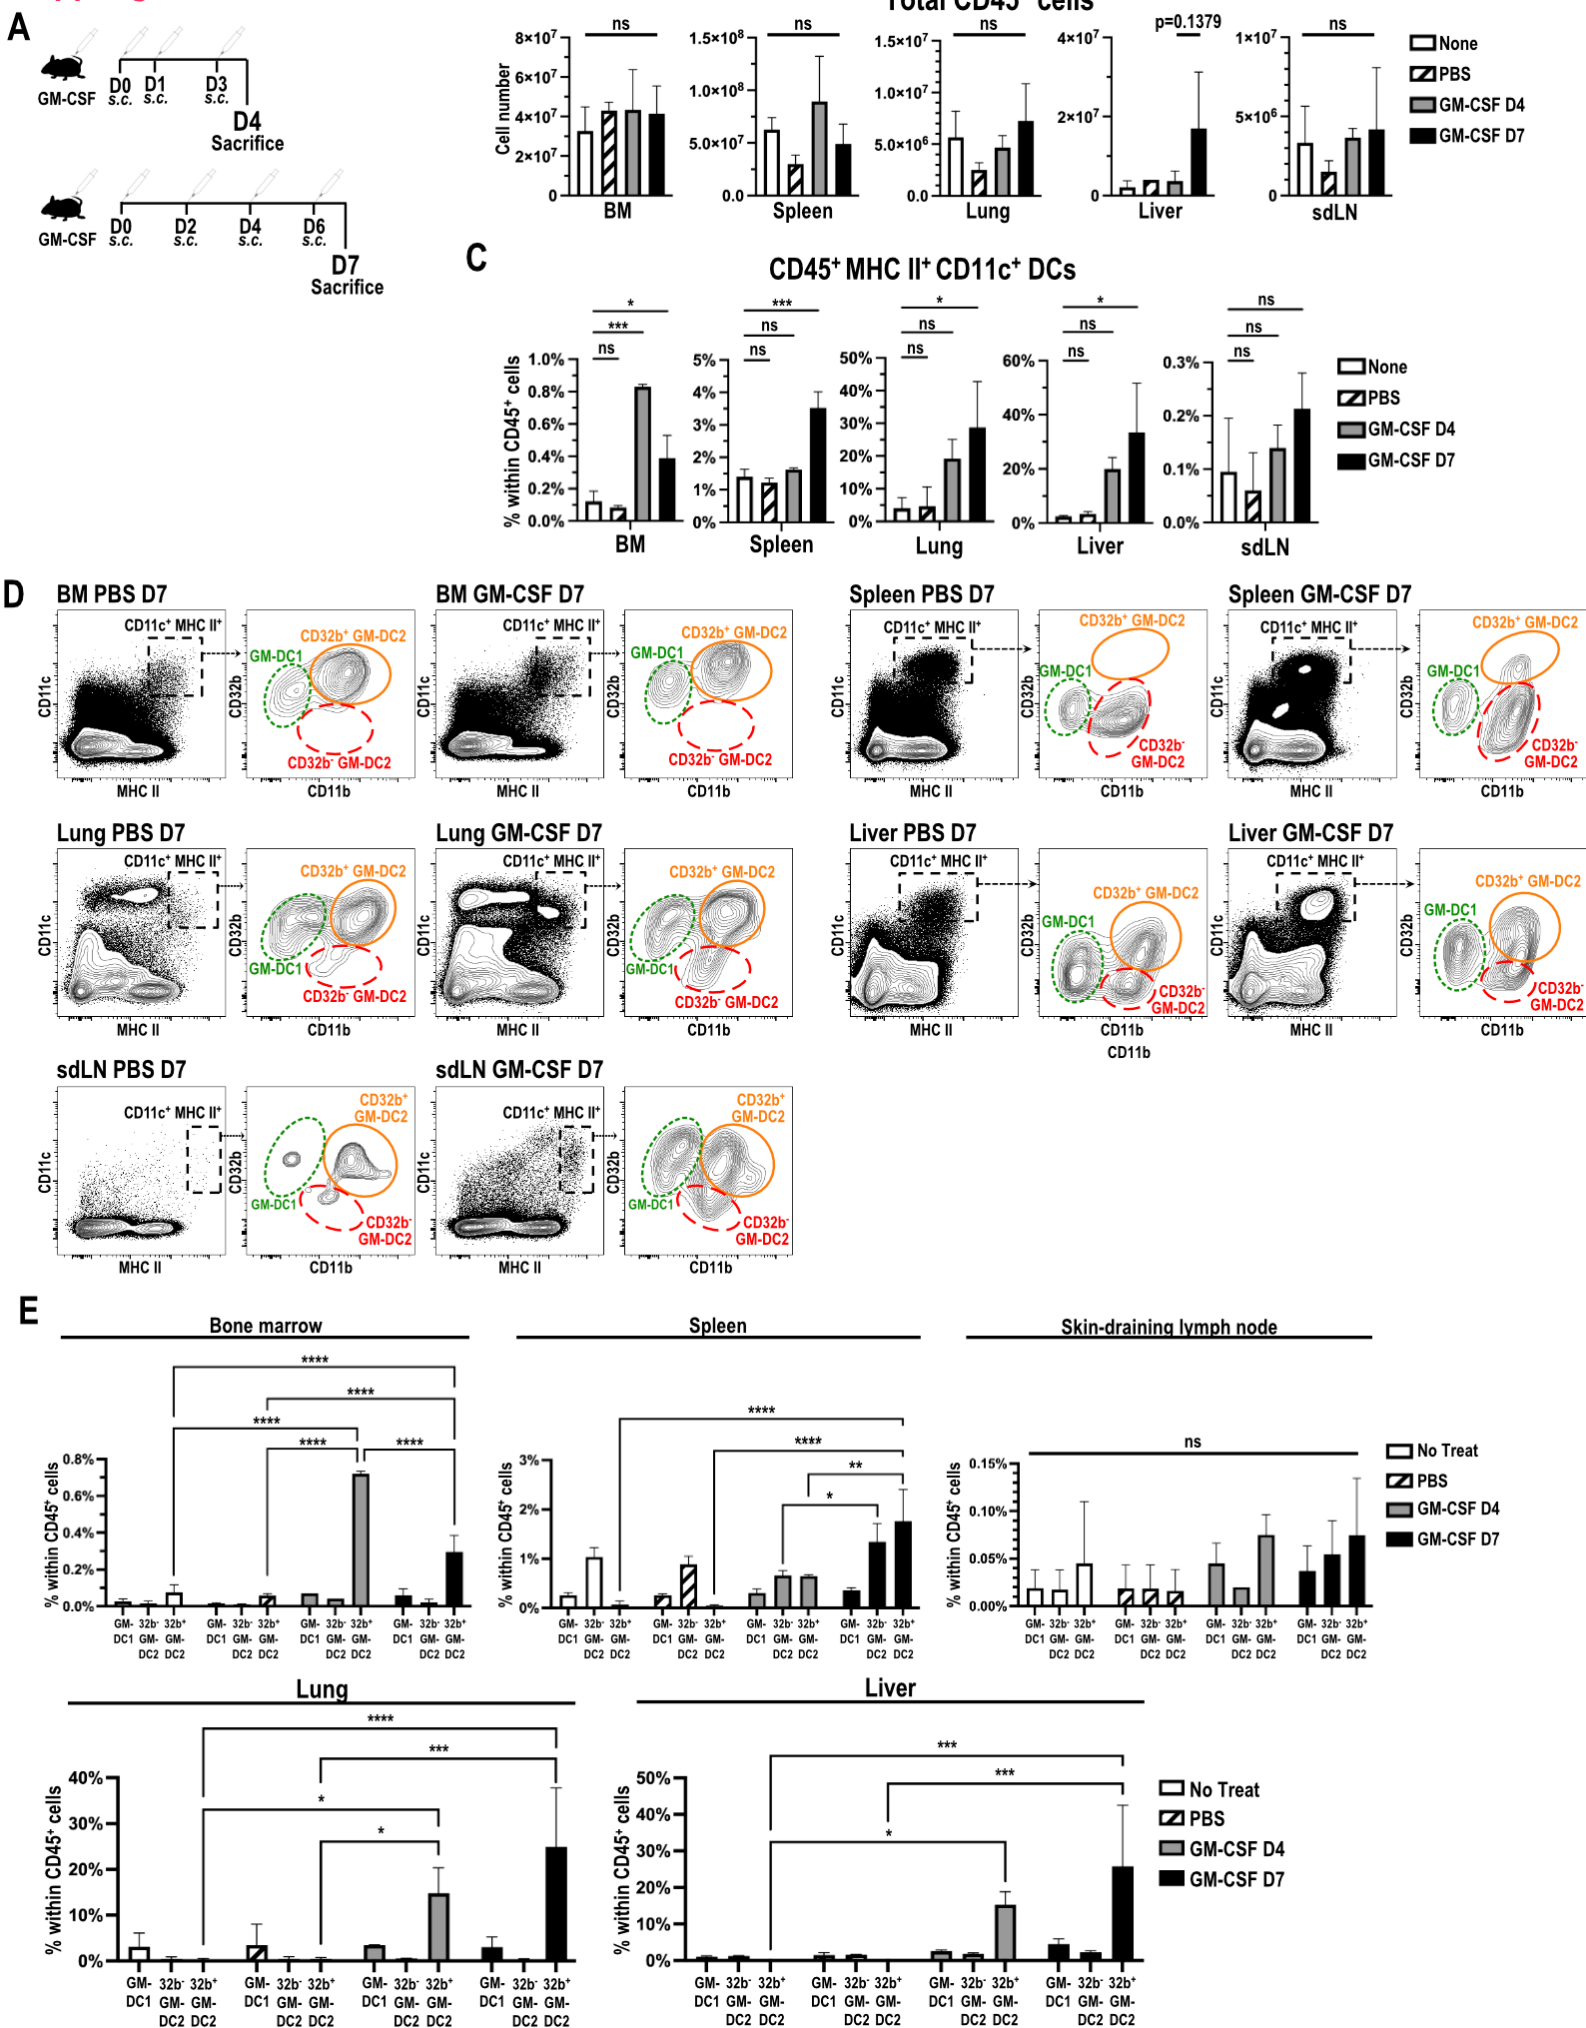

Supplementary Figure 13. Organ-specific kinetics of DC subset generation following *in vivo* GM-CSF administration.

(A) Scheme of the experimental design. Mice were subcutaneously injected with recombinant mouse GM-CSF, and organs were harvested on day 4 or day 7 for flow cytometric analysis.

(B) Total number of CD45⁺ cells in the BM, spleen, lung, liver, and skin-draining lymph nodes (sdLNs) on day 4 and day 7 post-injection.

(C) Percentage of MHC II⁺CD11c⁺ DC populations within CD45⁺ cells in the BM, spleen, lung, liver, and sdLNs on day 4 and day 7 post-injection.

(D) Representative flow cytogram of MHC II⁺CD11c⁺ DC subsets in various organs on day 7. MHC II⁺CD11c⁺ DC subsets were classified as CD11b⁻ GM-DC1s, CD11b⁺CD32b⁻ GM-DC2s, and CD11b⁺CD32b⁺ GM-DC2s.

(E) DC subsets within the indicated organs on day 4 and day 7. Data are representative of two independent experiments with two biological replicates per group. Statistical significance was determined using a two-way ANOVA followed by Tukey's multiple comparison test. Error bars represent mean $\pm$ SD. ns, not significant; *, $p \leq 0.05$; **, $p \leq 0.01$; ***, $p \leq 0.001$; ****, $p \leq 0.0001$.

Supp Figure 14

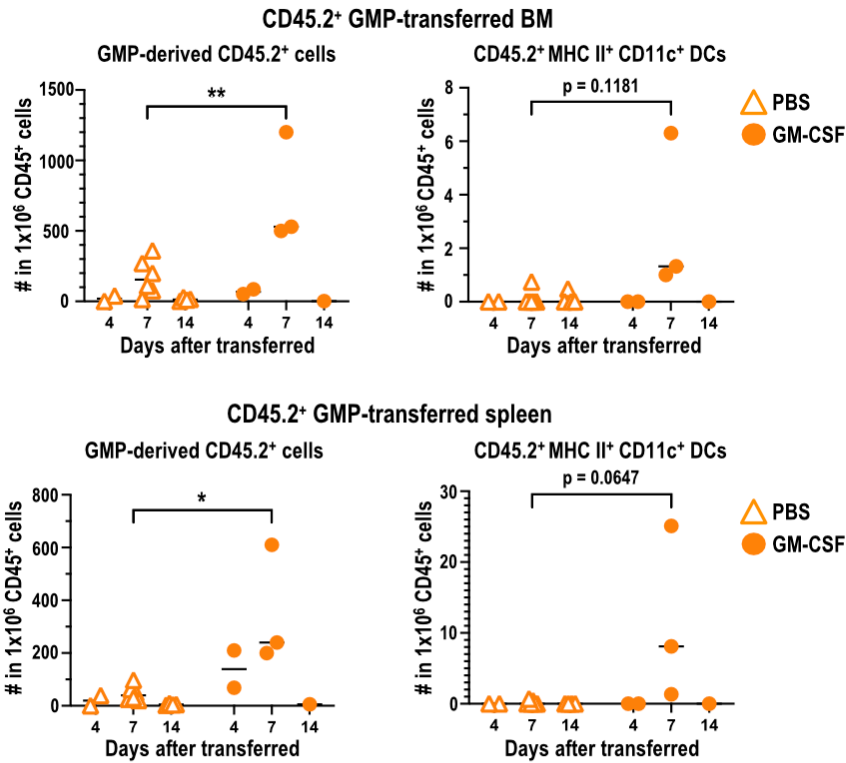

Supplementary Figure 14. Kinetics of adoptively transferred GMP-derived DC generation in BM and spleen following GM-CSF treatment. Cell number of CD45.2⁺ GMP-derived cell and MHC II⁺CD11c⁺ DC counts in the BM and spleen following GM-CSF administration at day 4, 7, or 14.

Supp Figure 15

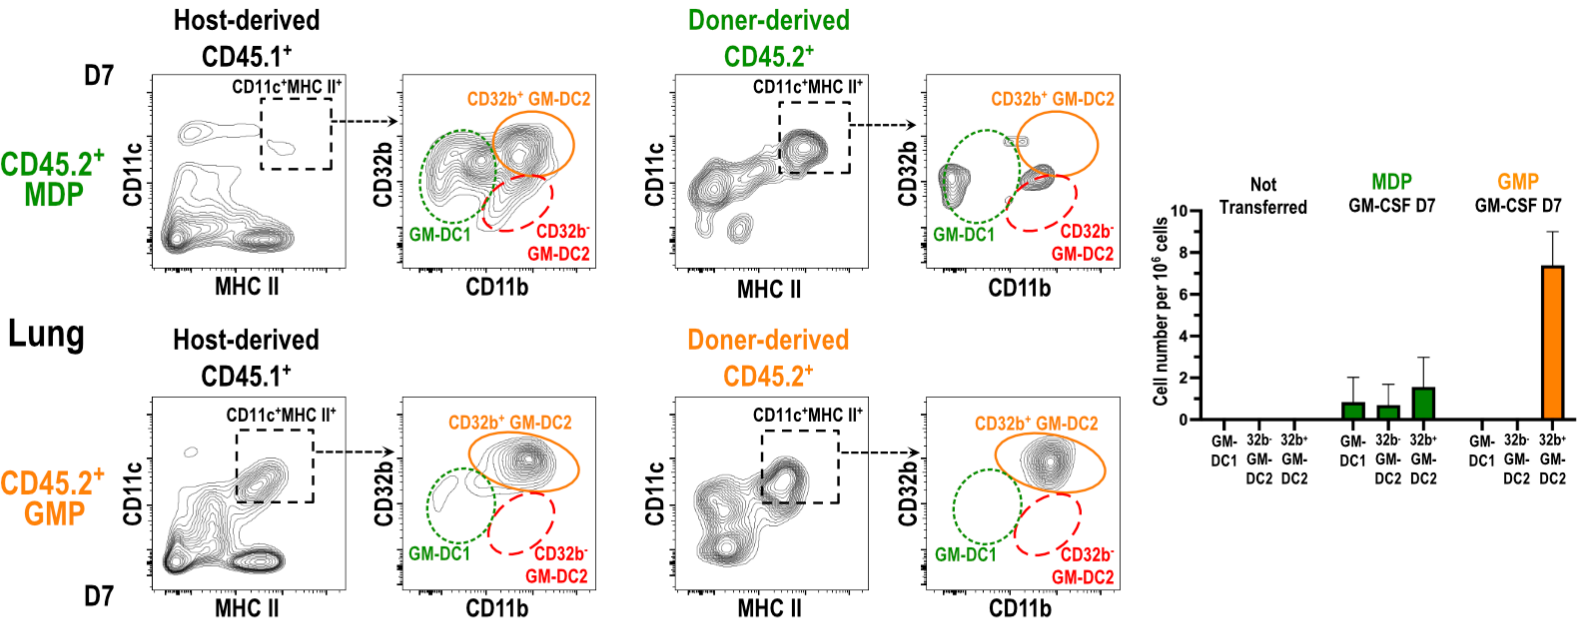

Supplementary Figure 15. Adoptively transferred GMP and MDP in lung at day 7 following GM-CSF treatment.

Representative flow cytograms and quantification of donor-derived lung DC subsets at day 7 following PBS or GM-CSF treatment. DCs were defined as MHC II⁺CD11c⁺ cells; CD11b⁻ cells as GM-DC1s, and CD11b⁺ GM-DC2s were further subdivided into CD32b⁻ and CD32b⁺ GM-DC2s. Donor cells were identified by CD45.2⁺ gating. Representative flow cytograms are shown. Error bars indicate mean $\pm$ SD across duplicate biological replicates. Data are representative of two independent experiments.

Supp Figure 16

A

CD45.2 sorted progenitor cells
Adoptive transfer *i.v.*

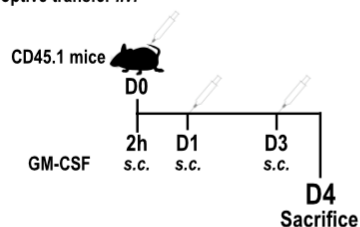

B

CD45⁺ MHC II⁺ CD11c⁺ DCs

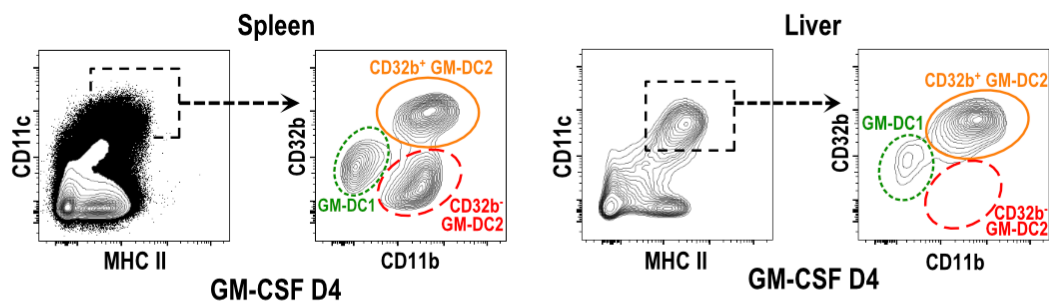

C

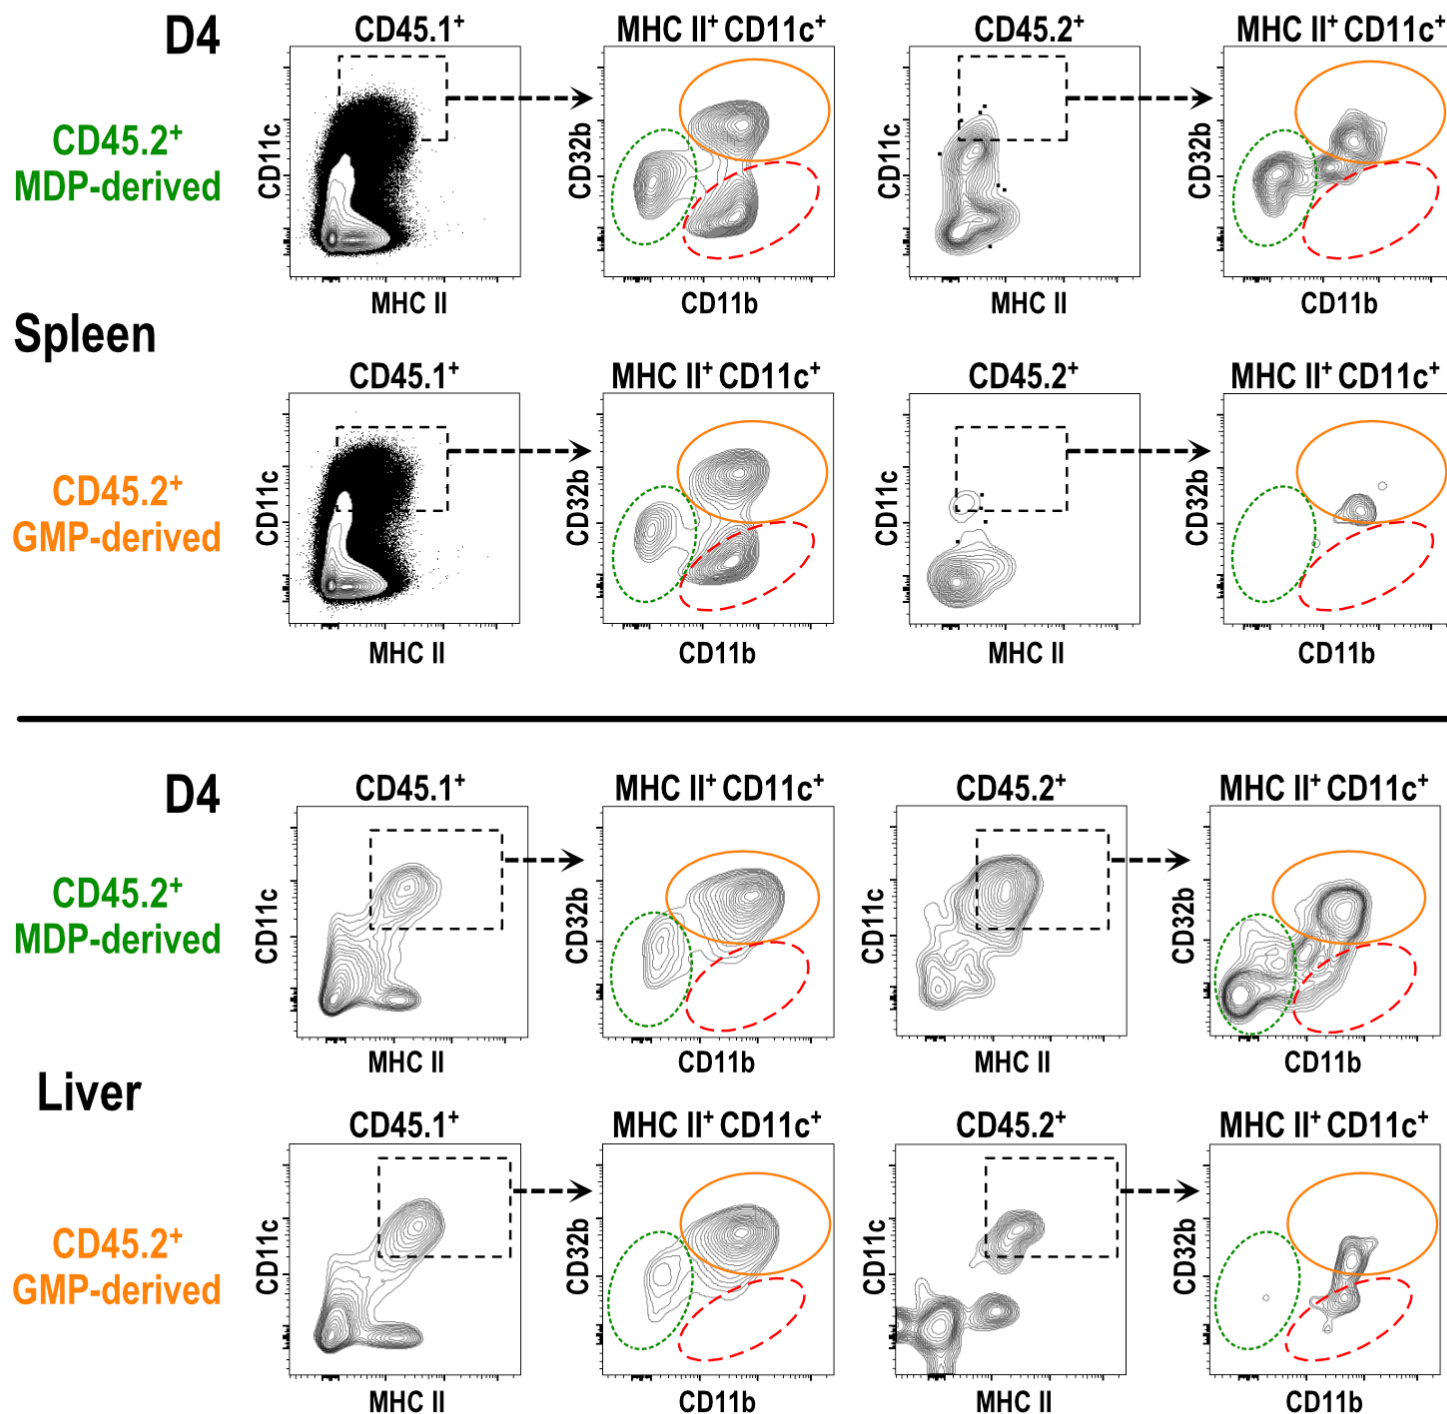

Supplementary Figure 16. Adoptively transferred GMP and MDP in spleen and liver at day 4 following GM-CSF treatment.

(A) Scheme of the *in vivo* adoptive transfer experiment. Sorted CD45.2⁺ GMPs or MDPs were transferred into CD45.1⁺ recipient mice, which were then treated with GM-CSF. Organs were harvested at day 4 for flow cytometric analysis.

(B) Representative flow cytograms of splenic and hepatic MHC II⁺CD11c⁺ DC subsets at day 4 following GM-CSF administration. Representative flow cytograms are shown. Data are representative of two independent experiments with two biological replicates per group.

(C) Representative flow cytograms of donor-derived splenic and hepatic GM-DC subsets on day 4. Donor cells were identified by CD45.2⁺ gating. Representative flow cytograms are shown. Data are representative of two independent experiments with two biological replicates per group. Error bars represent mean $\pm$ SD.

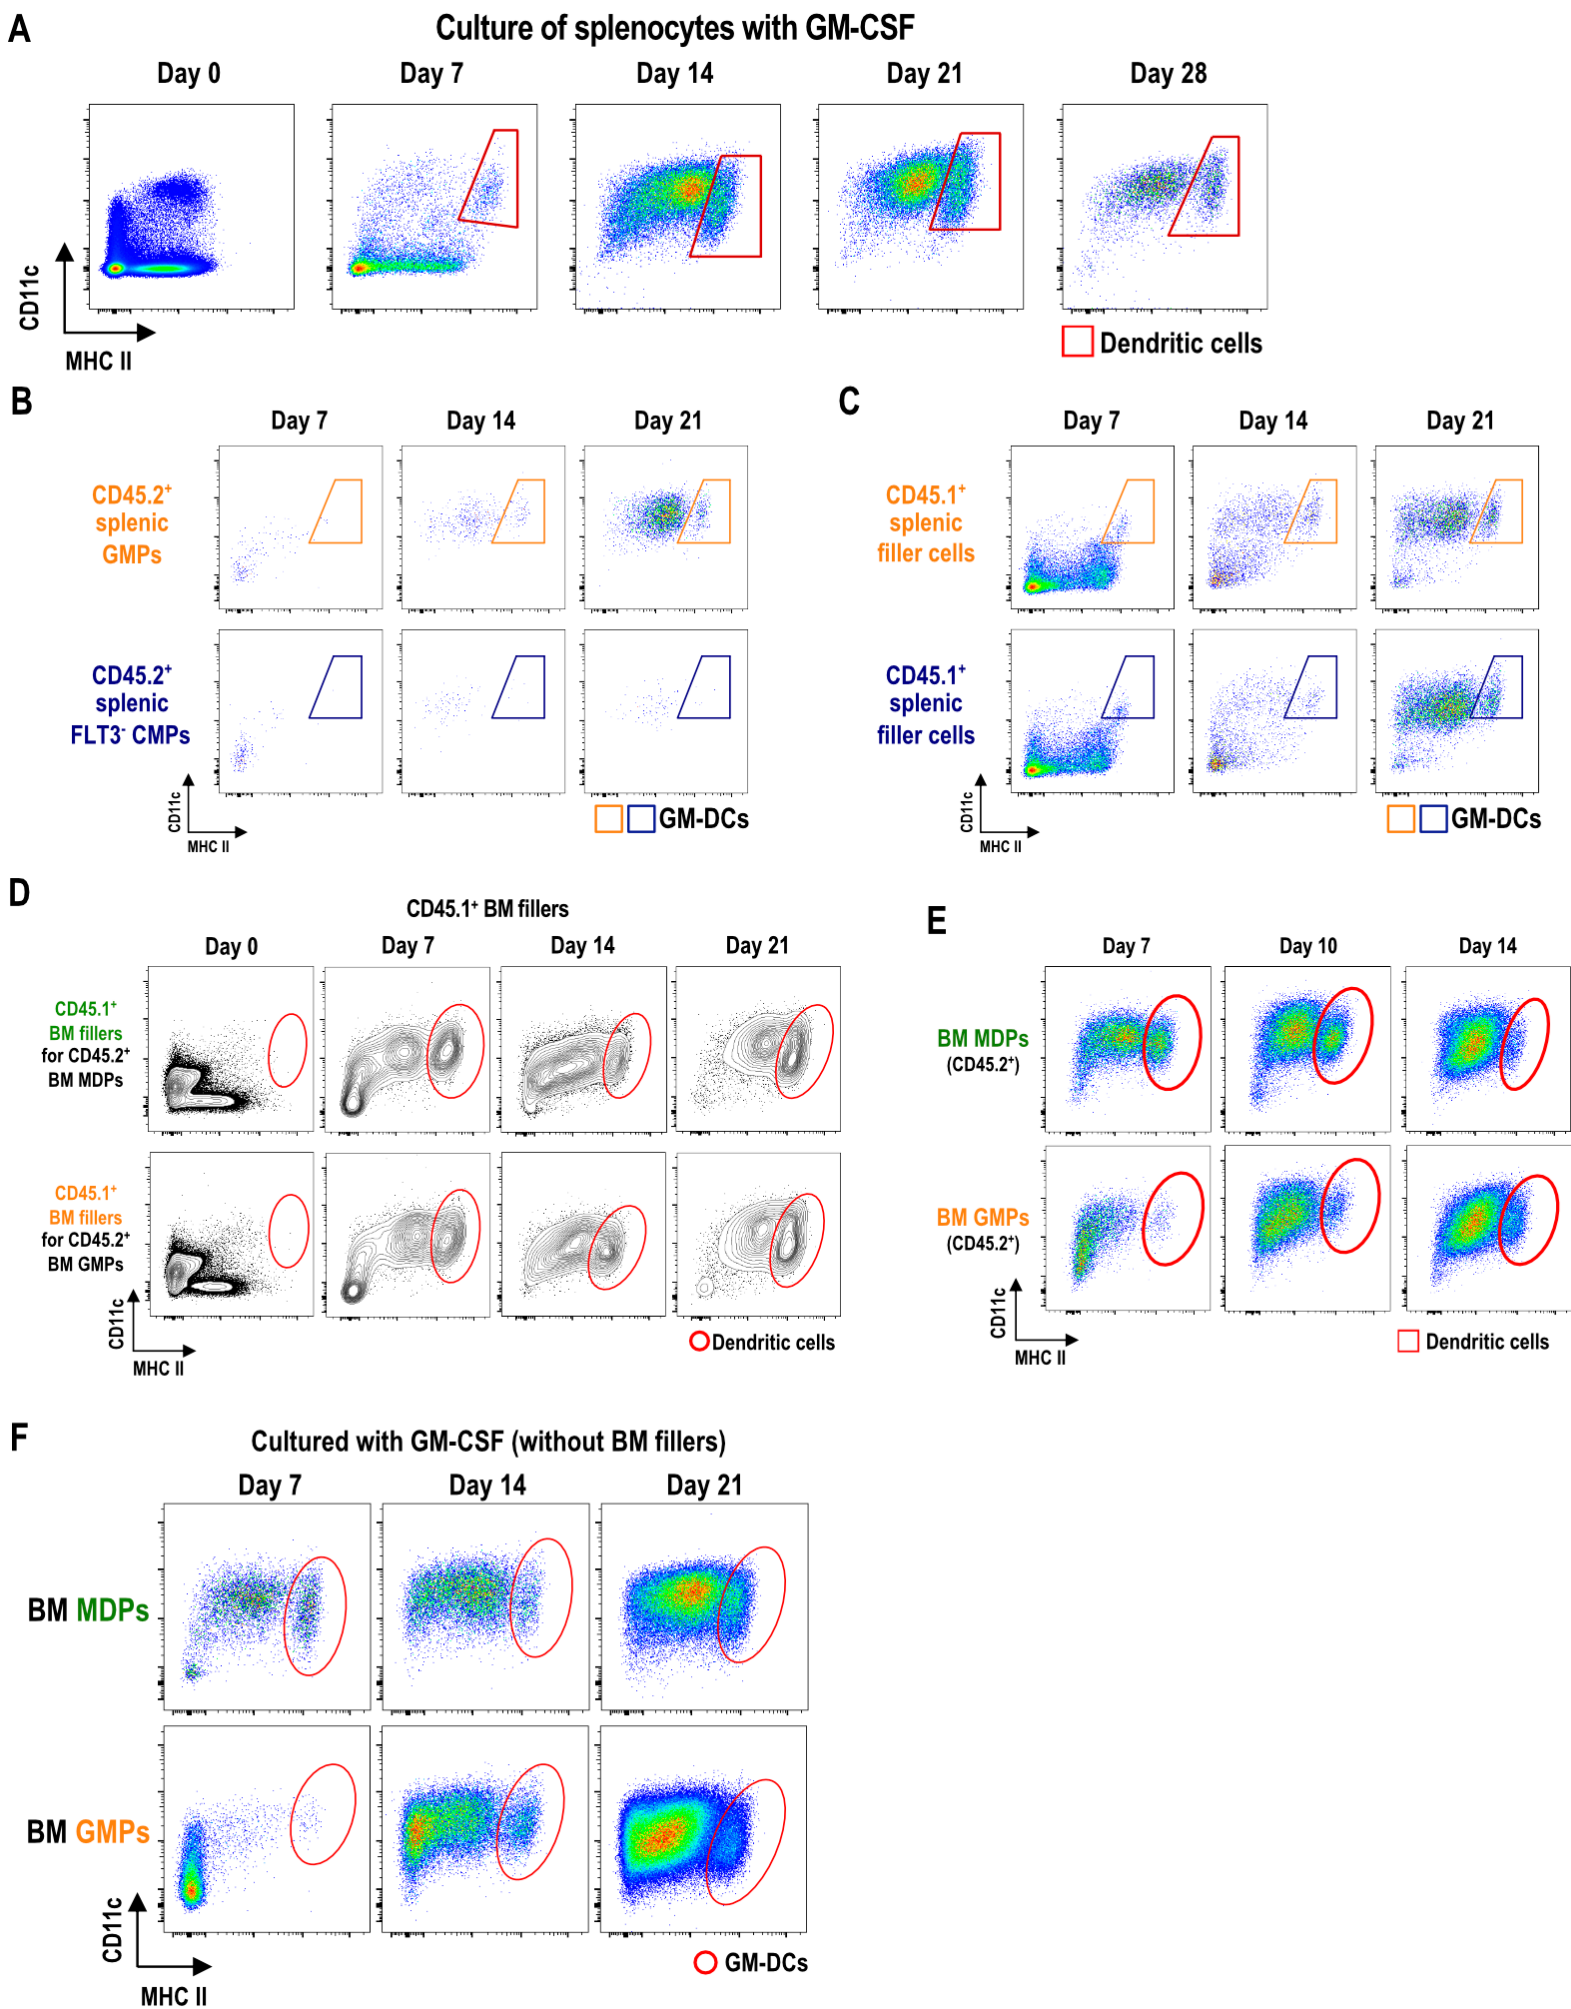

Supplementary Figure 17. Validation of GM-DC identification using MHC II and CD11c markers.

(A) Corresponding flow cytograms to **Figure S1 A**, showing MHC II versus CD11c expression.

(B) Corresponding flow cytograms of **Figure 1 A**, showing MHC II versus CD11c expression.

(C) Corresponding flow cytograms of **Figure S3 B**, showing MHC II versus CD11c expression.

(D) Corresponding flow cytograms of **Figure S4 B**, showing MHC II versus CD11c expression.

(E) Corresponding flow cytograms of **Figure S4 C**, showing MHC II versus CD11c expression.

(F) Corresponding flow cytograms of **Figure S5 A**, showing MHC II versus CD11c expression.

Supp Figure 18

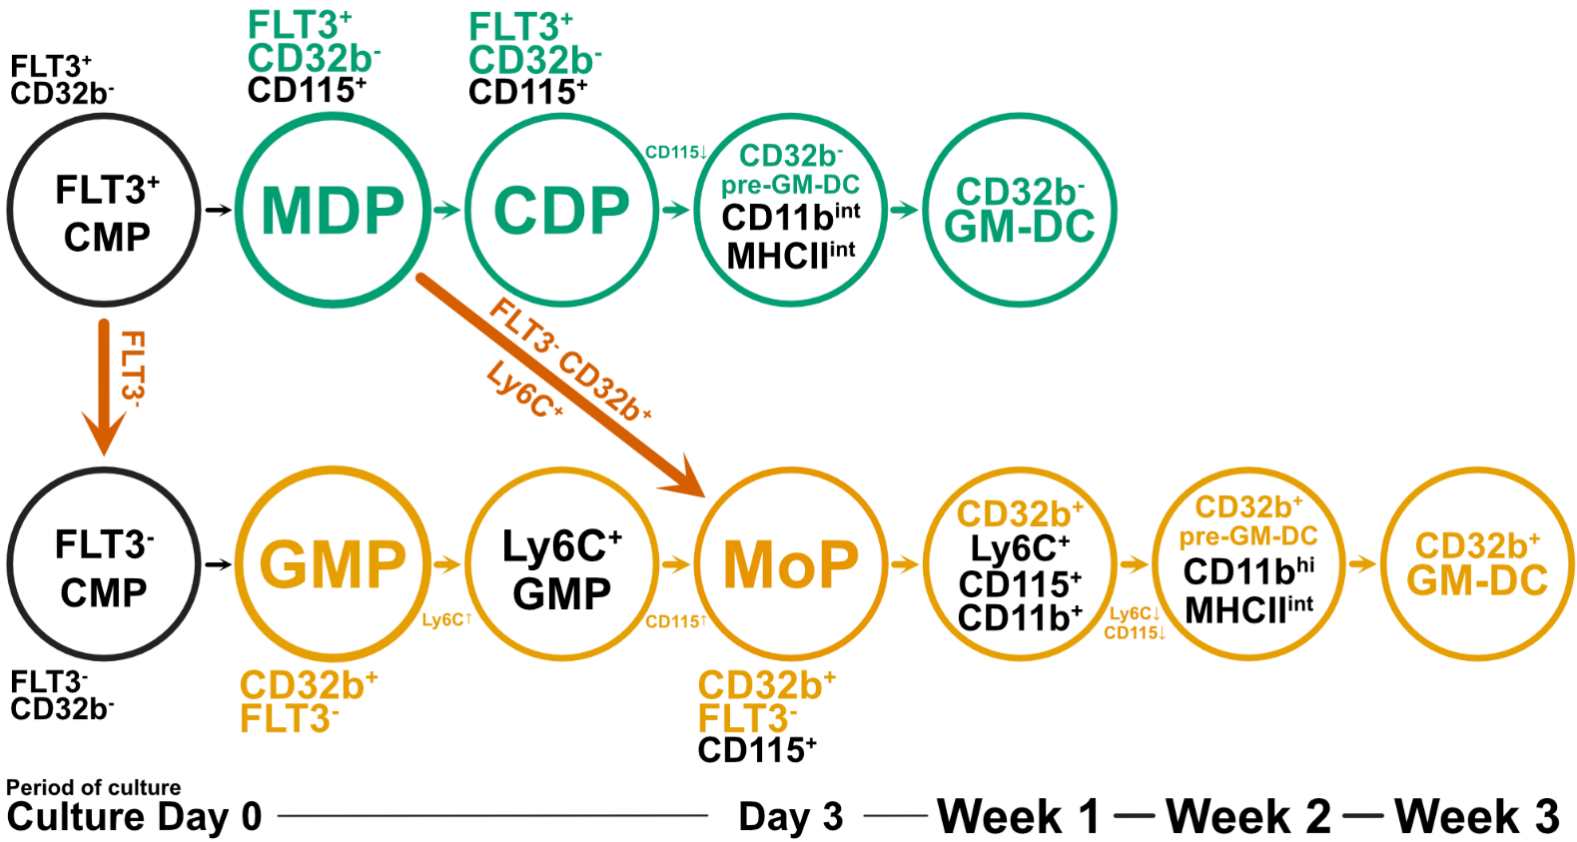

Supplementary Figure 18. Two-track model of GM-DC differentiation trajectories *in vitro*.

Schematic summary of the dual developmental pathways leading to GM-DC heterogeneity. The early differentiation track initiates from FLT3-expressing progenitors, including FLT3⁺ CMPs, MDPs, and CDPs, which rapidly give rise to CD32b⁻ pre-GM-DCs and CD32b⁻ GM-DCs within the first week of culture. The late differentiation track arises from FLT3⁻ CMPs, which serve as an intermediate population between FLT3⁺ CMPs and GMPs. This track progresses through CD32b-sharing progenitors such as GMPs, Ly6C⁺ GMPs, and MoPs. The pathway transitions through a CD32b⁺ Ly6C⁺ CD115⁺ CD11b⁺ intermediate state to form CD32b⁺ pre-GM-DCs, resulting in the delayed emergence of CD32b⁺ GM-DCs by Week 3.

SUPPLEMENTARY TABLE 1. Antibodies used in the study.

**Antibodies**	**Source**	**Identifier**
anti-mouse CD3 PE/Cy7 (clone 17A2)	Biolegend	Cat # 100219
anti-mouse CD3 APC (clone 145-2C11)	Biolegend	Cat # 100311
anti-mouse TCR β chain PE/Cy7 (clone H57-597)	Biolegend	Cat # 109221
anti-mouse CD4 PE, PE/Cy7 (clone GK1.5)	Biolegend	Cat # 100408,<br>100421
anti-mouse V α 2 APC, PerCP/Cy5.5 (clone B20.1)	Biolegend	Cat # 127810,<br>127814
anti-mouse CD8a PE, PE/Cy7 (clone 53-6.7)	Biolegend	Cat # 100708
anti-mouse CD11b APC, PerCP/Cy5.5, BV421, BV605, PE/Cy7 (clone M1/70)	Biolegend	Cat # 101211,<br>101228, 101235,<br>101237, 101216
anti-mouse CD11c PE, BV421, APC/Cy7 (clone N418)	Biolegend	Cat # 117308,<br>117330, 117323
anti-mouse CD14 PE, PE/Cy7, FITC (clone Sa14-2)	Biolegend	Cat # 123309,<br>123316, 123307
anti-mouse CD16/32 PerCP/Cy5.5, PE (clone 93)	Biolegend	Cat # 101324
anti-mouse CD19 PE/Cy7, APC/Cy7 (clone 6D5)	Biolegend	Cat # 115520,<br>115529
anti-mouse CD24 PerCP/Cy5.5 (clone M1/69)	Biolegend	Cat # 101824
anti-mouse CD25 PerCP/Cy5.5 (clone PC61)	Biolegend	Cat # 102030
anti-mouse CD32b PE, APC (clone AT130-2)	eBioscience, Thermo<br>Fisher Scientific	Cat # 12-0321-82,<br>17-0321-82
anti-mouse CD34 FITC (clone RAM34)	eBioscience, Thermo<br>Fisher Scientific	Cat # 11-0341-82
anti-mouse CD40 PE (clone FGK45)	Biolegend	Cat # 157505
anti-mouse CD45 PE/Cy7 (clone 30-F11)	Biolegend	Cat # 103114
anti-mouse CD45.1 PE, BV421 (clone A20)	Biolegend	Cat # 110707,<br>110731
anti-mouse CD45.2 Alexa488, BV421 (clone 104)	Biolegend	Cat # 109816,<br>109831
anti-mouse B220/CD45R PE/Cy7 (clone RA3-6B2)	Biolegend	Cat # 103221
anti-mouse NK1.1 PE/Cy7 (clone PK136)	Biolegend	Cat # 108713
anti-mouse CD49b PE/Cy7 (clone DX5)	Biolegend	Cat # 108921
anti-mouse CD80 PE/Cy7 (clone 16-10A1)	Biolegend	Cat # 104733
anti-mouse CD83 APC (clone Michel-19)	Biolegend	Cat # 121509
anti-mouse CD86 PE/Cy7, PerCP/Cy5.5 (clone GL-1)	Biolegend	Cat # 105013,<br>105027
anti-mouse CD103 PE/Cy7 (clone 2E7)	Biolegend	Cat # 121425
anti-mouse CD115 Alexa647 (clone AFS98)	Biolegend	Cat # 347315
anti-mouse CD117 PE, Alexa647 (clone 2B8)	Biolegend	Cat # 105807,<br>105817
anti-mouse CD127 PE/Cy7 (clone A7R34)	Biolegend	Cat # 135013
anti-mouse FLT3 APC (clone A2F10)	Biolegend	Cat # 135310
anti-mouse CD172a FITC (clone P84)	Biolegend	Cat # 144006
anti-mouse DEC205 PE/Cy7 (clone NLDC-145)	Biolegend	Cat # 138209
anti-mouse CD206 PE/Cy7 (clone C068C2)	Biolegend	Cat # 141720

anti-mouse CD209a APC, Alexa488 (clone MMD3)	Invitrogen, Thermo Fisher Scientific	Cat # 50-2094-80, 53-2094-80
anti-mouse CD209b APC (clone 22D1)	Invitrogen, Thermo Fisher Scientific	Cat # 17-2093-80
anti-mouse CD301a PE/Cy7 (clone LOM-8.7)	Biolegend	Cat # 145609
anti-mouse CD301b PE/Cy7, APC (clone URA-1)	Biolegend	Cat # 146808, 146813
anti-mouse/rat XCR1 APC, PerCP/Cy5.5, FITC (clone ZET)	Biolegend	Cat # 148206, 148207, 148209
anti-mouse 33D1 PE, APC (clone 33D1)	Biolegend	Cat # 124905, 124913
anti-mouse Sca-1 APC/Cy7, PE/Cy7 (clone D7)	Biolegend	Cat # 108125, 108113
anti-mouse Ly-6C Alexa488, Alexa647 (clone HK1.4)	Biolegend	Cat # 128021, 128010
anti-mouse Ly-6G PE/Cy7, PerCP/Cy5.5 (clone 1A8)	Biolegend	Cat # 127618, 127616
anti-mouse F4/80 PE, PE/Cy7, PerCP/Cy5.5 (clone BM8)	Biolegend	Cat # 123109, 123127
anti-mouse H-2 PE (clone M1/42)	Biolegend	Cat # 125506
anti-mouse I-A/I-E APC/Cy7, Alexa488 (clone M5/114.15.2)	Biolegend	Cat # 107628, 107616
anti-mouse PD-L1 PE/Cy7 (clone 10F.9G2)	Biolegend	Cat # 124313
anti-mouse PD-L2 PE/Cy7 (clone TY25)	Biolegend	Cat # 107213
anti-mouse CLEC12A APC (clone 5D3/CLEC12A)	Biolegend	Cat # 143405
anti-mouse CX3CR1 Alexa647 (clone SA011F11)	Biolegend	Cat # 149003
anti-mouse CCR6 PerCP/Cy5.5 (clone 29-2L17)	Biolegend	Cat # 129809
anti-mouse CCR7 PE (clone 4B12)	Biolegend	Cat # 120105
anti-mouse TER119 PE/Cy7 (clone TER-119)	Biolegend	Cat # 116221
Rat IgG1, κ isotype Ctrl PE, PE/Cy7, APC, BV421, APC/Cy7, PerCP/Cy5.5 (clone RTK2071)	Biolegend	Cat # 400407, 400416, 400411, 400429, 400422, 400425
anti-mouse CD115 biotin (clone AFS98)	Biolegend	Cat # 135508
anti-mouse CD135 biotin (clone A2F10)	Biolegend	Cat # 135308
anti-mouse CD11b biotin (clone M1/70)	Biolegend	Cat # 101204
anti-mouse CD19 biotin (clone 6D5)	Biolegend	Cat # 115504
anti-mouse CD25 biotin (clone PC61)	Biolegend	Cat # 102004
anti-mouse CD44 biotin (clone IM7)	Biolegend	Cat # 103004
anti-mouse NK1.1 biotin (clone PK136)	Biolegend	Cat # 108704
anti-mouse I-A/I-E biotin (clone M5/114.15.2)	Biolegend	Cat # 107604
anti-mouse F4/80 biotin (clone BM8)	Biolegend	Cat # 123106
anti-mouse CD4 biotin (clone GK1.5)	Biolegend	Cat # 100404
anti-mouse CD8 biotin (clone 53-6.7)	Biolegend	Cat # 100704
Streptavidin PE, Alexa488	Biolegend	Cat # 405245, 405235

How the deposited data were processed for this re-analysis (not part of the article)

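The data are bulk RNA-seq libraries of GM-DCs sorted from mouse cultures with GM-CSF, 3 libraries for each of 6 groups: BM GM-DCs at day 7 and day 21, MDP GM-DCs at day 7 and day 21, GMP GM-DCs at day 21 and Sp GM-DCs at day 21. Groups and replicate numbers were taken from the submitters' labels and the paper, and every column of values in the table belongs to one library. The labels call the tissue of the Sp libraries bone marrow, and the paper's description of them as splenocyte-derived was used. The number of mice or cultures behind the libraries is not given in the sources used here.

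The authors made the deposited FPKM values (fragments per kilobase of transcript, scaled by the mapped fragments) by removing low-quality and adapter sequences from the reads, aligning them to the mouse genome build mm10 with HISAT2 2.1.0 or STAR and quantifying them with StringTie 1.3.4d, according to the paper's methods. The submitters' processing notes name StringTie 2.1.3b, and this difference was not settled. The table holds 4141 genes that the authors selected before deposit. No value in it is 0, 104 listed genes differ by less than 2-fold between every pair of group means of log2(FPKM), taken without a pseudocount, and 1358 have a mean under 1 FPKM in every group, so the rule of the selection could not be rebuilt. Because genes are missing, the FPKM normalization could not be recomputed. The authors' deposited gene ontology table gives, for each term, an adjusted p-value and numbers of genes, in other words the size of the term, of the list and of their overlap, computed by the authors over their listed genes. Its 14801 terms were used as given, and the tool behind it is not given in the sources used here.

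Total reads per library are unknown. To look for whole reads, genes under 0.5 FPKM in both libraries were compared in all 153 pairs of libraries, 938 to 1325 genes per pair, and at most 0.502% of them shared one ratio, so no depth could be recovered and no counting interval is given. Of the 4141 gene IDs, 4117 were found in a RefSeq gene table of the assembly GRCm38.p6, the build also named mm10, and 3968 of these had the same symbol. Coordinates come from that table.

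Values were analysed as log2(FPKM + 1). The 2751 genes with at least 1 FPKM in at least 3 libraries were tested with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, in one fit of 6 groups without covariates, and p-values were adjusted by the Benjamini-Hochberg method over these genes. A gene was called at an adjusted p under 0.05 and a change of at least 2-fold. The fit was tested on simulated data with 200 changed genes before it was run. For day 21 GMP against day 7 MDP GM-DCs, it called 42% of 50 genes changed by 1 on the log2 scale, 68% of 50 changed by 1.5, 84% of 50 changed by 2 and 86% of 50 changed by 3, and 0.196% of 2551 unchanged genes. Differences of the change with time between BM and MDP cultures were tested as an interaction contrast in the same fit. Principal components and Euclidean distances used the same log2 values of the 2751 genes. The ratio of Fcgr2b to Fcgr3, with 1 FPKM added to both, was compared with exact permutation tests written in R and with limma. Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and Matplotlib 3.10.9.

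Lists of genes were described by counts of called members. A camera test of the lists had been planned for the case of a complete table, and it was not run because the table holds preselected genes. For the same reason no enrichment was computed, and the fry test was used only for the genes shared by both comparisons with day 7 MDP GM-DCs. The text names genes by a fixed rule: the genes the paper names beside each passage, the 10 genes with the largest change in each direction among called genes whose groups did not overlap and whose mean reached 5 FPKM in the higher group, leaving out symbols that start with Gm and a digit or LOC or end in Rik, and the 2 to 4 called members of each list with the largest change. Of the genes this rule gives, part are named, mostly those whose call held when single libraries were left out, and that choice was made after their values were seen. The result of 1 gene of the lists is not reported here. All 12 genes of the interaction are named, which the rule does not ask for, and a list of 50 hypoxia genes was written after Vegfa, Egln3, Bnip3 and Ankrd37 were seen to be higher in day 7 BM GM-DCs and before its own members were counted.

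Libraries of the same replicate number were compared through the correlation of their deviations from the group means. Every number correlated above 0.1 between day 21 GMP and day 21 MDP (0.56, 0.70 and 0.51), between day 21 and day 7 BM (0.18, 0.32 and 0.40) and between day 7 BM and day 7 MDP (0.32, 0.23 and 0.37), and these were read as paired by their numbers, a pairing that rests on the values alone. The remaining comparisons were not. In day 21 BM and day 7 MDP, part of the library names in the labels carry a number other than the replicate number. Pairs by those names would differ, and the fits used the replicate numbers only. The alternatives tried were pseudocounts of 0.1 and 5, no filter and a filter at 5 FPKM, median-ratio scaling, quantile normalization, only the libraries of the groups compared, weights for single libraries, no trend, the replicate number as a block, other thresholds and leaving out each library in turn. The block gave each replicate number a single effect common to all 6 groups, so it does not pair the libraries of a single comparison. Settings added later were a term for libraries whose names in the labels carry a hyphen, both day 7 replicate 3 libraries left out, the alternatives of the shared genes and of the genes in all 6 comparisons, the shared genes chosen with the MDP and GMP libraries alone, the mixture test without each library, and the distances and signs by replicate number between day 21 GMP and day 21 MDP. Near-identical genes (Fcgr2b and Fcgr3, Lyz1 and Lyz2, Cyp4a12a, Klk1b11, Ear2 and the Oas1 and Ifi families) were reported as uncertain, because the authors' counting could divide their reads.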

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

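Of the tests in this part, those of a batch marked by the replicate number, of hyphens in the library names and of the mixture without replicate 3 were chosen only after the results were seen, and the tests of Fcgr2b and of Vegfa were prompted by those patterns and written down before their own values were computed.

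The change from day 7 to day 21 differed between BM and MDP cultures for 12 genes by the interaction test of limma, 5 with a more positive and 7 with a more negative change in BM. Cd7, a surface protein of lymphocytes and some myeloid progenitors, fell in MDP GM-DCs (log2 fold change -3.02) and had a log2 fold change of -0.33 in BM GM-DCs, a difference of 2.69 (standard error 0.38, adjusted p = 0.0050). Fabp4, a fatty acid carrier, had log2 fold changes of 1.74 in MDP and -1.86 in BM GM-DCs, a difference of -3.60 (standard error 0.74, adjusted p = 0.048). Vat1l (1.13 in BM and -1.30 in MDP), E330020D12Rik (1.56 and -0.07), Pdk4 (0.45 and -1.73) and Aard (0.03 and -1.51) had more positive changes in BM, and Ace (0.40 and 2.01), Rasa4 (-0.30 and 1.28), Mxi1 (-0.58 and 0.92), Tmem221 (-1.08 and 0.40), Lsr (0.02 and 1.44) and Sdc4 (-0.71 and 0.69) had more negative ones, each with an adjusted p of 0.048. Chance cannot be excluded for this count: 6 of 100 splits of the BM and MDP libraries within each day, the real one included, called 12 or more genes, and the highest other count was 351, which points to a structure of these samples. With the replicate number as a block, which pairs both BM groups but not both MDP groups, the count was 40 and held all 12 genes. Of 26 cell cycle genes 0 were called here, but 16 had a more positive change in BM when adjusted over the list alone and 25 had a difference above 0, and 20 were lower at day 21 in MDP and 0 in BM. The call of Cd7 was lost only with a pseudocount of 0.1 (4.20, adjusted p = 0.066), and the other 11 calls were lost in 13 or more settings each.

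Lysosome genes, which the paper does not discuss, were higher in day 21 GMP than in day 7 MDP GM-DCs for 10 of 16 tested genes. Cell cycle genes, outside those the paper discusses, were lower in day 21 than in day 7 MDP GM-DCs for 20 of 26. Interferon-stimulated genes were lower in day 7 BM than in day 7 MDP GM-DCs for 11 of 33. The comparison of day 21 Sp with day 21 GMP GM-DCs, for which the paper shows principal components and gives no number of DEGs, called 113 genes. Hypoxia genes were higher in day 7 BM than in day 7 MDP GM-DCs for 13 of 29 tested genes, and this group is described with Vegfa in this part.

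Fcgr2b was highest in replicate 3 of both day 7 groups, at 8.12 FPKM in MDP (1.35 and 1.81 in the others) and 92.1 FPKM in BM (15.1 and 21.0), and in both it came with the macrophage gene C1qb (164 FPKM against 18.7 and 28.6 in MDP, and 202.5 FPKM against 66.6 and 54.2 in BM). Lyz2 stood apart in replicate 3 of MDP (1553 FPKM against 67.3 and 110) but not of BM (253 against 235 and 256). Of the genes at least 4-fold higher in replicate 3, 30 in MDP and 10 in BM, only 2 were in both, so most of the pattern was not shared. Replicate 3 also held the most Fcgr2b in day 21 BM (125 FPKM against 40.3 and 49.6) and day 21 GMP (112.5 against 41.8 and 72.9), though not in day 21 MDP or Sp, so the pattern is not confined to day 7. Scaling did not account for it, since replicate 3 of day 7 MDP stood 1.96 above replicate 1 on the log2 scale after quantile normalization, and replicate 3 of day 7 BM stood 1.79 above the higher of its other replicates. A preparation batch marked by the replicate number may contribute: libraries of different groups with the same number had residuals that correlated at 0.155 on average, against -0.078 for other numbers, a difference of 0.233 (exact one-sided permutation test, p = 0.0039). Cells of the day 21 type in the day 7 sort of replicate 3 cannot be told apart from this, because 16 of the 30 genes at least 4-fold higher in that MDP library (53.3%, exact 95% interval 34.3 to 71.7%) lay above the mean of the 9 day 21 libraries, higher than a mixture with such cells would bring them, while the other 14 did not. A biological difference between cultures was not tested, and a separate split by a hyphen in the library names, carried by 7 of the 15 BM, MDP and GMP libraries, held 25.9% of the variance within groups (exact permutation test, p = 0.0082).

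Fcgr2b was higher in day 7 BM than in day 7 MDP GM-DCs, although the paper groups both as CD32b-negative in one comparison. The paper also describes early BM cultures as only mainly CD32b-negative, and it sorted CD32b-positive GM-DCs from BM cultures of day 7. Transcripts of Fcgr2b in day 7 BM GM-DCs are therefore not at odds with the paper. Scaling did not account for the difference from MDP, because the log2 fold change was 3.03 after quantile normalization. A simple mixture of day 7 MDP-type and day 21 GMP-type cells in the BM culture was also at odds with the values: Fcgr2b would need a share of 0.541 of the latter, while the 294 genes higher in day 21 GMP GM-DCs gave a median share of 0.019 and the 214 lower genes one of 0.499, a difference of -0.48 (95% bootstrap interval over genes, -0.554 to -0.382). This interval leaves out the spread between libraries, and the genes were chosen with the same day 7 MDP and day 21 GMP libraries. Leaving out single libraries gave differences from -0.499 to -0.438. The share for Fcgr2b rests on replicate 3 of day 7 BM and was 0.199 without it, near the upper quartile of the higher genes (0.197), so Fcgr2b alone does not exclude a mixture, while the difference between the higher and lower genes stayed at -0.443 (interval -0.545 to -0.365). Other sources of Fcgr2b transcripts in whole BM culture, such as cells from further progenitors, stay open and were not tested. Surface CD32b was not analysed here, and transcript and protein need not run together.

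Vegfa, Egln3, Bnip3 and Ankrd37 were higher in day 7 BM than in day 7 MDP GM-DCs. A response to low oxygen in whole BM cultures is a candidate explanation that the values leave open: of the other 29 tested genes of a hypoxia list, 13 (44.8%) were higher, 0 were lower and 28 had a log2 fold change above 0. Examples were Pdk1 (log2 fold change 1.65), Tpi1 (1.42) and Ldha (1.19). Scaling did not account for the pattern, since all 4 genes were still called after quantile normalization. Of 13 stress response genes, 0 were called but all 13 had a log2 fold change above 0 in day 7 BM against day 7 MDP, and 3 were lower and 0 higher in day 21 than in day 7 BM GM-DCs, so a wider stress response stays open too. Oxygen was not measured in the sources used here. A faster glycolysis without low oxygen could raise some of the same genes and was not tested, and all groups were grown with GM-CSF.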

How the results depend on the processing

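Of the settings in this part, the hyphen term, leaving out both day 7 replicate 3 libraries, all alternatives of the genes shared by both comparisons with day 7 MDP, and the pseudocounts of the genes in all 6 comparisons were chosen after the data were seen. The causes of the changes listed here were not tested. A pseudocount of 5 shrinks and one of 0.1 stretches the change of low genes by construction.

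Counts within 1.5 times of the reported value are not listed. With a pseudocount of 5, the counts were 219 for day 21 GMP against day 7 MDP (508 reported), 229 for day 21 against day 7 MDP (586), 160 for day 21 against day 7 BM (419), 102 for day 7 BM against day 7 MDP (298), 61 for Sp against day 21 GMP (113), 111 for Sp against day 7 MDP (317) and 173 for the shared genes (416). With a pseudocount of 0.1 they were 888 for day 21 against day 7 MDP, 719 for day 21 against day 7 BM, 476 for day 7 BM against day 7 MDP, 495 for Sp against day 7 MDP, 625 for the shared genes and 39 for the genes in all 6 comparisons (13), which were 48 with no pseudocount. With a 4-fold change and an unadjusted p under 0.01 the counts were, in the order of the first list, 88, 102, 40, 39, 25, 34 and 76, and 1 for day 21 BM against day 21 GMP. With a 2-fold change and an unadjusted p under 0.05 they were 10 for day 21 GMP against day 21 MDP (0 reported), 50 for day 21 BM against day 21 GMP (0) and 242 for Sp against day 21 GMP, and 108 genes passed in all 6 comparisons at the adjusted p and 2-fold. Weights for single libraries gave 40 for day 21 BM against day 21 GMP, and the hyphen term gave 203 for Sp against day 21 GMP.

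The 12 genes of the interaction became 1 with a pseudocount of 0.1, 1 without the filter, 1 with quantile normalization, 1 with only the libraries of the groups compared and 1 without both day 7 replicate 3 libraries, and 345 with weights, 34 with the hyphen term, 323 at an unadjusted p and 2-fold, and 30 at 4-fold.

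With the replicate number as a block, Sp against day 21 GMP gave 186 genes and the interaction 40. The replicate numbers were not read as paired between Sp and day 21 GMP, and of the groups of the interaction they were read as paired between both BM groups and between both day 7 groups but not between both MDP groups, although 14 of the 18 libraries correlated best with their own number in other groups. The block changed no other count by over 1.5 times and, of the named genes not paired by number, it called Fcgr3 in day 21 GMP against day 7 MDP (adjusted p = 0.019) and Fcgr2b in Sp against day 21 GMP (adjusted p = 0.024).

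Leaving out single libraries gave 415 to 577 genes for day 21 GMP against day 7 MDP, 479 to 628 for day 21 against day 7 MDP, 0 to 0 for day 21 GMP against day 21 MDP, 328 to 528 for day 21 against day 7 BM, 154 to 421 for day 7 BM against day 7 MDP, 0 to 94 for day 21 BM against day 21 GMP, 30 to 162 for Sp against day 21 GMP, 183 to 341 for Sp against day 7 MDP, 1 to 119 for the interaction, 340 to 475 for the shared genes and 9 to 18 for the genes in all 6 comparisons. The log2 fold change in day 21 GMP against day 7 MDP ran from 3.81 to 4.79 for Fcgr2b and from -2.81 to -2.27 for Flt3, and both were called in all settings. The share of shared genes with the same sign in BM ran from 89.4 to 95.4%.

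Leaving out a single library moved the fold change by over 1.5 times in 50 cases, which belonged to 32 of the pairs of a gene and a comparison, and the sign was kept in all 50. The largest moves were those of Lyz2 (from 3.80 to 5.18) and Ear2 (from 4.08 to 5.26) without replicate 3 of day 7 MDP.

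Ly75 changed sign with weights (-0.017), without replicate 3 of day 7 MDP (-0.16) and without both day 7 replicate 3 libraries (-0.16), and it ran from -0.16 to 0.48 when single libraries were left out. The first component of the 15 libraries held 54.2% with the 500 most variable genes and 40.9% at unit variance (47.5% reported), and that of the 18 libraries 46.7% and 36.4% (40.8%). The ratio of distances between day 7 and day 21 MDP was 2.02 with the 500 most variable genes (1.87).

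For 144 pairs of a gene and a comparison, 2925 alternatives were tried. The sign changed in 3 of them, the call was lost in 80 and gained in 10 with processing settings, lost in 121 and gained in 3 without a library, and lost in 34 at 4-fold, and 26 of the 144 pairs lost it in at least 1 processing setting. The depth is unknown, so it limits no value in a known way, and genes under 1 FPKM depend most on the pseudocount.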

Differences from the paper's values

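The values here come from limma on the deposited FPKM of preselected genes at an adjusted p under 0.05 and a 2-fold change, while the paper's methods state a 2-fold change and no p, so the thresholds differ. The alternatives named were set before the data were examined unless stated otherwise.

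The paper's text gives 256 DEGs that separate day 7 MDP GM-DCs from both day 21 groups, and 416 were found here. The alternatives planned for the counts, applied to these shared genes after the data were seen, came within 1.5 times of the paper's value in 7 settings, which were a pseudocount of 5 (173), a filter at 5 FPKM (321) and leaving out replicate 1 or 2 of day 7 MDP (340 and 361), replicate 1 or 2 of day 21 GMP (370 and 341) or replicate 2 of day 21 MDP (345), and not in the other 14.

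The paper's text gives 34 DEGs between the day 21 groups of BM, MDP and GMP GM-DCs and the day 7 groups of BM and MDP GM-DCs, and does not say how the groups were combined. Here 13 genes passed in all 6 comparisons of a day 21 with a day 7 group, both directions counted, at the thresholds of Supplementary Figure 9A, a change over 4-fold and an unadjusted p under 0.01, and this may be another quantity than the paper's. An adjusted p and 2-fold, set beforehand, gave 108, which also differs. A pseudocount of 0.1 (39) and no pseudocount (48) came within 1.5 times of the paper's value, both chosen after the values were seen, and how many of the paper's own DEGs they drop is unknown, because the paper's list was not read here.

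For DEGs between day 21 and day 7 MDP GM-DCs, the paper's Fig. 3B shows about 390, read by eye, and 586 were found here, and 8 of the alternatives came within 1.5 times while 10 did not. For DEGs between day 21 GMP and day 21 MDP GM-DCs, the paper's Fig. 3B shows about 7, read by eye, and 0 were found here by limma (67 genes at an unadjusted p under 0.05). At an unadjusted p under 0.05 and 2-fold the value here was 10, which does not differ, and the other 17 alternatives do.

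In the paper's Fig. 3C, Flt3 lies at a log2 fold change of about -3.2, read by eye, and the value here was -2.50. It does not differ with a pseudocount of 0.1 (-3.33) or without replicate 3 of day 21 GMP (-2.81), and it does in the other 16 alternatives. Those 16 used a pseudocount of 1 or 5. Flt3 ran from 0.48 to 2.13 FPKM in the day 21 GMP libraries, where such a pseudocount shrinks the change. The gap from the paper's value therefore goes with the pseudocount. Itgae lies at about -3.2 in Fig. 3C, read by eye, and the value here was -1.27. It differs in all 16 alternatives that gave a value, and the nearest was -2.74 at a pseudocount of 0.1. Itgae was low, from 0.083 to 0.32 FPKM in day 21 GMP and from 0.95 to 3.5 FPKM in day 7 MDP libraries. The pseudocount shrinks the change of such a gene. The alternatives for Itgae held none without a pseudocount. Its change moved toward the paper's value as the pseudocount fell, from -1.27 at 1 to -2.74 at 0.1. As for Flt3, the gap therefore goes with the pseudocount, and these values show no disagreement with the paper beyond it.

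The paper names Cd28, Cd6 and Tnfsf13 as higher in GMP-derived and Nrarp as higher in MDP-derived GM-DCs. Their log2 fold changes here were in that direction (0.74, 0.63, 0.81 and -0.45) but under 2-fold, and a pseudocount of 0.1 called Cd28 (2.05), Tnfsf13 (1.71) and Nrarp (-1.10) and not Cd6. Over the genes whose labels could be read in Supplementary Figure 12B, all 42 tested on the GMP side had values above 0 and all 24 on the MDP side below 0, so the tally does not go against the paper. The paper presents CD32b expression, by flow cytometry, as separating day 7 from day 21 BM GM-DCs, and the log2 fold change of Fcgr2b transcripts between them here was 1.00 (adjusted p = 0.22), called only with weights (1.41), without replicate 3 of day 7 BM (1.77) and, in a setting chosen after the data were seen, without both day 7 replicate 3 libraries (1.77). Fcgr2b was higher at day 21 in each of the 3 same-numbered pairs, so a rise is not excluded. Part of the library names in the labels carry other numbers, and pairs by those names would not all rise. In day 21 GMP against day 7 MDP GM-DCs, Fcgr2b (4.18) had the paper's direction. The paper places Sp GM-DCs closer to GMP-derived than to MDP-derived GM-DCs, and over all libraries the mean distances here ran the same way (41.6 and 45.0), while replicate 1 of Sp lay closer to day 7 MDP (42.4) than to day 21 GMP libraries (46.4). The paper lists terms of lymphocyte and leukocyte activation and proliferation among its leading 20 after a filter by size, and in the authors' deposited table, which covers all listed genes and not the same DEGs, they stood at rank 87 and beyond, with immune system process at rank 13 and cell population proliferation at rank 17.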

Other observations

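The counts and splits in this part were set before their values were seen, and only the look at the hyphens and at the median change of single splits was chosen after the result was seen.

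Sp GM-DCs expressed more Plek2, Tnfrsf11b, Prnp and Epcam, and less Fn1, Gja1, Capn13 and Mucl1, than day 21 GMP GM-DCs. Plek2, which binds membrane lipids, stood at 31.9 ± 6.25 FPKM in Sp and 4.07 ± 1.46 FPKM in day 21 GMP GM-DCs (SD, n = 3 each), a log2 fold change of 2.72 (standard error 0.45, adjusted p = 0.0030 from limma). Tnfrsf11b, which encodes the decoy receptor osteoprotegerin (2.57), the prion protein gene Prnp (2.28) and the adhesion gene Epcam (2.05, but 0.95 and under 2-fold with a pseudocount of 5) were also higher. Fn1 (-2.91), the gap junction gene Gja1 (-2.71), the protease gene Capn13 (-2.60) and Mucl1 (-2.87) were lower, and Mucl1 did not pass without replicate 1 of Sp (-2.09, adjusted p = 0.082). Of 14 genes of DC maturation and migration, 2 were higher in Sp and 0 lower (3 higher when adjusted over the list alone). These were Il12b, which encodes a chain of interleukin 12, at 88.9 ± 21.0 and 25.5 ± 5.20 FPKM (1.76, adjusted p = 0.016, but 0.079 without replicate 2 of day 21 GMP and 0.059 without replicate 1 of Sp), and Cd40, at 70.6 ± 7.28 and 30.7 ± 2.71 FPKM (1.17, adjusted p = 0.011, but 0.056 without replicate 1 of Sp). Of 22 C-type lectin and pattern recognition receptors, 1 was higher and 3 lower, and of 16 lysosome genes 0 were higher and 2 lower (3 lower when adjusted over the list alone).

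Other lists of genes gave these counts between day 21 GMP and day 7 MDP GM-DCs. Of 13 genes of cDC2, 3 were higher and 3 lower, and of 9 genes of cDC1, 2 were higher and 1 lower. Of 9 genes of MHC class II presentation 2 were higher and 1 lower, of 3 of MHC class I presentation 1 was higher, of 6 Fc receptors 3 were higher, of 7 genes of GM-CSF signalling 1 was higher, and of 9 genes of the TNF pathway 2 were lower. Progenitor genes were lower for 3 of 11, lipid handling genes higher for 5 and lower for 3 of 19, interferon-stimulated genes higher for 3 and lower for 2 of 33, and stress response genes higher for 1 of 13. Markers of other cells had few tested members and few calls: 0 of 2 for mast cells and basophils, 0 of 2 for neutrophils, 1 of 3 for eosinophils, 0 of 3 for T and NK cells, 0 of 1 for B cells, 1 of 2 for plasmacytoid DCs and 1 of 4 for erythroid cells and platelets. In BM cultures, Irf1 fell from day 7 to day 21 (log2 fold change -1.74) while Oas1a rose (1.44). Ms4a3, Cd177 and Slamf7, which the paper discusses, have no row in the table used here, and neither has any of the sex-linked genes listed.

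With 3 libraries against 3 there are only 10 splits, too few for a share under 0.05. For day 21 GMP against day 7 MDP, 1 of 10 splits, the real one, gave a count as large, 508 against 10 for the highest other. The same held for day 21 against day 7 MDP (1 split, 586 against 0), day 21 against day 7 BM (1 split, 419 against 2), day 7 BM against day 7 MDP (1 split, 298 against 0), Sp against day 21 GMP (1 split, 113 against 0) and Sp against day 7 MDP (1 split, 317 against 5). For day 21 GMP against day 21 MDP all 10 splits reached the real count of 0, and the highest other was 8. For day 21 BM against day 21 GMP all 10 splits reached the real count of 0, and the highest other, 139, came from the split that puts together replicate 1 of BM with replicates 1 and 2 of GMP, the libraries whose label names carry a hyphen, which points to a structure of these samples. For the shared genes in BM cultures, 2 of 10 splits gave a share with the same sign of at least 94.0%, and the highest other, 97.4%, had a smaller median change (0.61 against 1.00 on the log2 scale). For the 13 genes of all 6 comparisons, 1 of 100 random splits of the 15 libraries gave as many, and the highest other count was 0. Such splits mix days and sources within a group, so low counts were likely in advance. They do not exclude chance differences between cultures.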
